# A single bacterial genus maintains root growth in a complex microbiome

**DOI:** 10.1038/s41586-020-2778-7

**Published:** 2020-09-30

**Authors:** Omri M. Finkel, Isai Salas-González, Gabriel Castrillo, Jonathan M. Conway, Theresa F. Law, Paulo José Pereira Lima Teixeira, Ellie D. Wilson, Connor R. Fitzpatrick, Corbin D. Jones, Jeffery L. Dangl

## Abstract

Plants grow within a complex web of species that interact with each other and with the plant^1–10^. These interactions are governed by a wide repertoire of chemical signals, and the resulting chemical landscape of the rhizosphere can strongly affect root health and development^7–9,11–18^. Here, to understand how interactions between microorganisms influence root growth in *Arabidopsis*, we established a model system for interactions between plants, microorganisms and the environment. We inoculated seedlings with a 185-member bacterial synthetic community, manipulated the abiotic environment and measured bacterial colonization of the plant. This enabled us to classify the synthetic community into four modules of co-occurring strains. We deconstructed the synthetic community on the basis of these modules, and identified interactions between microorganisms that determine root phenotype. These interactions primarily involve a single bacterial genus (*Variovorax*), which completely reverses the severe inhibition of root growth that is induced by a wide diversity of bacterial strains as well as by the entire 185-member community. We demonstrate that *Variovorax* manipulates plant hormone levels to balance the effects of our ecologically realistic synthetic root community on root growth. We identify an auxin-degradation operon that is conserved in all available genomes of *Variovorax* and is necessary and sufficient for the reversion of root growth inhibition. Therefore, metabolic signal interference shapes bacteria–plant communication networks and is essential for maintaining the stereotypic developmental programme of the root. Optimizing the feedbacks that shape chemical interaction networks in the rhizosphere provides a promising ecological strategy for developing more resilient and productive crops.

Plant phenotypes, and ultimately fitness, are influenced by the microorganisms that live in close association with them^1–3^. These microorganisms—collectively termed the plant microbiota—assemble on the basis of plant and environmentally derived cues^1,4–6^, resulting in myriad interactions between plants and microorganisms. Beneficial and detrimental microbial effects on plants can be either direct^3,7–9^, or an indirect consequence of microorganism–microorganism interactions^2,10^. Although antagonistic interactions between microorganisms are known to have an important role in shaping plant microbiota and protecting plants from pathogens^2^, another potentially important class of interactions is metabolic signal interference^11,12^: rather than direct antagonism, microorganisms interfere with the delivery of chemical signals produced by other microorganisms, which alters plant-microorganism signalling^12–14^.

Plant hormones—in particular, auxins—are both produced and degraded by an abundance of plant-associated microorganisms^15–18^. Microbially derived auxins can have effects on plants that range from growth promotion to the induction of disease, depending on context and concentration^9^. The intrinsic root developmental patterns of the plant are dependent on finely calibrated auxin and ethylene concentration gradients with fine differences across tissues and cell types^19^; it is not known how the plant integrates exogenous, microbially derived auxin fluxes into its developmental plan.

Here we apply a synthetic community to axenic plants as a proxy for root-associated microbiomes in natural soils to investigate how interactions between microorganisms shape plant growth. We establish plant colonization patterns across 16 abiotic conditions to guide stepwise deconstruction of the synthetic community, which led to the identification of multiple levels of microorganism–microorganism interaction that interfere with the additivity of bacterial effects on root growth. We demonstrate that a single bacterial genus (*Variovorax*) is required for maintaining the intrinsically controlled developmental programme of the root, by tuning its chemical landscape. We establish *Variovorax* as a core taxon in the root microbiota of diverse plants grown in diverse soils. Finally, we identify a locus conserved across *Variovorax* strains that is responsible for this phenotype.

## Microbial interactions control root growth

To model plant–microbiota interactions in a fully controlled setting, we established a plant–microbiota microcosm that represents the native bacterial root-derived microbiota on agar plates. We inoculated 7-day-old seedlings with a defined 185-member bacterial synthetic community^5^ composed of the major root-associated phyla^1,4–6,20^ (Extended Data Fig. 1a, Supplementary Table 1). We exposed this microcosm to each of 16 abiotic contexts by manipulating one of four variables (salinity, temperature, a previously reported phosphate concentration gradient^5^ and pH). We measured the composition of the synthetic community in root, shoot and agar fractions 12 days after inoculation using 16S rRNA amplicon sequencing.

The composition of the resulting root and shoot microbiota recapitulated phylum-level plant-enrichment patterns seen in soil-planted *Arabidopsis*^1^ (Extended Data Fig. 1b). We validated the patterns observed in the agar-based system using seedlings grown in sterilized potting soil^21^ that were inoculated with the same synthetic community. Both relative abundance and plant-enrichment patterns at the unique sequence level were significantly correlated between the agar- and soil-based systems, which confirms the applicability of our relatively high-throughput agar-based system as a model for the assembly of plant microbiota (Extended Data Fig. 1c). Within the agar system, both fraction (substrate, root or shoot) and abiotic conditions significantly affected α- and β-diversity (Extended Data Fig. 1d–f).

To guide the deconstruction of the synthetic community into modules, we calculated pairwise correlations in relative abundance across all samples, and identified four well-defined modules of co-occurring strains that we termed modules A, B, C and D (Fig. 1a, Supplementary Table 2). These modules formed distinct phylogenetically structured guilds in association with the plant. Module A contained mainly Gammaproteobacteria and was predominantly more abundant in the substrate than in the seedling; module B contained mainly low-abundance Firmicutes, with no significant enrichment trend; and modules C and D were composed mainly of Alphaproteobacteria and Actinobacteria, respectively, and showed plant enrichment across all abiotic conditions. Both Alphaproteobacteria (module C) and Actinobacteria (module D) are consistently plant enriched across plant species^4^, which suggests that these clades contain plant-association traits that are deeply rooted in their evolutionary histories.

We next asked whether the different modules of co-occurring strains have different roles in determining plant phenotype. We inoculated seedlings with synthetic communities composed of modules A, B, C and D singly or in all six possible pairwise combinations, and imaged the seedlings 12 days after inoculation. We observed strong primary root growth inhibition (RGI) in seedlings inoculated with plant-enriched module C or D (Fig. 1b, c). RGI did not occur in seedlings inoculated with module A or B, which do not contain plant-enriched strains (Fig. 1b). To test whether the root phenotype derived from each module is an additive outcome of its individual constituents, we inoculated seedlings in mono-association with each of the 185 members of the synthetic community. We observed that 34 taxonomically diverse strains, distributed across all 4 modules, induced RGI (Extended Data Fig. 2a–c). However, neither the full synthetic community nor derived synthetic communities that consisted of module A or B exhibited RGI (Fig. 1b). Thus, binary plant–microorganism interactions were not predictive of interactions in this complex-community context.

In seedlings inoculated with module pairs, we observed epistatic interactions: in the presence of module A, the RGI caused by modules C and D was reverted (Fig. 1b, c). Thus, by deconstructing the synthetic community into four modules, we found that bacterial effects on root growth are governed by multiple levels of microorganism–microorganism interaction. This is exemplified by at least four instances: within module A or B and between module A and module C or D. Because three of these interactions involve module A, we predicted that this module contains strains that strongly attenuate RGI and preserve stereotypic root development.

## *Variovorax* maintain stereotypic root growth

To identify strains within module A that are responsible for intra- and intermodule attenuation of RGI, we reduced our system to a tripartite plant–microorganism–microorganism system. We individually screened the 18 non-RGI strains from module A for their ability to attenuate RGI caused by representative strains from all 4 modules. We found that all the tested strains from the genus *Variovorax* (family Comamonadaceae) suppressed the RGI caused by representative RGI-inducing strains from module C (*Agrobacterium* MF224) and module D (*Arthrobacter* CL28) (Fig. 1d). The strains from modules A (*Pseudomonas* MF48) and B (*Bacillus* MF107) were not suppressed by *Variovorax*, but rather by two closely related *Burkholderia* strains (CL11 and MF384) (Fig. 1d). A similar pattern was observed when we screened two selected RGI-suppressing *Variovorax* strains (CL14 and MF160) and *Burkholderia* CL11 against a diverse set of RGI-inducing strains. *Variovorax* attenuated 13 of the 18 RGI-inducing strains that we tested (Extended Data Fig. 3a).

To test whether the RGI induction and suppression we observed on agar occur in soil as well, we germinated *Arabidopsis* on sterile soil inoculated with an RGI-suppressing and -inducing pair of strains: the RGI-inducing *Arthrobacter* CL28 and the RGI-suppressing *Variovorax* CL14. As expected, *Arthrobacter* CL28 induced RGI, which was reverted by *Variovorax* CL14 in soil (Fig. 1e). We generalized this observation by showing that *Variovorax*-mediated attenuation of RGI extended to tomato seedlings, in which *Variovorax* CL14 reverted *Arthrobacter* CL28-mediated RGI (Extended Data Fig. 3b). Finally, we tested whether the RGI-suppressing strains maintain their capacity to attenuate RGI in the context of the full 185-member community. We compared the root phenotype of seedlings exposed to either the full synthetic community or to the same community after dropping out all ten *Variovorax* strains and/or all six *Burkholderia* strains present in the synthetic community (Fig. 2a). We found that *Variovorax* is necessary and sufficient to revert RGI within the full community (Fig. 2b, c, Extended Data Fig. 4a). This result was robust across a range of substrates (including soil), and under various biotic and abiotic contexts (Fig. 2d–f, Extended Data Fig. 4b). Further, the presence of *Variovorax* in the synthetic community increases both the total length of root network of the plant and its shoot size (Extended Data Fig. 4c, d). Importantly, the latter is considered a reliable proxy for relative plant fitness^22,23^, which suggests that *Variovorax*-mediated suppression of RGI is adaptive.

To ascertain the breadth of the ability of *Variovorax* to attenuate RGI, we tested additional *Variovorax* strains from across the phylogeny of this genus (Extended Data Fig. 5a, Supplementary Table 1). All 19 of the *Variovorax* strains we tested reverted the RGI induced by *Arthrobacter* CL28. A strain from the nearest plant-associated outgroup to this genus (*Acidovorax* root219^24^) did not revert RGI (Extended Data Fig. 5a, b). Thus, all tested strains—representing the broad phylogeny of *Variovorax*—interact with a wide diversity of bacteria to enforce stereotypic root development within complex communities, independent of biotic or abiotic contexts. Importantly, we found no evidence that this phenotype is achieved by outcompeting or antagonizing RGI-inducing strains (Fig. 2g, h, Extended Data Fig. 6).

## *Variovorax* manipulates auxin and ethylene

To study the mechanisms that underlie bacterial effects on root growth, we analysed the transcriptomes of seedlings colonized for 12 days with the RGI-inducing strain *Arthrobacter* CL28 and the RGI-suppressing strain *Variovorax* CL14, either in mono-association with the seedling or in a tripartite combination (Fig. 1e). 

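Transcripts of *Arabidopsis* seedlings were sequenced in the drop-out system in 5 treatments, each with 3 libraries: uninoculated seedlings (NB), the full synthetic community (full), the *Burkholderia* drop-out (−Burk), the *Variovorax* drop-out (−Vario) and the drop-out of both genera (−Vario −Burk). Seedlings were 7 days old when they were transferred to the plates and were collected 12 days after inoculation, and each library came from 4 seedlings pooled from a plate. The community contained 10 *Variovorax* strains and either 5 *Burkholderia* strains, the number in the methods, or 6, the number in the results text. Poly(A) RNA was sequenced without strand information as single-end reads of 50 bases. The methods describe the processing of reads for the tripartite experiment, with mapping to TAIR10 by HISAT2 and counting on genes by featureCounts. The authors deposited the number of reads counted on each of 27206 nuclear protein-coding genes in each of the 15 libraries, without normalization. No read was counted on 4744 of these genes in any library. Between 1584451 and 4328906 reads per library were counted on genes, with a median of 2223839. The median was 2211753 in NB (from 1954805 to 4328906), 2343436 in full (from 1997347 to 3826408), 3207976 in −Burk (from 2349436 to 4163696), 1763723 in −Vario (from 1584451 to 2223999) and 1865245 in −Vario −Burk (from 1598839 to 2223839). The 10 most abundant genes of a library took between 8.63% and 10.9% of its counts. Counts were normalized by edgeR's TMM method, and the 16179 genes that passed edgeR's filter on low counts were tested. A single quasi-likelihood model was fitted to all 15 libraries with the treatment as its only term, as in the paper's model, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Genes at an adjusted p below 0.1, the paper's threshold, are called differentially expressed. DESeq2, the tool of the paper's methods, was run as an alternative. The first principal component, with 19% of the variance, separated the 3 NB libraries from the 12 inoculated ones, and the second held 13.6%.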

We also performed RNA sequencing (RNA-seq) on seedlings colonized with the full synthetic community (no RGI) or the *Variovorax* drop-out synthetic community (RGI) (Extended Data Fig. 7a). 

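In the drop-out system 31 genes were higher in −Vario seedlings than in both NB and full seedlings by edgeR's quasi-likelihood test. Their median log2 fold change was 1.46 relative to full, from 0.69 to 3.15, and 1.65 relative to NB. In 30 of the 31 genes all 3 −Vario libraries lay above all NB and full libraries, an order that chance gives to 1.19% of genes not chosen for it, while these genes were chosen for being higher in the same libraries. Among these genes the largest change relative to full was that of *XTH12* (AT5G57530), a xyloglucan endotransglucosylase/hydrolase, with a log2 fold change of 3.15 (standard error 0.63, edgeR adjusted p = 0.0230). Relative to NB its log2 fold change was 1.93 (standard error 0.53, edgeR adjusted p = 0.0447), and it was not called in that contrast by DESeq2 (adjusted p = 0.116, the range over all settings being 0.00423 to 0.349). *XTH26* (AT4G28850), of the same family, had a log2 fold change of 2.96 relative to full (standard error 0.55, edgeR adjusted p = 0.0137). Over the 3 libraries of each treatment it had 33 reads in −Vario and 1 read in NB, which is 53.5-fold higher with an exact 95% interval from 8.96 to 2180 that covers counting error only. *PRP1* (AT1G54970), a proline-rich protein, rose by 2.91 on the log2 scale relative to full (standard error 0.44, edgeR adjusted p = 0.00106) and by 4.04 relative to NB (standard error 0.50, edgeR adjusted p = 1.43e-05). The extensin-like *EXT13* (AT5G35190) and *EXT6* (AT2G24980) rose by 2.69 (standard error 0.40, edgeR adjusted p = 0.00077) and 2.50 (standard error 0.34, edgeR adjusted p = 0.00055) relative to full. Extensins share repeated sequence: 94.8% of the 50-base windows of *EXT13* and 60% of those of *EXT6* occur once in the genome, and counting on genes could have split their reads with related genes. In 8 of the 31 genes under 95% of windows occur once, down to 43.8% in AT4G08400. For *AIR1*, 41.2% of the exon sequence overlaps another gene, and for *EXT10* 26.5%.

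Of the 18 gene names printed in Extended Data Fig. 7b, 17 were found in the count table, and all 17 were among the 31 genes: *AGP3*, *EXT6*, *EXT10*, *EXT12*, *EXT13*, *GH3.2*, *HRGP1*, *PRP1*, *PRP3*, *RHS13*, *XTH14*, *XTH26*, *ZIP3*, AT4G08400, AT4G08410, AT4G26010 and AT5G06630. The name ATCAPE5 matched no gene in the annotation used. With DESeq2 28 genes met both contrasts, 27 of them among the 31 and again with all 17. The number moved most without a filter on low counts, to 100 genes that included all 31. It also depended on single libraries, with 12 genes without −Vario replicate 3, 53 without −Vario replicate 2, 50 without NB replicate 3, 20 without −Vario replicate 1, 17 without full replicate 2 and 18 without full replicate 3. Some named genes also lost their call in edgeR with a single library left out, which lowers power. Relative to full, *XTH26* was lost without −Vario replicate 3 (adjusted p = 0.1001 in edgeR), full replicate 1 (0.107) or full replicate 2 (0.110), and *XTH12* without full replicate 2 (0.142) or full replicate 3 (0.102). Relative to NB, *XTH12* was lost without NB replicate 1 (0.149), NB replicate 2 (0.349), −Vario replicate 1 (0.197) or −Vario replicate 2 (0.101). Of the other genes named in the panel, *ZIP3* (0.152) and *RHS13* (0.1001) were lost relative to full without −Vario replicate 3. AT4G26010 was lost relative to full without −Vario replicate 1 (0.129), −Vario replicate 3 (0.365), full replicate 2 (0.164) or full replicate 3 (0.204). *AGP3* was lost without the same libraries (0.183, 0.404, 0.281 and 0.220), and *XTH14* without −Vario replicate 3 (0.571) or full replicates 1, 2 and 3 (0.325, 0.227 and 0.249). Relative to NB, AT4G08400 was lost without NB replicate 1 (0.142), NB replicate 2 (0.281), −Vario replicate 1 (0.207) or −Vario replicate 3 (0.131), *XTH14* without NB replicate 2 (0.278) or −Vario replicate 3 (0.263), and AT4G08410 without NB replicate 2 (0.118). The tripartite experiment is not part of these counts.

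**Figure D1:**
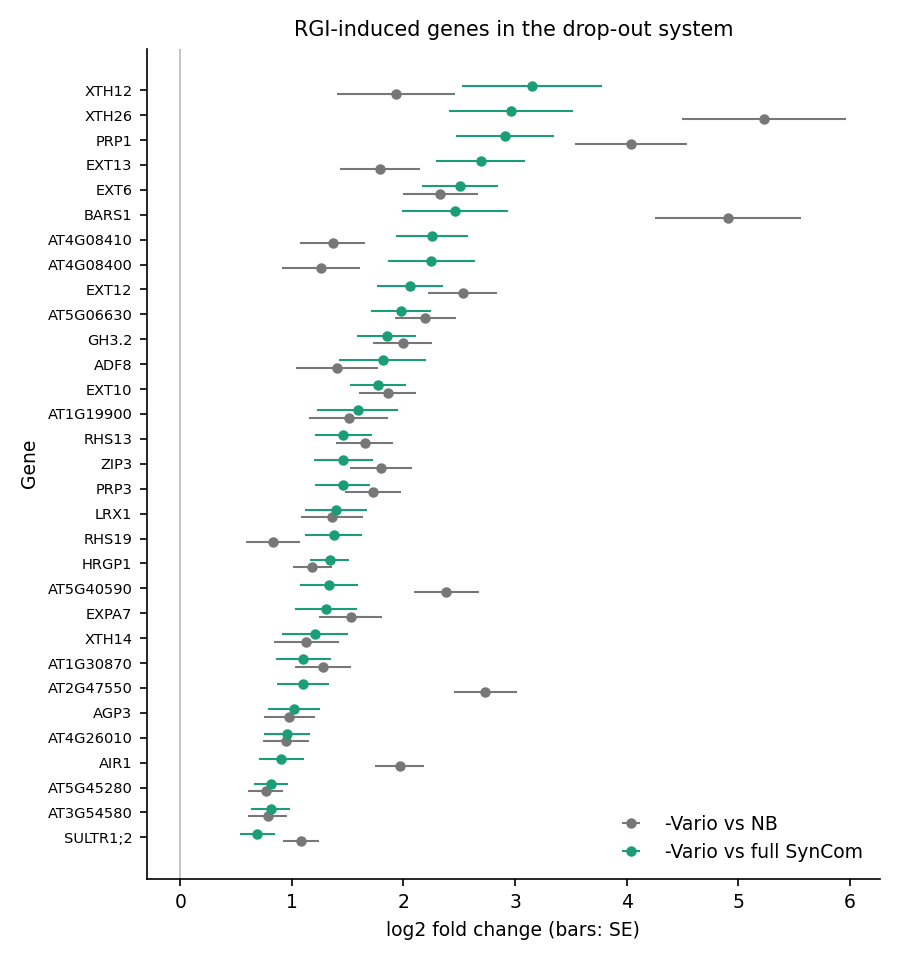
Log2 fold changes of the 31 genes in −Vario relative to NB (grey) and to full (green), with standard errors as bars, in order of the change relative to full. All points lie above 0, and the lowest change relative to full is 0.69.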

Eighteen genes were significantly induced only under RGI conditions (RGI-induced) across both experiments (Extended Data Fig. 7a, b). Seventeen of these genes are co-expressed with genes that have proposed functions related to the root apex^25^ (Extended Data Fig. 7b, c). The remaining gene, *GH3.2*, encodes indole-3-acetic acid-amido synthetase, which conjugates excess amounts of the plant hormone auxin and is a robust marker for late auxin responses^26,27^ (Extended Data Fig. 7b). 

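*GH3.2* (AT4G37390, listed as *BRU6* by RefSeq) lies on chromosome 4 of TAIR10.1 from 17579618 to 17582022, with 3 exons. This position is from the RefSeq annotation of that assembly, since the count table holds no coordinates. Of its 50-base exon windows, 98.9% occur once in the genome. Its level, in CPM normalized by TMM, was 25.3 ± 9.37 (SD, n = 3) in −Vario, 6.96 ± 0.94 (SD, n = 3) in full and 6.21 ± 0.81 (SD, n = 3) in NB. These levels rest on 134 reads over the 3 −Vario libraries, 56 in full and 55 in NB. The lowest −Vario library, at 17.8 CPM, lay above the highest full library, at 8.03 CPM. The log2 fold change of −Vario was 1.85 relative to full (standard error 0.26, adjusted p = 0.00055 by edgeR's quasi-likelihood test) and 1.99 relative to NB (standard error 0.27, edgeR adjusted p = 3.18e-05). With each library of the contrast left out in turn, the log2 fold change relative to full stayed between 1.51 and 2.07, with edgeR adjusted p of at most 0.0117. Under the 8 alternatives to the processing it stayed between 1.84 and 1.86, with adjusted p from edgeR or DESeq2 between 4.68e-07 and 0.000585. In −Vario −Burk the level was 18.5 ± 4.05 CPM (SD, n = 3), a log2 fold change of 1.39 relative to full (standard error 0.28, edgeR adjusted p = 0.0638). That call was lost without −Vario −Burk replicate 2 (adjusted p = 0.431 in edgeR) or replicate 3 (0.391). It was also lost without full replicate 1 (0.290), replicate 2 (0.223) or replicate 3 (0.273). The log2 fold change stayed between 1.27 and 1.57 over the 6 libraries left out. Leaving out a library lowers power, so these losses do not show that the call rested on 1 library. The call is not past a false discovery rate of 0.05. In −Burk the level was 7.08 ± 0.56 CPM (SD, n = 3), a log2 fold change of 0.03 (standard error 0.30, edgeR adjusted p = 0.992). The effect of leaving out *Variovorax* differed between communities without and with *Burkholderia* by −0.49 on the log2 scale, which was not past the threshold (standard error 0.38, edgeR adjusted p = 0.597).

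**Figure D2:**
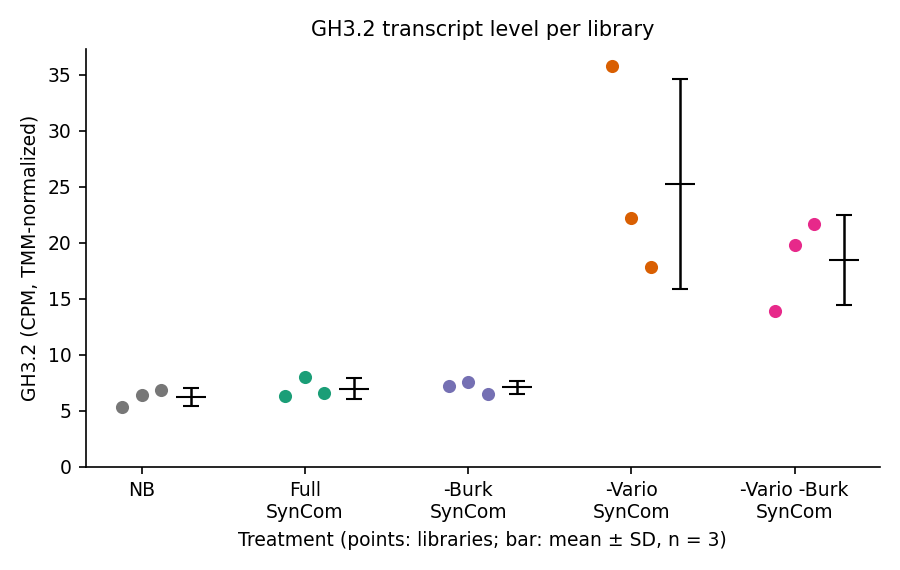
Level of *GH3.2* in CPM (vertical axis) in each library of the 5 treatments, with the mean and SD of the 3 libraries beside the points. The −Vario libraries lie between 17.8 and 35.8 CPM and the −Vario −Burk libraries between 13.9 and 21.7 CPM, all above the libraries of the other treatments.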

The production of auxins is a well-documented mechanism by which bacteria modulate plant root development^13^. Indeed, the top 12 auxin-responsive genes from a previous RNA-seq study examining acute auxin response in *Arabidopsis*^26^ exhibited an average transcript increase in seedlings exposed to our RGI-inducing conditions (Extended Data Fig. 7d). 

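Of the 12 auxin-responsive genes named in Extended Data Fig. 7d, 11 were found in the count table and AT5G06865 was not. Each gene was standardized to z-scores over the 15 libraries after the variance stabilizing transformation of DESeq2. The mean z-score over the 11 genes was 0.41 ± 0.39 (SD, n = 3 libraries) in −Vario and −0.22 ± 0.19 (SD, n = 3) in full, a difference of 0.635 that was larger than either SD. The mean was −0.09 ± 0.07 (SD, n = 3) in NB, −0.29 ± 0.43 (SD, n = 3) in −Burk and 0.19 ± 0.52 (SD, n = 3) in −Vario −Burk. The libraries of −Burk and −Vario −Burk overlapped. Each gene weighed alike in these means, the 5 genes with at most 3 to 14 reads in any library among them. *GH3.2* had a z-score of 1.38 in −Vario and −0.69 in full. The mean z-score was higher in −Vario than in full in 10 of the 11 genes and higher than in NB in 8. *GH3.3* (AT2G23170) was the exception relative to full, with a z-score of −0.76 in −Vario and 0.81 in full. Its log2 fold change relative to full was −0.79 (standard error 0.32, edgeR adjusted p = 0.372). Of the 11 genes, 6 had enough reads to be tested by edgeR, and *GH3.2* was the only one of these called higher relative to full or to NB. DESeq2 also called only *GH3.2* relative to full. *IAA19* (AT3G15540, the *MSG2* of the figure) had a log2 fold change of 0.47 relative to full (standard error 0.46, edgeR adjusted p = 0.779), *IAA1* one of 0.11 (standard error 0.31, edgeR adjusted p = 0.929) and *WES1* one of 0.02 (standard error 0.18, edgeR adjusted p = 0.976). *PGIP1* had a log2 fold change of 0.11 relative to full (standard error 0.29, edgeR adjusted p = 0.927) and was called lower than in NB, by −0.91 (standard error 0.27, edgeR adjusted p = 0.0652). That call was lost without NB replicate 2 (adjusted p = 0.106 in edgeR), without NB replicate 3 (0.234), without −Vario replicate 1 (0.371) and without −Vario replicate 3 (0.194). The exons of *PGIP1* overlap AT5G06865 over 92.6% of their length, and the libraries carry no strand, so its reads cannot be assigned to it alone. The other 5 genes, *LBD29*, *MAKR4*, *ACS4*, *IAA29* and AT5G67430, had at most 3 to 14 reads in any library and did not pass the filter on low counts. Without that filter edgeR called none of these 5 genes, with 1 at an unadjusted p below 0.05 relative to full and 1 relative to NB, and DESeq2, which gave an adjusted p to 3 of them, called none. The members of the list are given only in the figure, and no test was made over the list here. The paper tested it, for −Vario against full among others, by resampling sets of 12 genes at random. The paper gives *GH3.2* as a marker of late auxin responses, the production of auxins as a mechanism by which bacteria modulate root development and the average increase of these genes under RGI-inducing conditions, and proposes that *Variovorax* suppresses RGI by interfering with bacterially produced auxin signalling. Its other evidence on auxin includes degradation of IAA by *Variovorax*, quenching of an auxin reporter and reduced RGI in an auxin-insensitive mutant.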

We hypothesized that the suppression of RGI by *Variovorax* is probably mediated by interference with bacterially produced auxin signalling.

We asked whether the suppression of RGI by *Variovorax* is directly and exclusively related to auxin signalling. Besides auxin, other small molecules cause RGI. These include the plant hormones ethylene^28^ and cytokinin^29^, as well as microbial-associated molecular patterns such as the flagellin-derived peptide flg22^30^. We tested the ability of diverse *Variovorax* strains and of the *Burkholderia* strain CL11 to revert the RGI induced by auxins (indole-3-acetic acid (IAA) and the auxin analogue 2,4-dichlorophenoxyacetic acid), ethylene (the ethylene precursor 1-aminocyclopropane-1-carboxylic acid (ACC)), cytokinins (zeatin and 6-benzylaminopurine) and the flg22 peptide. All of the *Variovorax* strains we tested suppressed the RGI induced by IAA or ACC (Fig. 3a)—with the exception of *Variovorax* YR216, which did not suppress ACC-induced RGI and does not contain an ACC deaminase gene, a plant-growth-promoting feature that is associated with this genus^28^ (Extended Data Fig. 5a). *Burkholderia* CL11 only partially reverted ACC-induced RGI (Fig. 3a). None of the *Variovorax* strains attenuated the RGI induced by 2,4-dichlorophenoxyacetic acid, flg22 or cytokinins (Fig. 3a, Extended Data Fig. 8a). Importantly, this function is mediated by recognition of auxin by *Variovorax* and not by the plant auxin response per se, as the auxin response (RGI) induced by 2,4-dichlorophenoxyacetic acid is not reverted. Indeed, we found that *Variovorax* CL14 degrades IAA in culture (Extended Data Fig. 8b) and quenches fluorescence of the *Arabidopsis* auxin reporter line *DR5::GFP* caused by the RGI-inducing *Arthrobacter* CL28 (Extended Data Fig. 8c, d).

Auxin and ethylene are known to act synergistically to inhibit root growth^31^. To ascertain the roles of both auxin and ethylene perception by the plant in responding to RGI-inducing strains, we used the auxin-insensitive *axr2-1* mutant^32^ combined with a competitive inhibitor of ethylene receptors, 1-methylcyclopropene (1-MCP)^33^. We inoculated wild-type seedlings and *axr2-1* mutants, treated or not with 1-MCP, with the RGI-inducing *Arthrobacter* CL28 strain or the *Variovorax* drop-out synthetic community. We observed in both cases that bacterial RGI is reduced in *axr2-1* and 1-MCP-treated wild-type seedlings, and is further reduced in doubly insensitive 1-MCP-treated *axr2-1* seedlings; this demonstrates that both auxin and ethylene perception in the plant contribute additively to bacterially induced RGI (Fig. 3b). Thus, in the absence of *Variovorax*, a complex synthetic community can induce severe morphological changes in root phenotypes via both auxin- and ethylene-dependent pathways, but both are reverted when *Variovorax* is present.

To identify the bacterial mechanism or mechanisms that are involved in the attenuation of RGI, we compared the genomes of the 10 *Variovorax* strains in the synthetic community to the genomes of the other 175 members of the synthetic community. Using de novo orthologue clustering across all 185 genomes, we identified 947 genes unique to *Variovorax*, with <5% prevalence across the 175 non-*Variovorax* members of the synthetic community and 100% prevalence among all 10 *Variovorax* strains. We grouped these genes into regions of physically contiguous genes (genomic hotspots) and focused on the 12 hotspots that contained at least 10 genes unique to *Variovorax* (Extended Data Fig. 9a, Supplementary Table 3). One of these hotspots (designated hotspot 33) contains weak homologues (average of about 30% identity) to the genes *iacC*, *iacD*, *iacE*, *iacF* and *iacR* of the IAA-degrading *iac* operon of *Paraburkholderia phytofirmans* strain PsJN^18^, but lacks *iacA*, *iacB* and *iacI*—which are known to be necessary for *Paraburkholderia* growth on IAA^17^ (Fig. 4a, Extended Data Fig. 9b). To test whether the hotspots we identified are responsive to RGI-inducing bacteria, we analysed the transcriptome of *Variovorax* CL14 in monoculture and in coculture with the RGI-inducing *Arthrobacter* CL28. We observed extensive transcriptional reprogramming of *Variovorax* CL14 when cocultured with *Arthrobacter* CL28 (Supplementary Table 4). Among the 12 hotspots we identified, the genes in hotspot 33 were the most highly upregulated (Fig. 4a, Extended Data Fig. 9b, c). We thus hypothesized that hotspot 33 contains an uncharacterized auxin-degradation operon.

In parallel, we constructed a *Variovorax* CL14 genomic library in *Escherichia coli* with >12.5-kb inserts in a broad host-range vector, and screened the resulting *E. coli* clones for auxin degradation. Two clones from the approximately 3,500 that we screened degraded IAA (denoted V1 and V2) (Supplementary Table 5). The *Variovorax* CL14 genomic inserts in both of these clones contained portions of hotspot 33 (Fig. 4a, Extended Data Fig. 9b). The overlap common to both of these clones contained nine genes, among them the weak homologues to *Paraburkholedria iacC*, *iacD* and *iacE*. To test whether this genomic region is sufficient to revert RGI in plants, we transformed *Acidovorax* root219, a relative of *Variovorax* that does not cause or revert RGI (Extended Data Fig. 5a, b), with the shorter functional insert (V2) (Fig. 4a, Extended Data Fig. 9b) or with an empty vector (EV). The resulting gain-of-function strain *Acidovorax* root219::V2 gained the ability to degrade IAA in culture (Fig. 4b). We inoculated *Acidovorax* root219::V2 or the control *Acidovorax* root219::EV onto plants treated with IAA or inoculated with the RGI-inducing *Arthrobacter* CL28. *Acidovorax* root219::V2 fully reverted IAA-induced RGI (Fig. 4c) and partially reverted *Arthrobacter* CL28-induced RGI, despite colonizing roots at significantly lower levels than *Variovorax* CL14 (Fig. 4d, Extended Data Fig. 9d). In addition, we deleted hotspot 33 from *Variovorax* CL14 (Fig. 4a) to test whether this putative operon is necessary for the reversion of RGI. The resulting strain *Variovorax* CL14 ΔHS33—which is not impaired in plant colonization (Extended Data Fig. 9e)—did not degrade IAA in culture (Fig. 4b), and did not revert IAA-induced (Fig. 4c) or *Arthrobacter* CL28-induced RGI (Fig. 4d). Thus, this *Variovorax*-specific gene cluster is necessary for the suppression of RGI and for auxin degradation. It is thus the critical genetic locus required by *Variovorax* to maintain stereotypic root development in the context of a phylogenetically diverse microbiome.

## Conclusions

Signalling molecules and other secondary metabolites are products of adaptations that allow microorganisms to survive competition for primary metabolites. Our results illuminate the importance of a trophic layer of microorganisms that use these secondary metabolites for their own benefit, while potentially providing the unselected exaptation^34^ of interfering with signalling between the bacterial microbiota and the plant host. Such metabolic signal interference has previously been demonstrated in the case of quorum quenching^12^, the degradation of microbial-associated molecular patterns^35^ and the degradation of bacterially produced auxin, including among *Variovorax*^13–15^. Plant development relies on tightly regulated auxin concentration gradients^19^, which can be distorted by auxin fluxes emanating from the microbiota. Some *Variovorax* strains have the capacity to both produce and degrade auxin, which suggests a capacity to fine-tune auxin concentrations in the rhizosphere^15,28^.

We have shown here that the chemical homeostasis enforced by the presence of *Variovorax* in a phylogenetically diverse, realistic synthetic community allows the plant to maintain its developmental programme within a chemically complex matrix. *Variovorax* was recently found to have the rare property of improved plant colonization upon late arrival to an established community^10^, which suggests that they use bacterially produced or induced—rather than plant-derived—substrates. Furthermore, after re-analysing a recent large-scale time and spatially resolved survey of the *Arabidopsis* root microbiome^6^ and a common garden experiment including 30 plant species^4^, we noted that *Variovorax* is among a limited group of core bacterial genera found in 100% of the sampled sites and plant species (Extended Data Fig. 10a, b). These ecological observations, together with our results using a reductionist microcosm, reinforce the importance of *Variovorax* as a key player in the bacteria–bacteria–plant communication networks that are required to maintain root growth within a complex biochemical ecosystem.

## Methods

No statistical methods were used to predetermine sample size. The experiments were randomized, and investigators were not blinded to allocation during experiments and outcome assessment.

### *Arabidopsis* with bacterial synthetic community microcosm across four stress gradients

This section relates to Fig. 1a, Extended Data Fig. 1.

#### Bacterial culture and plant inoculation.

The 185-member bacterial synthetic community used here contains genome-sequenced isolates obtained from surface-sterilized Brassicaceae roots, nearly all *Arabidopsis thaliana*, planted in two soils from North Carolina (USA). A detailed description of this collection and isolation procedures can be found in ref.^20^. One week before each experiment, bacteria were inoculated from glycerol stocks into 600 μl KB medium in a 96-deep-well plate. Bacterial cultures were grown at 28 °C, shaking at 250 rpm. After 5 days of growth, cultures were inoculated into fresh medium and returned to the incubator for an additional 48 h, resulting in 2 copies of each culture (7 days old and 48 h old). We adopted this procedure to account for variable growth rates of different members of the synthetic community and to ensure that nonstationary cells from each strain were included in the inoculum. After growth, 48-h and 7-day plates were combined and optical density of cultures was measured at 600 nm (OD_600_) using an Infinite M200 Pro plate reader (TECAN). All cultures were then pooled while normalizing the volume of each culture to OD_600_ = 1. The mixed culture was washed twice with 10 mM MgCl_2_ to remove spent medium and cell debris, and vortexed vigorously with sterile glass beads to break up aggregates. OD_600_ of the mixed, washed culture was then measured and normalized to OD_600_ = 0.2. The synthetic community inoculum (100 μl) was spread on 12 × 12-cm vertical square agar plates with amended Johnson medium (JM)^1^ without sucrose before transferring seedlings.

#### In vitro plant growth conditions.

All seeds were surface-sterilized with 70% bleach, 0.2% Tween-20 for 8 min, and rinsed 3 times with sterile distilled water to eliminate any seed-borne microorganisms on the seed surface. Seeds were stratified at 4 °C in the dark for 2 days. Plants were germinated on vertical square 12 × 12-cm agar plates with JM containing 0.5% sucrose, for 7 days. Then, 10 plants were transferred to each of the agar plates inoculated with the synthetic community. The composition of JM in the agar plates was amended to produce environmental variation. We added to the previously reported phosphate concentration gradient (0, 10, 30, 50, 100 and 1,000 μM Pi)^5^ three additional environmental gradients: salinity (50, 100, 150 and 200 mM NaCl), pH (5.5, 7.0 and 8.2) and incubation temperature (10, 21 and 31 °C). Each gradient was tested separately, in two independent replicas. Each condition included three synthetic community + plant samples, two no-plant controls and one no-bacteria control. Thus, the total sample size for each condition was *n* = 6. Previous publications^1,3,5^ have shown that an *n* ≥ 5 is provides sufficient power for synthetic community profiling. Plates were placed in randomized order in growth chambers and grown under a 16-h dark/8-h light regime at 21-°C day/18-°C night for 12 days. Upon collection, DNA was extracted from roots, shoots and the agar substrate. Here and hereafter, all measurements were taken from distinct samples.

#### DNA extraction.

Roots, shoots and agar were collected separately, pooling 6–8 plants for each sample. Roots and shoots were placed in 2-ml Eppendorf tubes with 3 sterile glass beads. These samples were washed three times with sterile distilled water to remove agar particles and weakly associated microorganisms. Tubes containing the samples were stored at −80 °C until processing. Root and shoot samples were lyophilized for 48 h using a Labconco freeze-dry system and pulverized using a tissue homogenizer (MPBio). Agar from each plate was collected in 30-ml syringes with a square of sterilized Miracloth (Millipore) at the bottom and kept at −20 °C for 1 week. Syringes were then thawed at room temperature and samples were squeezed gently through the Miracloth into 50-ml falcon tubes. Samples were centrifuged at maximum speed for 20 min and most of the supernatant was discarded. The remaining 1–2 ml of supernatant, containing the pellet, was transferred into clean 1.5-ml Eppendorf tubes. Samples were centrifuged again, supernatant was removed and pellets were stored at −80 °C until DNA extraction. DNA extractions were carried out on ground root and shoot tissue and agar pellets using 96-well-format MoBio PowerSoil Kit (MOBIO Laboratories; Qiagen) following the manufacturer’s instruction. Sample position in the DNA extraction plates was randomized, and this randomized distribution was maintained throughout library preparation and sequencing.

#### Bacterial 16S rRNA sequencing.

We amplified the V3–V4 regions of the bacterial 16S rRNA gene using the primers 338F (5′-ACTCCTACGGGA GGCAGCA-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′). Two barcodes and six frameshifts were added to the 5′ end of 338F and six frameshifts were added to the 806R primers, on the basis of a previously published protocol^36^. Each PCR reaction was performed in triplicate, and included a unique mixture of three frameshifted primer combinations for each plate. PCR conditions were as follows: 5 μl Kapa Enhancer, 5 μl Kapa Buffer A, 1.25 μl 5 μM 338F, 1.25 μl 5 μM 806R, 0.375 μl mixed plant rRNA gene-blocking peptide nucleic acids (PNAs) (1:1 mix of 100 μM plastid PNA and 100 μM mitochondrial PNA^36^), 0.5 μl Kapa dNTPs, 0.2 μl Kapa Robust Taq, 8 μl dH_2_O, 5 μl DNA; temperature cycling: 95 °C for 60 s; 24 cycles of 95 °C for 15 s; 78 °C (PNA) for 10 s; 50 °C for 30 s; 72 °C for 30 s; 4 °C until use. Following PCR clean up, using AMPure beads (Beckman Coulter), the PCR product was indexed using 96 indexed 806R primers with the Kapa HiFi Hotstart readymix with the same primers as above; temperature cycling: 95 °C for 60 s; 9 cycles of 95 °C for 15 s; 78 °C (PNA) for 10 s; 60 °C for 30 s; 72 °C for 35 s; 4 °C until use. PCR products were purified using AMPure XP magnetic beads (Beckman Coulter) and quantified with a Qubit 2.0 fluorometer (Invitrogen). Amplicons were pooled in equal amounts and then diluted to 10 pM for sequencing. Sequencing was performed on an Illumina MiSeq instrument using a 600-cycle V3 chemistry kit. DNA sequence data for this experiment are available at the NCBI Bioproject repository (accession PRJNA543313). The abundance matrix, metadata and taxonomy are available at https://github.com/isaisg/variovoraxRGI.

#### 16S rRNA amplicon sequence data processing.

Synthetic community sequencing data were processed with MT-Toolbox^37^. Usable read output from MT-Toolbox (that is, reads with 100% correct primer and primer sequences that successfully merged with their pair) were quality-filtered using Sickle^38^ by not allowing any window with *Q* score under 20. The resulting sequences were globally aligned to a reference set of 16S rDNA sequences extracted from genome assemblies of members of the synthetic community. For strains that did not have an intact 16S rDNA sequence in their assembly, we sequenced the 16S rRNA gene using Sanger sequencing. The reference database also included sequences from known bacterial contaminants and *Arabidopsis* organellar sequences. Sequence alignment was performed with USEARCH v.7.1090^39^ with the option usearch_global at a 98% identity threshold. On average, 85% of sequences matched an expected isolate. Our 185 isolates could not all be distinguished from each other based on the V3–V4 sequence and were thus classified into 97 unique sequences. A unique sequence encompasses a set of identical (clustered at 100%) V3–V4 sequences coming from a single or multiple isolates.

Sequence mapping results were used to produce an isolate abundance table. The remaining unmapped sequences were clustered into operational taxonomic units (OTUs) using UPARSE^40^ implemented with USEARCH v.7.1090, at 97% identity. Representative OTU sequences were taxonomically annotated with the RDP classifier^41^ trained on the Greengenes database^42^ (4 February 2011). Matches to *Arabidopsis* organelles were discarded. The vast majority of the remaining unassigned OTUs belonged to the same families as isolates in the synthetic community. We combined the assigned unique sequence and unassigned OTU count tables into a single count table. In addition to the raw count table, we created rarefied (1,000 reads per sample) and relative abundance versions of the abundance matrix for further analyses.

The resulting abundance tables were processed and analysed with functions from the ohchibi package (https://github.com/isaisg/ohchibi). An α-diversity metric (Shannon diversity) was calculated using the diversity function from the vegan package v.2.5–3^43^. We used ANOVA to test for differences in α-diversity between groups. β-Diversity analyses (principal coordinate analysis and canonical analysis of principal coordinates (CAP)) were based on Bray–Curtis dissimilarity calculated from the relative abundance matrices. We used the capscale function from the vegan R package v.2.5–3^43^ to compute the CAP. To analyse the full dataset (all fractions and all abiotic treatments), we constrained by fraction and abiotic treatment while conditioning for the replica and experiment effect. We explored the abiotic conditions effect inside each of the four abiotic gradients tested (phosphate, salinity, pH and temperature). We performed the fraction–abiotic interaction analysis within each fraction independently, constraining for the abiotic conditions while conditioning for the replica effect. In addition to CAP, we performed PERMANOVA using the adonis function from the vegan package v.2.5–3^43^. We used the package DESeq2 v.1.22.1^44^ to compute the enrichment profiles for unique sequences present in the count table.

We estimated the fraction effect across all the abiotic conditions tested by creating a group variable that merged the fraction variable and the abiotic condition variable together (for example, Root_10Pi, Substrate_10Pi). We fitted the following model specification using this group variable: abundance ~ rep + experiment + group.

From the fitted model, we extracted—for all levels within the group variables—the following comparisons: substrate versus root and substrate versus shoot. A unique sequence was considered statistically significant if it had a FDR-adjusted *P* value < 0.05.

All scripts and dataset objects necessary to reproduce the synthetic community analyses are deposited in the following GitHub repository: https://github.com/isaisg/variovoraxRGI.

#### Co-occurrence analysis.

The relative abundance matrix (unique sequences × samples) was standardized across the unique sequences by dividing the abundance of each unique sequence in its sample over the mean abundance of that unique sequence across all samples. Subsequently, we created a dissimilarity matrix based on the Pearson correlation coefficient between all the pairs of strains in the transformed abundance matrix, using the cor function in the stats base package in R. Finally, hierarchichal clustering (method ward.D2, function hclust) was applied over the dissimilarity matrix constructed above.

#### Heat map and family enrichment analysis.

We visualized the results of the generalized linear model (GLM) testing the fraction effects across each specific abiotic condition tested using a heat map. The rows in the heat map were ordered according to the dendrogram order obtained from the unique sequences co-occurrence analysis. The heat map was coloured on the basis of the log_2_-transformed fold change output by the GLM model. We highlighted in a black shade the comparisons that were significant (*q* value < 0.05). Finally, for each of the four modules, we computed for each family present in that module a hypergeometric test testing if that family was overrepresented (enriched) in that particular module. Families with an FDR-adjusted *P* value < 0.1 are visualized in the figure.

### Deconstructing the synthetic community to four modules of co-occurring strains

This section relates to Fig. 1a–c.

#### Bacterial culture and plant-inoculation.

Strains belonging to each module A, B, C and D (‘Co-occurrence analysis’ in ‘*Arabidopsis* with bacterial synthetic community microcosm across four stress gradients’) were grown in separate deep 96-well plates and mixed as described in ‘Bacterial culture and plant-inoculation’ in ‘*Arabidopsis* with bacterial synthetic community microcosm across four stress gradients’. The concentration of each module was adjusted to OD_600_ = 0.05 (1/4 of the concentration of the full synthetic community). Each module was spread on the plates either separately, or in combination with another module at a total volume of 100 μl. In addition, we included a full synthetic community control and an uninoculated control, bringing the number of synthetic community combinations to 12. We performed the experiment in two independent replicates and each replicate included five plates per synthetic community combination.

#### In vitro plant growth conditions.

Seed sterilization and germination conditions were the same as in ‘In vitro plant growth conditions’ in ‘*Arabidopsis* with bacterial synthetic community microcosm across four stress gradients’. Plants were transferred to each of the synthetic-community-inoculated agar plates containing JM without sucrose. Plates were placed in randomized order in growth chambers and grown under a 16-h dark/8-h light regime at 21-°C day/18-°C night for 12 days. Upon collection, root morphology was measured.

#### Root and shoot image analysis.

Plates were imaged 12 days after transfer, using a document scanner. Primary root length elongation was measured using ImageJ^45^ and shoot area and total root network were measured with WinRhizo software (Regent Instruments).

#### Primary root elongation analyses.

Primary root elongation was compared across the no bacteria, full synthetic community, single modules and pairs of modules treatments jointly using a two-sided ANOVA model controlling for the replicate effect. We inspected the normality assumptions (here and elsewhere) using qqplots and Shapiro tests. Differences between treatments were indicated using the confidence letter display derived from the Tukey’s post hoc test implemented in the package emmeans^46^.

### Inoculating plants with all synthetic community isolates separately

This section relates to Extended Data Fig. 2a–c.

#### Bacterial culture and plant inoculation.

Cultures from each strain in the synthetic community were grown in KB medium and washed separately (‘Bacterial culture and plant inoculation’ in ‘*Arabidopsis* with bacterial synthetic community microcosm across four stress gradients’), and OD_600_ was adjusted to 0.01 before spreading 100 μl on plates. We performed the experiment in two independent replicates and each replicate included one plate per each of the 185 strains. In vitro growth conditions were the same as described in ‘In vitro plant growth conditions’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’. Upon collection, root morphology was measured (‘Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’). Isolates generating an average main root elongation of <3 cm were classified as RGI-inducing strains.

### Tripartite plant–microorganism–microorganism experiments

This section relates to Fig. 1d, e, Extended Data Fig. 3a.

#### Experimental design.

To identify strains that revert RGI (Fig. 1d), we selected all 18 non-RGI-inducing strains in module A and co-inoculated them with each of four RGI-inducing strains, one from each module. The experiment also included uninoculated controls and controls consisting of each of the 22 strains inoculated alone, amounting to 95 separate bacterial combinations.

To confirm the ability of *Variovorax* and *Burkholderia* to attenuate RGI induced by diverse bacteria (Extended Data Fig. 3a), three RGI-suppressing strains were co-inoculated with a selection of 18 RGI-inducing strains. The experiment also included uninoculated controls and controls consisting of each of the 21 strains inoculated alone. Thus, the experiment consisted of 76 separate bacterial combinations. We performed each of these two experiments in two independent replicates and each replicate included one plate per each of the strain combinations.

#### Bacterial culture and plant-inoculation.

All strains were streaked on agar plates, then transferred to 4 ml liquid KB medium for over-night growth. Cultures were then washed, and OD_600_ was adjusted to 0.02 before mixing and spreading 100 μl on each plate. Upon collection, root morphology was measured (‘Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’) and plant RNA was collected and processed from uninoculated samples, and from samples with *Variovorax* CL14, the RGI-inducing strain *Arthrobacter* CL28 and the combination of both (‘Experimental design’ in ‘Tripartite plant–microorganism–microorganism experiments’).

#### Primary root elongation analysis.

We fitted ANOVA models for each RGI-inducing strain we tested. Each model compared the primary root elongation with the RGI-inducing strains alone against root elongation when the RGI-inducing strain was co-inoculated with other isolates. The *P* values for all the comparisons were corrected for multiple testing using FDR.

#### RNA extraction.

RNA was extracted from *A. thaliana* seedlings following previously published methods^47^. Four seedlings were pooled from each plate and 3–5 samples per treatment were flash frozen and stored at −80 °C until processing. Frozen seedlings were ground using a TissueLyzer II (Qiagen), then homogenized in a buffer containing 400 μl of Z6-buffer; 8 M guanidine HCl, 20 mM MES, 20 mM EDTA at pH 7.0. Four hundred μl phenol:chloroform:isoamylalcohol, 25:24:1 was added, and samples were vortexed and centrifuged (20,000*g*, 10 min) for phase separation. The aqueous phase was transferred to a new 1.5-ml Eppendorf tube and 0.05 volumes of 1 N acetic acid and 0.7 volumes 96% ethanol were added. The RNA was precipitated at −20 °C overnight. Following centrifugation (20,000*g*, 10 min, 4 °C), the pellet was washed with 200 μl sodium acetate (pH 5.2) and 70% ethanol. The RNA was dried and dissolved in 30 μl of ultrapure water and stored at −80 °C until use.

#### Plant RNA sequencing.

Illumina-based mRNA-seq libraries were prepared from 1 μg RNA following previously published methods^3^. mRNA was purified from total RNA using Sera-mag oligo(dT) magnetic beads (GE Healthcare Life Sciences) and then fragmented in the presence of divalent cations (Mg^2+^) at 94 °C for 6 min. The resulting fragmented mRNA was used for first-strand cDNA synthesis using random hexamers and reverse transcriptase, followed by second-strand cDNA synthesis using DNA polymerase I and RNaseH. Double-stranded cDNA was end-repaired using T4 DNA polymerase, T4 polynucleotide kinase and Klenow polymerase. The DNA fragments were then adenylated using Klenow exo-polymerase to allow the ligation of Illumina Truseq HT adapters (D501–D508 and D701–D712). All enzymes were purchased from Enzymatics. Following library preparation, quality control and quantification were performed using a 2100 Bioanalyzer instrument (Agilent) and the Quant-iT PicoGreen dsDNA Reagent (Invitrogen), respectively. Libraries were sequenced using Illumina HiSeq4000 sequencers to generate 50-bp single-end reads.

#### RNA-seq read processing.

Initial quality assessment of the Illumina RNA-seq reads was performed using FastQC v.0.11.7 (Babraham Bioinformatics). Trimmomatic v.0.36^48^ was used to identify and discard reads containing the Illumina adaptor sequence. The resulting high-quality reads were then mapped against the TAIR10 *Arabidopsis* reference genome using HISAT2 v.2.1.0^49^ with default parameters. The featureCounts function from the Subread package^50^ was then used to count reads that mapped to each one of the 27,206 nuclear protein-coding genes. Evaluation of the results of each step of the analysis was performed using MultiQC v.1.1^51^. Raw sequencing data and read counts are available at the NCBI Gene Expression Omnibus accession number GSE131158.

### *Variovorax* drop-out experiment

This section relates to Fig. 2a–c, g, h, Extended Data Fig. 4a.

#### Bacterial culture and plant-inoculation.

The entire synthetic community, excluding all 10 *Variovorax* isolates and all 5 *Burkholderia* isolates, was grown and prepared as described in ‘Bacterial culture and plant inoculation’ in ‘*Arabidopsis* with bacterial synthetic community microcosm across four stress gradients’. The *Variovorax* and *Burkholderia* isolates were grown in separate tubes, washed and added to the rest of the synthetic community to a final OD_600_ of 0.001 (the calculated OD_600_ of each individual strain in a 185-member synthetic community at a total of OD_600_ of 0.2), to form the following five mixtures: (i) full community: all *Variovorax* and *Burkholderia* isolates added to the synthetic community; (ii) *Burkholderia* drop-out: only *Variovorax* isolates added to the synthetic community; (iii) *Variovorax* drop-out: only *Burkholderia* isolates added to the synthetic community; (iv) *Variovorax* and *Burkholderia* drop-out: no isolates added to the synthetic community; (v) uninoculated plants: no synthetic community. The experiment consisted of six plates per synthetic community mixture, amounting to 30 plates. Upon collection, root morphology was measured and analysed (‘Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’, and in ‘Primary root elongation analysis’ in ‘Tripartite plant–microorganism–microorganism experiments’); and bacterial DNA (‘DNA extraction’ and ‘Bacterial 16S rRNA sequencing’ in ‘*Arabidopsis* with bacterial synthetic community microcosm across four stress gradients’) and plant RNA (‘RNA extraction’ and ‘Plant RNA sequencing’ in ‘Tripartite plant–microorganism–microorganism experiments’) were collected and processed.

### *Variovorax* drop-out under varying abiotic contexts

This section relates to Fig. 2d, f, Extended Data Fig. 4c, d.

#### Bacterial culture and plant-inoculation.

The composition of JM in the agar plates was amended to produce abiotic environmental variation. These amendments included salt stress (150 mM NaCl), low phosphate (10 μM phosphate), high pH (pH 8.2) and high temperature (plates incubated at 31 °C), as well as an unamended JM control. Additionally, we tested a different medium (1/2-strength Murashige and Skoog (MS)) and a soil-like substrate. As a soil-like substrate, we used calcined clay (Diamond Pro), prepared as follows: 100 ml of clay was placed in Magenta GA7 jars. The jars were then autoclaved twice. Forty ml of liquid JM was added to the Magenta jars, with the corresponding bacterial mixture spiked into the media at a final OD_600_ of 5 × 10^−4^. Four 1-week old seedlings were transferred to each vessel, and vessels were covered with Breath-Easy gas permeable sealing membrane (Research Products International) to maintain sterility and gas exchange.

The entire synthetic community, excluding all 10 *Variovorax* isolates, was grown and prepared as described in ‘Bacterial culture and plant inoculation’ in ‘*Arabidopsis* with bacterial synthetic community microcosm across four stress gradients’. The *Variovorax* isolates were grown in separate tubes, washed and added to the rest of the synthetic community to a final OD_600_ of 0.001 (the calculated OD_600_ of each individual strain in a 185-member synthetic community at an OD_600_ of 0.2), to form the following five mixtures: (i) full community: all *Variovorax* isolates added to the synthetic community; (ii) *Variovorax* drop-out: no isolates added to the synthetic community; (iii) uninoculated plants: no synthetic community.

We inoculated all 3 synthetic community combinations in all 7 abiotic treatments, amounting to 21 experimental conditions. We performed the experiment in 2 independent replicates and each replicate included 3 plates per experimental conditions, amounting to 63 plates per replicate. Upon collection, root morphology was measured (‘Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’); and Bacterial DNA (‘DNA extraction, ‘Bacterial 16S rRNA sequencing’ and ‘16S rRNA amplicon sequence data processing’ in ‘*Arabidopsis* with bacterial synthetic community microcosm across four stress gradients’) and plant RNA (‘RNA extraction’, ‘Plant RNA sequencing’ and ‘RNA-seq read processing’ in ‘Tripartite plant–microorganism–microorganism experiments’) were collected and processed.

#### Root image analysis.

For agar plates, roots were imaged as described in ‘Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’. For calcined clay pots, four weeks after transferring, pots were inverted, and whole root systems were gently separated from the clay by washing with water. Root systems were spread over an empty Petri dish and scanned using a document scanner.

#### Primary root elongation and total root network analysis.

Primary root elongation was compared between synthetic-community treatments within each of the different abiotic contexts tested independently. Differences between treatments were indicated using the confidence letter display derived from the Tukey’s post hoc test implemented in the package emmeans.

#### Bacterial 16S rRNA data analysis.

To be able to compare shifts in the community composition of samples treated with and without the *Variovorax* genus, we in silico-removed the 10 *Variovorax* isolates from the count table of samples inoculated with the full community treatment. We then merged this count table with the count table constructed from samples inoculated without the *Variovorax* genus (*Variovorax* drop-out treatment). Then, we calculated a relative abundance of each unique sequence across all the samples using the merged count matrix. Finally, we applied CAP over the merged relative abundance matrix to control for the replica effect. In addition, we used the function adonis from the vegan R package to compute a PERMANOVA test over the merged relative abundance matrix and we fitted a model evaluating the fraction and synthetic community (presence of *Variovorax*) effects over the assembly of the community.

### *Variovorax* drop-out under varying biotic contexts

This section relates to Fig. 2e, Extended Data Fig. 4b.

#### Bacterial culture and plant inoculation.

Strains belonging to modules A (excluding *Variovorax*), C and D were grown in separate wells in deep 96-well plates and mixed as described in ‘Bacterial culture and plant inoculation’ in ‘*Arabidopsis* with bacterial synthetic community microcosm across four stress gradients’. The concentration of each module was adjusted to OD_600_ = 0.05 (1/4 of the concentration of the full synthetic community). The *Variovorax* isolates were grown in separate tubes, washed and added to the rest of the synthetic community to a final OD_600_ of 0.001.

In a separate experiment, the 35-member synthetic community used in ref.^1^ was grown, excluding *Variovorax* CL14, to create a taxonomically diverse, *Variovorax*-free subset of the full 185-member community. The concentration of this synthetic community was adjusted to OD_600_ = 0.05. The *Variovorax* isolates were grown in separate tubes, washed and added to the rest of the synthetic community to a final OD_600_ of 0.001.

These two experiments included the following mixtures (Extended Data Fig. 4b): (i) module A excluding *Variovorax*; (ii) module C; (iii) module D; (iv) module A including *Variovorax*; (v) module C + all 10 *Variovorax*; (vi) module D + all 10 *Variovorax*; (vii) 35-member synthetic community excluding the one *Variovorax* found therein; (viii) 34-member synthetic community + all 10 *Variovorax*; (ix) uninoculated control. The experiment with modules A, C and D was performed in two independent experiments, with two plates per treatment in each. The experiment with the 34-member synthetic community was performed once, with 5 plates per treatment. Upon collection, root morphology was measured (‘Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’).

#### Primary root elongation analysis.

We directly compared differences between the full synthetic community and *Variovorax* drop-out treatment using a *t*-test and adjusting the *P* values for multiple testing using FDR.

### Phylogenetic inference of the synthetic community and *Variovorax* isolates

This section relates to Figs. 1d, 2a, Extended Data Figs. 1a, 2b, 3a, 4b, 5a, b, 9a.

To build the phylogenetic tree of the synthetic community isolates, we used the previously described super matrix approach^20^. We scanned 120 previously defined marker genes across the 185 isolate genomes from the synthetic community using the hmmsearch tool from the hmmer v.3.1b2^52^. Then, we selected 47 markers that were present as single-copy genes in 100% of our isolates. Next, we aligned each individual marker using MAFFT^53^ and filtered low-quality columns in the alignment using trimAl^54^. Then, we concatenated all filtered alignments into a super alignment. Finally, FastTree v.2.1^55^ was used to infer the phylogeny using the WAG model of evolution. For the tree of the relative of *Variovorax*, we chose 56 markers present as single copy across 124 Burkholderiales isolates and implemented the same methodology described above.

### Measuring how prevalent the RGI suppression trait is across the *Variovorax* phylogeny

This section relates to Fig. 3a, Extended Data Fig. 5a, b.

#### Bacterial culture and plant inoculation.

Fifteen *Variovorax* strains from across the phylogeny of the genus were each co-inoculated with the RGI-inducing *Arthrobacter* CL28. All 16 strains were grown in separate tubes, then washed and OD_600_ was adjusted to 0.01 before mixing. Pairs of strains were mixed in 1:1 ratios and spread at a total volume of 100 μl onto agar before seedling transfer. The experiment also included uninoculated controls and controls consisting of each of the 16 strains inoculated alone. Thus, the experiment consisted of 32 separate bacterial combinations. We performed the experiment one time, which included three plates per bacterial combination. Upon collection, primary root elongation was analysed as described in “Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’.

### Measuring RGI in tomato seedlings

This section relates to Extended Data Fig. 3b.

#### Experimental design.

This experiment included the following treatments: (i) no bacteria, (ii) *Arthrobacter* CL28, (iii) *Variovorax* CL14 and (iv) *Arthrobacter* CL28 + *Variovorax* CL14. Each treatment was repeated in three separate agar plates with five tomato seedlings per plate. The experiment was repeated in two independent replicates.

#### Bacterial culture and plant inoculation.

All strains were grown in separate tubes, then washed and OD_600_ was adjusted to 0.01 before mixing and spreading (‘Bacterial culture and plant inoculation’ in ‘Tripartite plant–microorganism–microorganism experiments’). Four hundred μl of each bacterial treatment was spread on 20 × 20 agar plates containing JM agar with no sucrose.

#### In vitro plant growth conditions.

We used tomato cultivar Heinz 1706 seeds. All seeds were soaked in sterile distilled water for 15 min, then surface-sterilized with 70% bleach, 0.2% Tween-20 for 15 min, and rinsed 5 times with sterile distilled water to eliminate any seed-borne microorganisms on the seed surface. Seeds were stratified at 4 °C in the dark for 2 days. Plants were germinated on vertical square 10 × 10 cm agar plates with JM containing 0.5% sucrose, for 7 days. Then, 5 plants were transferred to each of the synthetic-community-inoculated agar plates. Upon collection, root morphology was measured (‘Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’).

#### Primary root elongation analysis.

Differences between treatments were indicated using the confidence letter display derived from the Tukey’s post hoc test from an ANOVA model.

### Determination of *Arthrobacter* CL28 colony forming units from roots

This section relates to Extended Data Fig. 6.

*Arabidopsis* seedlings were inoculated with (i) *Arthrobacter* CL28 alone, (ii) *Arthrobacter* CL28 + *Variovorax* CL14 or (iii) *Arthrobacter* CL28 + *Variovorax* B4, as described in ‘Bacterial culture and plant inoculation’ in ‘Tripartite plant–microorganism–microorganism experiments’. Each bacterial treatment included four separate plates, with nine seedlings in each plate. Upon collection, all seedlings were placed in pre-weighed 2-ml Eppendorf tubes containing 3 glass beads, 3 seedlings per tube (producing 12 data points per treatment). Roots were weighed, and then homogenized using a bead beater (MP Biomedicals). The resulting suspension was serially diluted, then plated on LB agar plates containing 50 μg/ml of apramycin to select for *Arthrobacter* CL28 colonies and colonies were counting after incubation of 48 h at 28 °C.

### *Arabidopsis* RNA-seq analysis

This section relates to Extended Data Fig. 7.

#### Detection of RGI-induced genes.

To measure the transcriptional response of the plant to the different synthetic community combinations, we used the R package DESeq2 v.1.22.1^44^. The raw count genes matrixes for the drop-out and tripartite experiments were used independently to define differentially expressed genes (DEGs). For the analysis of both experiments we fitted the following model specification: abundance gene ~ synthetic community.

From the fitted models, we derived the following contrasts to obtain DEGs. A gene was considered differentially expressed if it had a *q*-value < 0.1. For the tripartite system (‘Tripartite plant–microorganism–microorganism experiments’), we performed the following contrasts: *Arthrobacter* CL28 versus no bacteria (NB) and *Arthrobacter* CL28 versus *Arthrobacter* CL28 co-inoculated with *Variovorax* CL14. The logic behind these two contrasts was to identify genes that were induced in RGI plants (*Arthrobacter* CL28 versus NB) and repressed by *Variovorax* CL14. For the drop-out system (‘*Variovorax* drop-out experiment’), we performed the following contrasts, *Variovorax* drop-out versus NB, and *Variovorax* drop-out versus full synthetic community. The logic behind these two contrasts was identical to the tripartite system: to identify genes that are associated with the RGI phenotype (*Variovorax* drop-out versus NB contrast) and repressed when *Variovorax* are present (*Variovorax* drop-out versus full synthetic community contrast).

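In −Vario relative to NB, 672 of the 16179 genes tested were differentially expressed, 413 higher and 259 lower, by edgeR's quasi-likelihood test. Of these, 366 of the higher and 255 of the lower genes had no overlap between the 3 libraries of each treatment, where chance gives 10% of genes without overlap if they are not chosen for a difference between the same libraries, as these were. In −Vario relative to full, 60 genes were differentially expressed, 47 higher and 13 lower, and none of them overlapped. Of the 47 higher genes, 16 were not higher than in NB at the threshold. DESeq2 called 465 and 48 genes in the respective contrasts. The alternative that moved the contrast with full most was a fit to only the 6 libraries compared, which called 319 genes. Single libraries decided much of both counts. Relative to full, 15 genes were called without −Vario replicate 3, 154 without −Vario replicate 2, and 29, 23 and 34 without full replicates 1, 2 and 3. Relative to NB, 259 genes were called without −Vario replicate 1 and 322 without NB replicate 2.

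Among genes without overlap, the largest rise relative to full was that of AT3G49960, with a log2 fold change of 3.44 (standard error 0.60, edgeR adjusted p = 0.00675), followed by *XTH12* and *XTH26*. The largest falls were those of *PDF1.2b* (−2.90, standard error 0.59, edgeR adjusted p = 0.0287), *MPL1* (−2.59, standard error 0.54, edgeR adjusted p = 0.0331) and *SUVR2* (−1.18, standard error 0.26, edgeR adjusted p = 0.0454). None of these falls was called by DESeq2, with adjusted p of 0.170, 0.164 and 0.170. Over all settings the adjusted p ranged from 0.00822 to 0.231 for *PDF1.2b*, from 0.00685 to 0.402 for *MPL1* and from 0.0166 to 0.450 for *SUVR2*. In edgeR each was lost without −Vario replicate 3 (0.231, 0.402 and 0.450). *PDF1.2b* was also lost without −Vario replicate 1 (0.120), full replicate 1 (0.100) or full replicate 3 (0.122), *MPL1* without full replicate 1 (0.178) or full replicate 2 (0.168), and *SUVR2* without −Vario replicate 1 (0.112), full replicate 2 (0.179) or full replicate 3 (0.182). Of the windows of *PDF1.2b*, 94.5% occur once in the genome. Relative to NB, *WRKY30* and AT2G34315 had no read in NB and were at least 8.73-fold and 8.54-fold higher in −Vario, counted against a floor of 3 reads over the NB libraries. *CYP82C4* had 1 read in −Vario and 186 in NB, 115-fold lower with an exact 95% interval from 20.3 to 4560 for counting error only, and 91% of its windows occur once in the genome. *CYP81D11* had a log2 fold change of −5.35 (standard error 0.41, edgeR adjusted p = 8.9e-09) and *GSTU25* of −3.65 (standard error 0.46, edgeR adjusted p = 1.48e-05).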

For visualization purposes, we applied a variance stabilizing transformation (DESeq2) to the raw count gene matrix. We then standardized each gene expression (*z*-score) along the samples. We subset DEGs from this standardized matrix and calculated the mean *z*-score expression value for each synthetic community treatment.

To identify the tissue-specific expression profile of the 18 intersecting genes between the tripartite and drop-out systems, we downloaded the spatial expression profile of each gene from the Klepikova atlas^25^ using the bio-analytic resource of plant biology platform. Then, we constructed a spatial expression matrix of the 18 genes and computed pairwise Pearson correlation between all pairs of genes. Finally, we applied hierarchical clustering to this correlation matrix.

#### Comparison with acute auxin response dataset.

This section relates to Extended Data Fig. 7d. We applied the variance stabilizing transformation (DESeq2) to the raw count gene matrix. We then standardized each gene expression (*z*-score) along the samples. From this matrix, we subset 12 genes that in a previous study^26^ exhibited the highest fold change between auxin-treated and untreated samples. Finally, we calculated the mean *z*-score expression value of each of these 12 genes across the synthetic community treatments. We estimated the statistical significance of the trend of these 12 genes between a pair of synthetic community treatments (full synthetic community versus *Variovorax* drop-out, *Arthrobacter* CL28 versus *Arthrobacter* CL28 plus *Variovorax* CL14) using a permutation approach: we estimated a *P* value by randomly selecting 12 genes 10,000 times from the expression matrix and comparing the mean expression between the two synthetic community treatments (for example, full synthetic community versus *Variovorax* drop-out) with the actual mean expression value from the 12 genes reported as robust auxin markers.

### Measuring the ability of *Variovorax* to attenuate RGI induced by small molecules IAA, 2,4-dichlorophenoxyacetic acid, ethylene (ACC), cytokinins (zeatin and 6-benzylaminopurine) and flagellin 22 peptide (flg22)

This section relates to Fig. 3a, Extended Data Fig. 8a.

#### Bacterial culture and plant inoculation.

We embedded each of the following compounds in JM plates: 100 nM IAA (Sigma), 100 nM 1- ACC) (Sigma), 100 nM 2,4-dichlorophenoxyacetic acid (Sigma), 100 nM flg22 (PhytoTech labs), 100 nM 6-benzylaminopurine (BAP) (Sigma) and 100 nM zeatin (Sigma). As some of these compound stocks were initially solubilized in ethanol, we included comparable amounts of ethanol in the control treatments. Plates with each compound were inoculated with one of the *Variovorax* strains CL14, MF160, B4 or YR216 or with *Burkholderia* CL11. These strains were grown in separate tubes, then washed and OD_600_ was adjusted to 0.01 before spreading 100 μl on plates. In addition, we included uninoculated controls for each compound. We also included unamended JM plates inoculated with the RGI-inducing *Arthrobacter* CL28 co-inoculated with each of the *Variovorax* or *Burkholderia* strains, or alone. Thus, the experiment included 42 individual treatments. The experiment was repeated twice, with three independent replicates per experiment. Upon collection, root morphology was measured (‘Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’).

#### Primary root elongation analysis.

Primary root elongation was compared between bacterial treatments within each of RGI treatments tested. Differences between treatments were estimated as described in ‘Primary root elongation analysis’ in ‘Tripartite plant–microorganism–microorganism experiments’. We plotted the estimated means with 95% confidence interval of each bacterial treatment across the different RGI treatments.

### In vitro growth of *Variovorax*

This section relates to Fig. 4b, Extended Data Figs. 8b, 9d, e.

*Variovorax* CL14 was grown in 5-ml cultures for 40 h at 28 °C in 1 × M9 minimal salts medium (Sigma M6030) supplemented with 2 mM MgSO_4_, 0.1 mM CaCl_2_, 10 μM FeSO_4_, and a carbon source: either 15 mM succinate alone, 0.4 mM IAA with 0.5% ethanol for IAA solubilization, or both. Optical density at 600 nm and IAA concentrations were measured at six time points. IAA concentrations were measured using the Salkowski method modified from ref.^56^. One hundred μl of Salkowski reagent (10 mM FeCl_3_ in 35% perchloric acid) was mixed with 50 μl culture supernatant or IAA standards and colour was allowed to develop for 30 min before measuring the absorbance at 530 nm.

### Measuring plant auxin response in vivo using a bioreporter line

This section relates to Extended Data Fig. 8c, d.

#### Bacterial culture and plant-inoculation.

Seven-day-old transgenic *Arabidopsis* seedlings expressing the *DR5::GFP* reporter construct^57^ were transferred onto plates containing: (i) 100 nM IAA, (ii) *Arthrobacter* CL28, (iii) 100 nM IAA + *Variovorax* CL14, (iv) *Arthrobacter* CL28 + *Variovorax* CL14, (v) uninoculated plates. For treatments (ii) and (iii), Bacterial strains were grown in separate tubes, then washed and OD_600_ was adjusted to 0.01. For treatment (iv), OD-adjusted cultures were mixed in 1:1 ratios and spread onto agar before seedling transfer.

#### Fluorescence microscopy.

GFP fluorescence in the root elongation zone of 8–10 plants per treatment were visualized using a Nikon Eclipse 80i fluorescence microscope at days 1, 3, 6, 9 and 13 after inoculation. The experiment was performed in two independent replicates.

From each root imaged, 10 random 30 × 30 pixel squares were sampled and average GFP intensity was measured using imageJ^45^. Treatments were compared within each time point using ANOVA tests with Tukey’s post hoc in the R base package emmeans. For visualization purposes, we plotted the estimated means of each bacterial across the different time points.

### Measuring the dual role of auxin and ethylene perception in synthetic-community-induced RGI

This section relates to Fig. 3b.

#### Bacterial culture and plant inoculation.

We transferred four 7-day-old wild-type seedling and four *axr2-1*seedlings to each plate in this experiment. The plates contained one of five bacterial treatments: (i) *Arthrobacter* CL28, (ii) *Arthrobacter* CL28 + *Variovorax* CL14, (iii) *Variovorax* drop-out synthetic community, (iv) full synthetic community, (v) uninoculated, prepared as described in ‘Bacterial culture and plant inoculation’ in ‘*Variovorax* drop-out under varying abiotic contexts’, and in ‘Bacterial culture and plant inoculation’ in ‘Measuring plant auxin response in vivo using a bioreporter line’. Plates were placed vertically inside sealed 86 × 68 cm Ziploc bags. In one of the bags, we placed an open water container with 80 2.5 g sachets containing 0.014% 1-MCP (Ethylene Buster, Chrystal International BV). In the second bag we added, as a control, an open water container. Both bags were placed in the growth chamber for 12 days. After 6 days of growth, we added 32 additional sachets to the 1-MCP-treated bag to maintain 1-MCP concentrations in the air. Upon collection, root morphology was measured (‘Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’).

#### Primary root elongation analysis.

Primary root elongation was standardized to the no-bacteria control of each genotype, and compared between genotype and 1-MCP treatments within the *Arthrobacter* CL28 treatment and within the *Variovorax* drop-out synthetic community treatment, independently. Differences between treatments were estimated as described in ‘Primary root elongation analysis’ in ‘Tripartite plant–microorganism–microorganism experiments’. We plotted the estimated means with 95% confidence interval of each bacterial treatment across the four genotypes. We calculated the IQR for the full and *Arthrobacter* CL28 with *Variovorax* CL14 treatments, pooling the four genotypes and MCP treatments.

### Preparation of binarized plant images

This section relates to Figs. 1c, 2b, Extended Data Fig. 2c.

To present representative root images, we increased contrast and subtracted background in ImageJ, then cropped the image to select representative roots. Neighbouring roots were manually erased from the cropped image.

### Mining *Variovorax* genomes for auxin degradation operons and ACC-deaminase genes and comparative genomics of *Variovorax* genomes against the other synthetic community members

This section relates to Extended Data Fig. 5a, Supplementary Table 4.

We used local alignment (BLASTp)^58^ to search for the presence of the 10 genes (*iacA*, *iacB*, *iacC*, *iacD*, *iacE*, *iacF*, *iacG*, *iacH*, *iacI* and *iacY*) from a previously characterized auxin degradation operon in a different genus^17^ across the 10 *Variovorax* isolates in our synthetic community. A minimal set of seven of these genes (*iacA*, *iacB*, *iacC*, *iacD*, *iacE*, *iacF* and *iacI*) was shown to be necessary and sufficient for auxin degradation^17^. We identified homologues for these genes across the *Variovorax* phylogeny (Extended Data Fig. 5a) at relatively low sequence identity (27–48%). Two genes of the minimal set of seven genes did not have any homologues in most *Variovorax* genomes (*iacB* and *iacI*). In addition to the *iac* operon, we scanned the genomes for the auxin degradation operon described in ref.^59^ and could not identify it in any of the *Variovorax* isolates.

We also searched for the ACC deaminase gene by looking for the KEGG orthology identifier K01505 (1-aminocyclopropane-1-carboxylate deaminase) across the IMG annotations available for all our genomes.

We used orthofinder v.2.2.1^60^ to construct orthogroups (group of homologue sequences) using all the coding sequences of the 10 *Variovorax* isolates included in the full 185-member synthetic community. We aligned each orthogroup using MAFFT v.707^53^ and proceeded to build hidden Markov model (HMM) profiles from the alignments using hmmbuild v.3.1b2^52^. We then used the HMM profiles that consist of core genes (present in the 10 isolates) in the *Variovorax* genus and scanned the 175 remaining genomes in the synthetic community for these HMM profiles using hmmsearch v.31.b2^52^. We then selected orthogroups that were less than 5% prevalent in the 175 remaining isolates scanned. Finally, taking the *Variovorax* CL14 genome as a reference, we built hotspots of physically adjacent selected orthogroups. We used an iterative approach that extended adjacent orthogroups if they were less than 10 kb from each other. As a final filtering step, we selected hotspots that contained more than 10 selected orthogroups.

### *Variovorax* CL14 RNA-seq in monoculture and in coculture with *Arthrobacter* CL28

This section relates to Fig. 4a, Extended Data Fig. 9b, c.

#### Bacterial culture.

*Variovorax* CL14 was grown either alone or in coculture with *Arthrobacter* CL28 in 5 ml of 1/10 2× YT medium (1.6 g/l tryptone, 1 g/l yeast extract, 0.5 g/l NaCl) in triplicate. The monoculture was inoculated at OD_600_ of 0.02 and the coculture was inoculated with OD_600_ of 0.01 of each strain. Cultures were grown at 28 °C to early stationary phase (approximately 22 h) and cells were collected by centrifugation at 4,100*g* for 15 min and frozen at −80 °C before RNA extraction.

#### RNA extraction and RNA-seq.

Cells were lysed for RNA extraction using TRIzol Reagent (Invitrogen) according to the manufacturer instructions. Following cell lysis and phase separation, RNA was purified using the RNeasy Mini kit (Qiagen) including the optional on column DNase Digestion with the RNase-Free DNase Set (Qiagen). Total RNA quality was confirmed on the 2100 Bioanalyzer instrument (Agilent) and quantified using a Qubit 2.0 fluorometer (Invitrogen). RNA-seq libraries were prepared using the Universal Prokaryotic RNA-Seq, Prokaryotic AnyDeplete kit (Tecan, formerly NuGEN). Libraries were pooled and sequenced on the Illumina HiSeq4000 platform to generate 50-bp single-end reads.

#### RNA-seq analysis.

We mapped the generated raw reads to the *Variovorax* CL14 genome (fasta file available on https://github.com/isaisg/variovoraxRGI/blob/master/rawdata/2643221508.fna) using bowtie2^61^ with the ‘very sensitive’ flag. We then counted hits to each individual coding sequence annotated for the *Variovorax* CL14 genome using the function featureCounts from the R package Rsubread, inputting the *Variovorax* CL14 gff file (available on https://github.com/isaisg/variovoraxRGI/blob/master/rawdata/2643221508.gff) and using the default parameters with the flag allowMultiOverlap = FALSE. Finally, we used DESeq2 to estimate DEGs between treatments with the corresponding fold change estimates and FDR-adjusted *P* values.

### *Variovorax* CL14 genomic library construction and screening

This section relates to Fig. 4a, Extended Data Fig. 9b, Supplementary Table 5.

#### Library construction.

High-molecular -eight *Variovorax* CL14 genomic DNA was isolated by phenol–chloroform extraction. This genomic DNA was partially digested with Sau3A1 (New England Biolabs), and separated on the BluePippin (Sage Science) to isolate DNA fragments >12.5 kb. Vector backbone was prepared by amplifying pBBR-1MCS2^62^ using Phusion polymerase (New England Biolabs) with primers JMC277–JMC278 (Supplementary Table 6), digesting the PCR product with BamHI-HF (New England Biolabs), dephosphorylating with Quick CIP (New England Biolabs), and gel extracting using the QIAquick Gel Extraction Kit (Qiagen). The prepared *Variovorax* CL14 genomic DNA fragments were ligated to the prepared pBBR1-MCS2 vector backbone using ElectroLigase (New England Biolabs) and transformed by electroporation into NEB 10-beta Electrocompetent *E. coli* (New England Biolabs). Clones were selected by blue–white screening on LB plates containing 1.5% agar, 50 μg/ml kanamycin, 40 μg/ml X-gal (5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside), and 1 mM isopropyl β-d-1-thiogalactopyranoside (IPTG) at 37 °C. White colonies were screened by colony PCR using Taq polymerase and JMC247–JMC270 primers (Supplementary Table 6) to eliminate clones with small inserts. The screened library clones were picked into LB medium + 50 μg/ml kanamycin, grown at 37 °C, and stored at −80 °C in 20% glycerol. The *Variovorax* CL14 genomic library comprises approximately 3,500 clones with inserts >12.5 kb in vector pBBR1-MCS2 in NEB 10-beta *E. coli*.

#### Library screening for IAA degradation.

To screen the *Variovorax* CL14 genomic library for IAA degradation, the *E. coli* clones were grown in LB medium containing 50 μg/ml kanamycin, 1 mM IPTG, 0.05 mg/ml IAA, and 0.25% ethanol from IAA solubilization for 3 days at 37 °C. Salkowski reagent (10 mM FeCl_3_ in 35% perchloric acid) was mixed with culture supernatant 2:1 and colour was allowed to develop for 30 min before measuring the absorbance at 530 nm. Two clones from the library (plate 8A well E8 and plate2A well F10, henceforth vector 1 and vector 2, respectively) were identified as degrading IAA. The *Variovorax* CL14 genes contained in vectors 1 and 2 were inferred by isolating plasmid from these clones using the ZymoPURE II Plasmid Midiprep Kit (Zymo Research) and Sanger-sequencing the insert ends using primers JMC247 and JMC270 (Supplementary Table 6). Double digest of the purified plasmids with SacI and EcoRV confirmed the size of the inserts. Vector 1 contains a 35-kb insert and vector 2 contains a 15-kb insert (nucleotide coordinates 29,100–64,406 and 52,627–67,679, respectively, from *Variovorax* CL14 scaffold Ga0102008_10005) (Fig. 4a, Extended Data Fig. 9b). The genes in both inserts are in the same direction as the IPTG0inducible *Lac* promoter used to drive *LacZ*-alpha expression for blue–white screening on pBBR1-MCS2.

### *Acidovorax* Root219::EV and *Acidovorax* root219::V2 construction and screening

This section relates to Fig. 4b–d, Extended Data Fig. 9b.

Triparental mating was used to mobilize vector 2 or control EV pBBR1-MCS2 from *E. coli* to *Acidovorax* root219. Donor NEB 10-beta *E. coli* containing the vector for conjugation and helper strain *E. coli* pRK2013^63^ were grown in LB medium containing 50 μg/ml kanamycin at 37 °C. *Acidovorax* root219 was grown in 2× YT medium containing 100 μg/ml ampicillin at 28 °C. Bacteria were washed 3 times with 2× YT medium without antibiotics, mixed in a ratio of approximately 1:1:10 donor:helper:recipient, centrifuged and resuspended in 1/10 the volume and plated as a pool on LB agar plates without antibiotics and grown at 28 °C. Eighteen to thirty h later, exconjugantes were streaked on LB agar plates containing 50 μg/ml kanamycin and 100 μg/ml ampicillin to select only *Acidovorax* root219 containing the conjugated vector. The resulting strains are designated *Acidovorax* root219::EV containing empty vector pBBR1-MCS2 and *Acidovorax* root219::V2 containing vector 2. In vitro IAA degradation was performed as in ‘In vitro growth of *Variovorax*’ using M9 medium with carbon sources: 15 mM succinate, 0.1 mg/ml IAA and 0.5% ethanol with the addition of 50 μg/ml kanamycin and 1 mM IPTG. Primary root elongation measurement was performed as described in ‘Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’, on MS medium with 1 mM IPTG and RGI induced by either 100 nM IAA or *Arthrobacter* CL28. *Acidovorax* root219::V2 root colonization was compared to *Variovorax* CL14 colonization by plating a subset of ground root samples from the root elongation experiment (see ‘Determination of *Arthrobacter* CL28 colony forming units from roots’ for root collection and processing protocol) on LB agar plates containing 100 μg/ml ampicillin, for which *Arthrobacter* CL28 is susceptible and *Variovorax* CL14 and *Acidovorax* Root219 are not. Number of colony-forming units (CFUs) was normalized to root weight (Extended Data Fig. 9d).

### *Variovorax* hotspot 33 knockout construction and screening

This section relates to Fig. 4b–d, Extended Data Fig. 9b.

The unmarked deletion mutant *Variovorax* CL14 Δ2643613653–2643613677 (*Variovorax* CL14 ΔHS33) was constructed based on a genetic system developed for *Burkholderia* spp. and its suicide vector pMo130^64^

#### Knockout suicide vector pJMC158 construction.

The vector backbone was amplified from pMo130 using primers JMC203–JMC204 (Supplementary Table 6) with Q5 DNA polymerase (New England Biolabs), cleaned up and treated with DpnI (New England Biolabs). One-kb regions for homologous recombination flanking *Variovorax* CL14 genes 2643613653–2643613677 were amplified using Q5 Polymerase (New England Biolabs) and primers JMC533–JMC534 and JMC535–JMC536 (Supplementary Table 6). The vector was assembled with Gibson Assembly Mastermix (New England Biolabs) at 50 °C for 1 h, transformed into NEB 5-alpha chemically competent *E. coli* (New England Biolabs), and plated on LB agar with 50 μg/ml kanamycin. pJMC158 DNA was isolated from a clone using the ZR Plasmid Miniprep Classic Kit (Zymo Research), sequence confirmed, and transformed into biparental mating strain *E. coli* WM3064. *E. coli* strain WM3064 containing pJMC158 was maintained on LB containing 50 μg/ml kanamycin and 0.3 mM diaminopimelic acid (DAP) at 37 °C.

#### Conjugative transfer of pJMC158 into Variovorax CL14.

For biparental mating, *E. coli* WM3064 containing pJMC158 was grown as above, and *Variovorax* CL14 was grown in 2 × YT medium containing 100 μg/ml ampicillin. Each strain was washed separately 3 times with 2 × YT medium, then mixed at ratios between 1:1–1:10 donor:recipient, centrifuged and resuspended in approximately 1/10 the volume and plated in a single pool on LB agar containing 0.3 mM DAP and grown at 28 °C overnight. Exconjugants were streaked onto LB plates containing 100 μg/ml ampicillin, 50 μg/ml kanamycin lacking DAP and grown at 28 °C to select *Variovorax* CL14 strains that incorporated suicide vector pJMC158. First crossover strains were subsequently purified once by restreaking and then individual colonies grown in LB with 100 μg/ml ampicillin, 50 μg/ml kanamycin.

#### Resolution of pJMC158 integration and knockout strain purification and verification.

To resolve the integration of pJMC158, first crossover strains were grown once in LB medium containing 100 μg/ml ampicillin and 1 mM IPTG then plated on medium containing 10 g/l tryptone, 5 g/l yeast extract, 100 g/l sucrose, 1.5% agar, 100 μg/ml ampicillin and 1 mM IPTG. Colonies were picked into the same liquid medium and grown once. The resulting strains were screened by PCR using Q5 polymerase for deletion of genes 2643613653–2643613677 using primers JMC568–JMC569 (Supplementary Table 6). These strains were subsequently plate-purified at least 3 times on LB 100 μg/ml ampicillin plates. To ensure strain purity, PCR primers were designed to amplify from outside into the genes that were deleted (primer pairs JMC571–JMC569 and JMC568–JMC570) (Supplementary Table 6). These PCR reactions were performed using Q5 polymerase with wild-type *Variovorax* CL14 as a control. All genomic DNA used for screening PCR was isolated using the Quick-DNA miniprep kit (Zymo Research). The resulting knockout strain was designated *Variovorax* CL14 ΔHS33.

#### Screening of *Variovorax* CL14ΔHS33.

In vitro IAA degradation was performed as in ‘In vitro growth of *Variovorax*’ using M9 medium with carbon sources: 15 mM succinate, 0.1 mg/ml IAA and 0.5% ethanol. Primary root elongation measurement was performed as described in ‘Root and shoot image analysis’ in ‘Deconstructing the synthetic community to four modules of co-occurring strains’, on MS medium with 1mM IPTG and RGI induced by either 100 nM IAA or *Arthrobacter* CL28. To control for pleiotropic colonization effects, CFU counts were obtained for both CL14 and CL14 ΔHS33 in binary-association with the plant (see ‘Determination of *Arthrobacter* CL28 colony-forming units from roots’ for root collection and processing protocol). CL14 ΔHS33 colonization was not impaired (Extended Data Fig. 9e).

### Screening existing 16S rRNA census data for *Variovorax*

This section relates to Extended Data Fig. 10.

#### Natural *Arabidopsis* populations across Europe^6^.

We used the DADA2^65^ pipeline to create amplicon sequence variants (ASVs) from the raw reads published in ref.^6^. We then used the naive Bayes classifier implemented in mothur^66^ to taxonomically classify each ASV using the SILVA 132 database^67^. To determine prevalence and relative abundance of ASVs, We followed the same approach as in ref.^6^. The bacterial ASV table was restricted to samples having >1,000 reads. The table was transformed to relative abundance (RA) by dividing each value in a sample by the total reads in that sample. An ASV was considered to be present in a sample if it had an RA >0.01% in that particular sample. To calculate the average relative abundance (*y*-axis in Extended Data Figs. 10a, b) independently of prevalence, we calculated the mean RA using only the sample for which each ASV was considered present. We used the same classification scheme to colour the ASVs across the scatter plots shown. ASVs present in >80% of the sites on average are considered as widespread ASVs.

#### Different plant species in the same soil^4^.

We used the ASV table provided within ref.^4^ and followed the same pipeline described in ‘Natural *Arabidopsis* populations across Europe’. For each sample in the dataset, an ASV was considered to be present if that ASV had an RA >0.01% in that particular sample. To calculate the average relative abundance (*y*-axis in Extended Data Figs. 10a, b) independently of prevalence, we calculated the mean RA using only the samples for which each ASV was considered present. For each one of the thirty plant species in this data set, an ASV was considered present in that plant species if it was present in >70% of samples coming from that plant species. An ASV was considered core if it was present in all 30 plant species surveyed in this experiment.

## Extended Data

**Extended Data Fig. 1 |:**
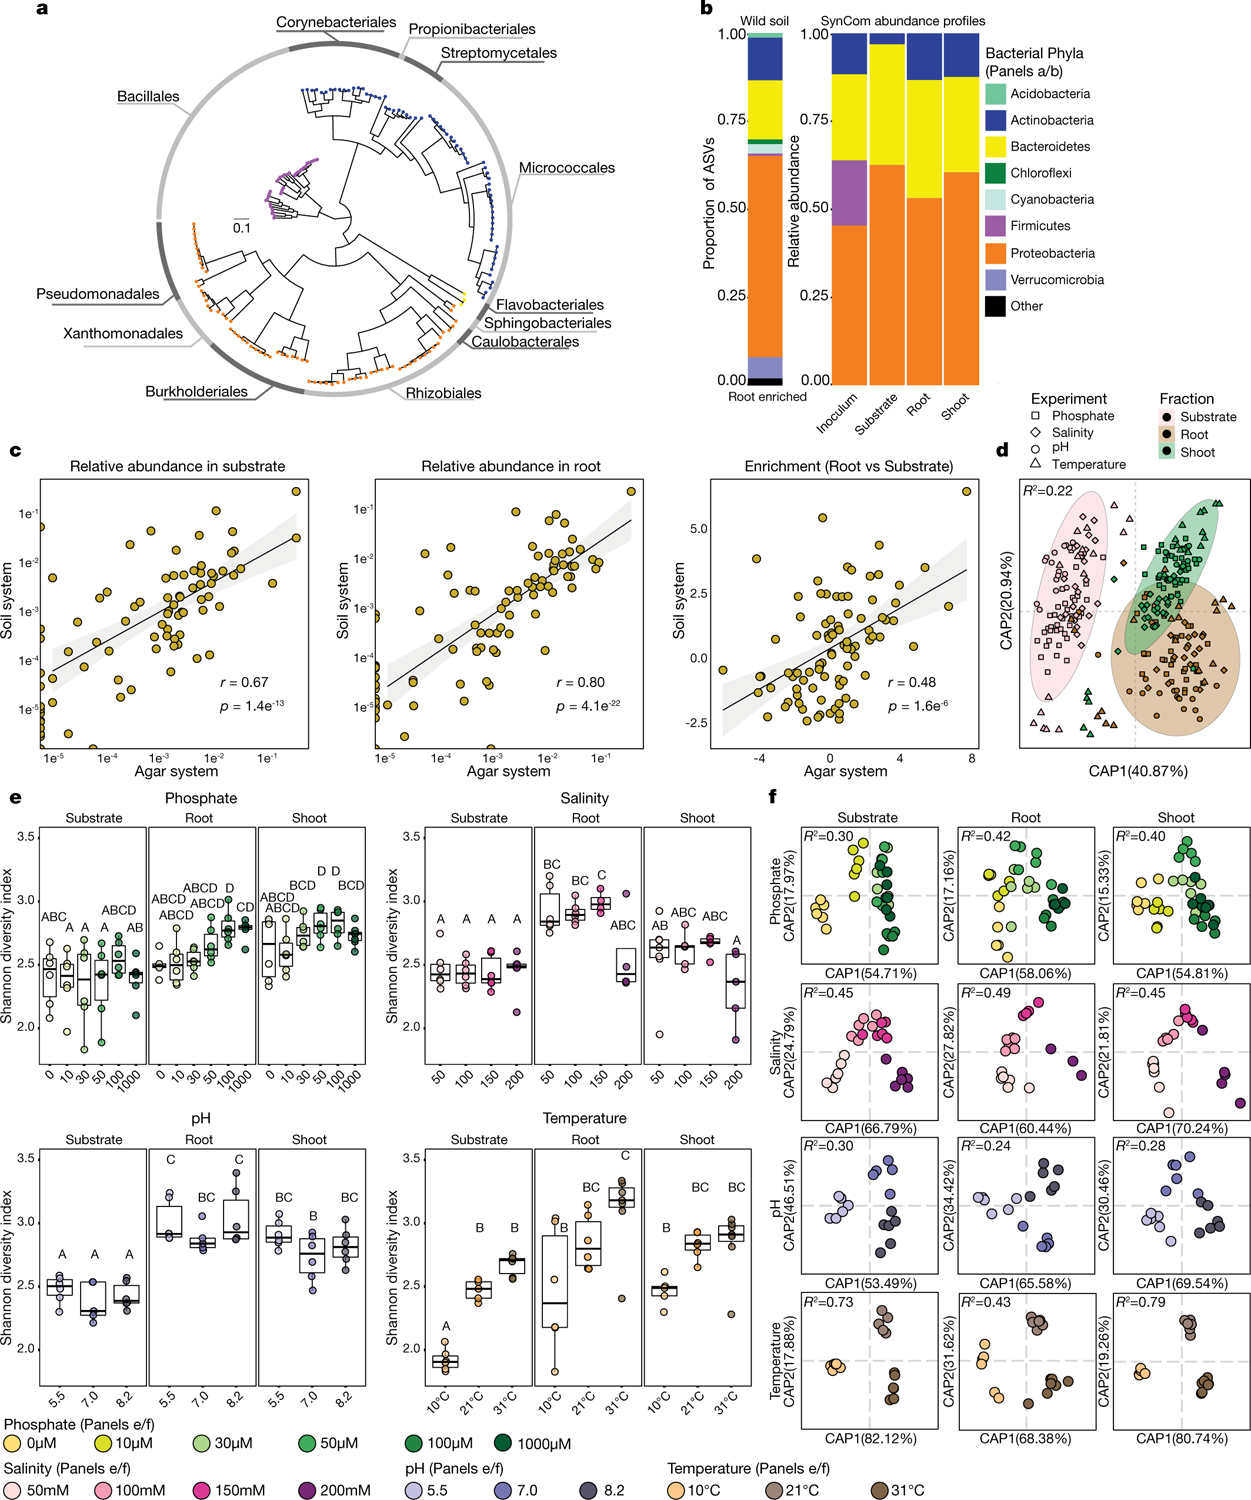
Synthetic community resembles the taxonomic make-up of natural communities. **a**, Phylogenetic tree of 185 genome-sequenced isolates obtained from surface-sterilized *Arabidopsis* roots, included in the synthetic community. The composition of this synthetic community captures the diversity of Actinobacteria, Proteobacteria and Bacteroidetes; the three major root-enriched phyla^1,4–6,20^; and Firmicutes, which are abundant in plant-associated culture collections^20^. Tree tips are coloured according to phylum. The outer ring shows the distribution of the 12 bacterial orders present in the synthetic community. **b**, Comparison of proportions of Proteobacteria, Bacteroidetes and Actinobacteria in synthetic-community (SynCom)-inoculated roots to root microbiota derived from plants grown in natural soil^1^. Firmicutes, which are not plant-enriched, were reduced to <0.1% of the relative abundance (Fig. 1a). The left panel (wild soil) shows the proportion of ASVs enriched (*q* value < 0.1) in the plant root in comparison to soil in a microbiota profiling study from the same soil from which the synthetic community strains were isolated. ASVs are coloured according to phylum and proteobacterial ASVs are coloured by class. The right panel (synthetic community) represents the relative abundance profiles of bacterial isolates across the initial inoculum, planted agar, and root and shoot in plants inoculated with the full synthetic community. **c**, Comparison of synthetic community composition in agar versus the soil-based microcosms. Left, relative abundance in the substrate. Middle, relative abundance in root. Right, enrichment in root versus substrate. Each dot represents a single unique sequence. Pearson correlation line, 95% confidence intervals, *r* value and *P* value are shown for each comparison. *n* = 24 (soil system) and 8 (agar system) biological replicates. **d**, Canonical analysis of principal coordinates (CAP) showing the influence of the fraction (planted agar, root or shoot) on the assembly of the bacterial synthetic community across the four gradients used in this Article (phosphate, salinity, pH and temperature). Different colours differentiate between the fractions, and different shapes differentiate between experiments. Ellipses denote the 95% confidence interval of each fraction. Fraction (substrate, root or shoot) explains most (22%) of the variance across all abiotic variables. *n* = 94 (substrate), 90 (root) and 95 (shoot) biological replicates across 8 independent experiments. **e**, Abiotic conditions displayed reproducible effects on α-diversity. Each panel represents bacterial α-diversity across the different abiotic gradients (phosphate, salinity, pH and temperature) and fractions (substrate, root and shoot) used in this Article. Bacterial α-diversity was estimated using Shannon diversity index. Letters represent the results of the post hoc test of an ANOVA model testing the interaction between fraction and abiotic condition. **f**, Canonical analysis of principal coordinates scatter plots showing the effect on the composition of the synthetic community of each of the four abiotic gradients (phosphate, salinity, pH and temperature) within the substrate, root and shoot fractions. PERMANOVA *R*^2^ values are shown within each plot. **e**, **f**, Phosphate, *n* = 6, 5, 6, 6, 6, 6, 6, 6, 6, 6, 6, 6, 6, 6, 6, 6, 5 and 6; salinity *n* = 6, 6, 6, 6, 6, 6, 6, 4, 5, 6, 4 and 5; pH, *n* = 6, 6, 6, 5, 5, 6, 6, 6 and 6; temperature *n* = 6, 6, 6, 6, 6, 6, 6, 6 and 6. All samples are biologically independent and represent two independent experiments.

**Extended Data Fig. 2 |:**
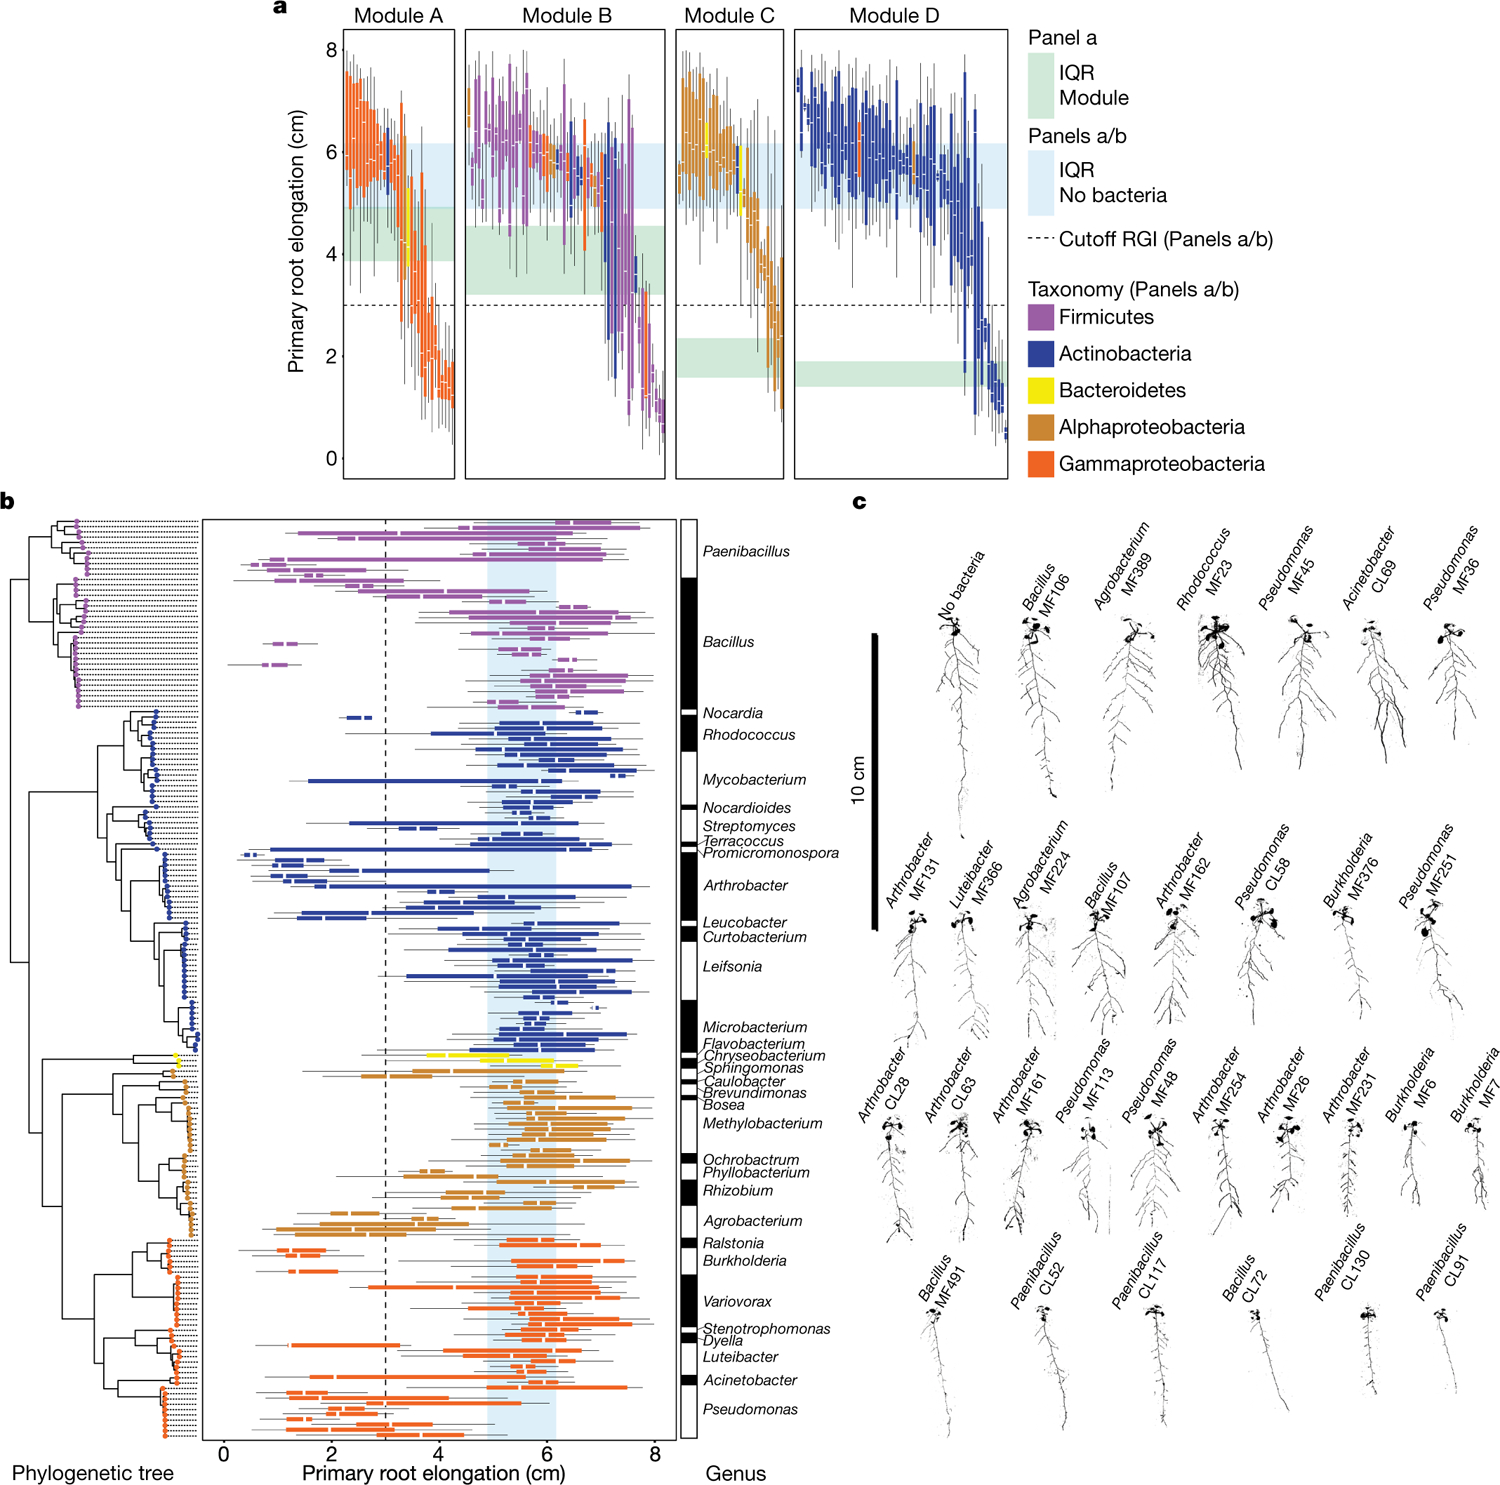
RGI trait is distributed across bacterial phylogeny. **a**, **b**, Primary root elongation of seedlings inoculated with single bacterial isolates (one box plot per isolate). Isolates are coloured by taxonomy. **a**, Isolates are grouped by module membership. The strips across the panels correspond to the interquartile range (IQR), as noted at the far right. The dotted line represents the cut-off used to classify isolates as root-growth inhibiting (cutoff RGI). **b**, Isolates are ordered according to the phylogenetic tree on the left, and coloured on the basis of their genome-based taxonomy. The vertical blue stripes across the panel correspond to the IQR of plants grown in sterile conditions. The vertical dotted line represents the 3-cm cut-off used to classify strains as RGI strains. The bar on the right denotes the genus classification of each isolate. **c**, Binarized image of representative seedlings grown axenically (no bacteria) or with 34 RGI strains individually.

**Extended Data Fig. 3 |:**
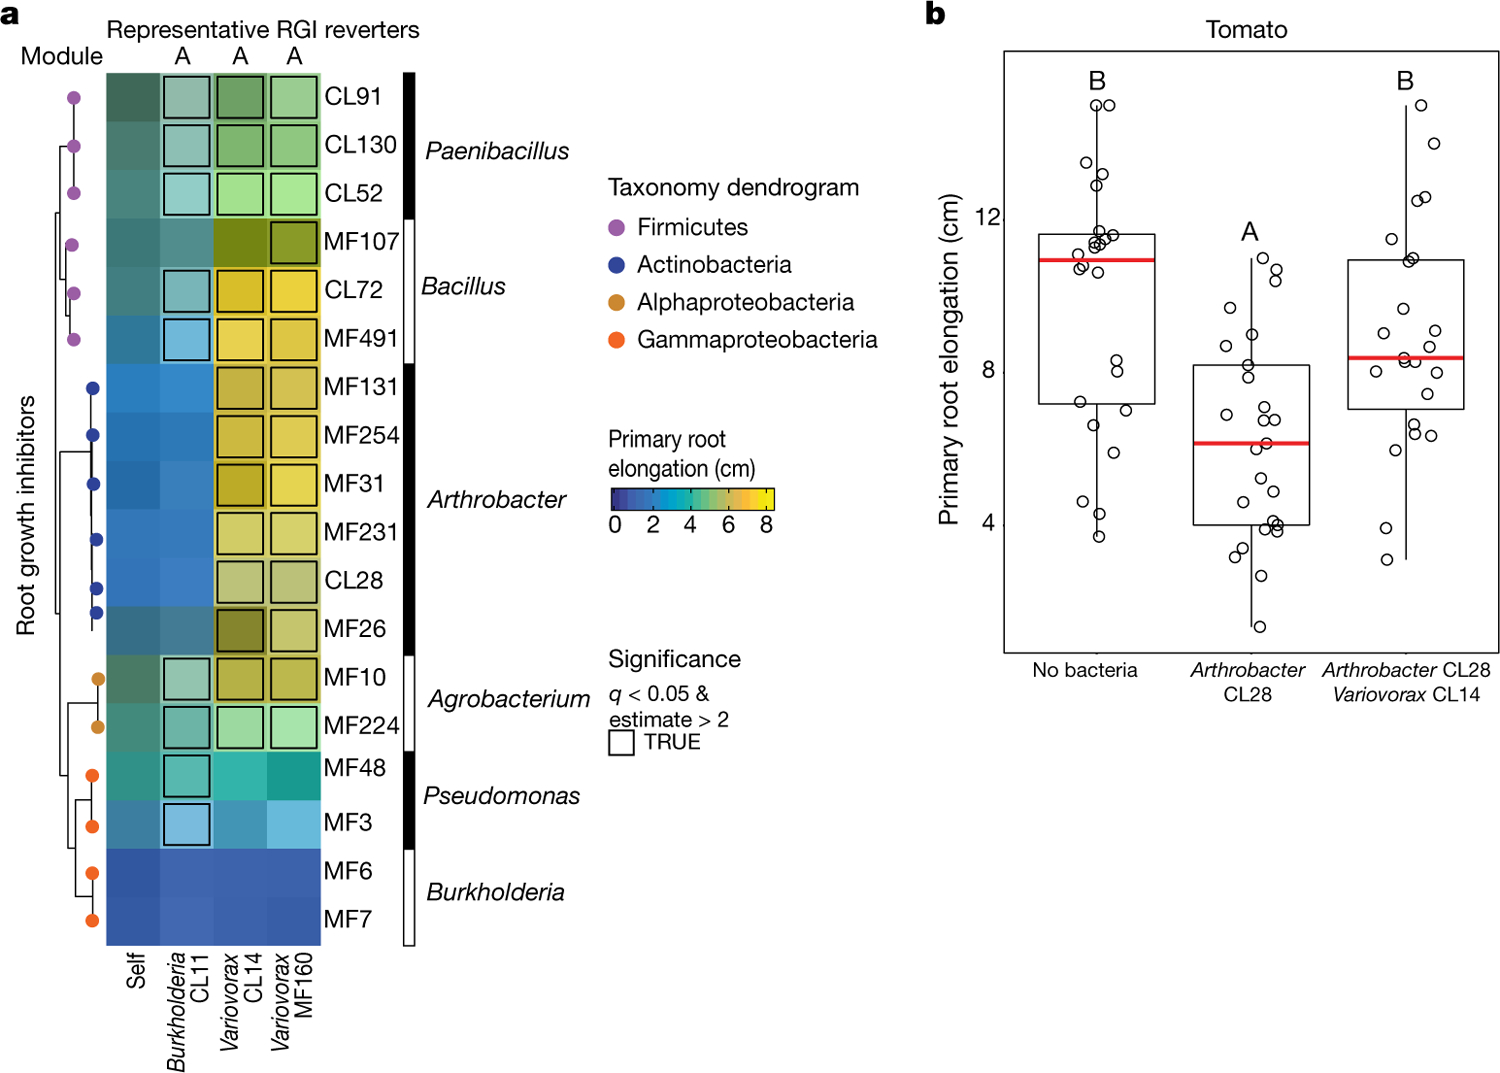
*Variovorax*-mediated reversion of RGI. **a**, Heat map coloured by average primary root elongation of seedlings inoculated with eighteen RGI-inducing strains (rows) alone (self) or in combination with *Burkholderia* CL11, *Variovorax* CL14 or *Variovorax* MF160 (columns). Statistically significant RGI reversions were determined via ANOVA and are outlined in black. **b**, *Variovorax*-mediated reversion of RGI is maintained in a second plant species. Primary root elongation of uninoculated tomato seedlings (no bacteria) or seedlings inoculated with the RGI-inducer *Arthrobacter* CL28 individually or along with *Variovorax* CL14 grown on vertical agar plates. Significance was determined via ANOVA while controlling for experiment; letters correspond to a Tukey post hoc test. *n* = 24, 25 and 23 biological replicates across 2 independent experiments.

**Extended Data Fig. 4 |:**
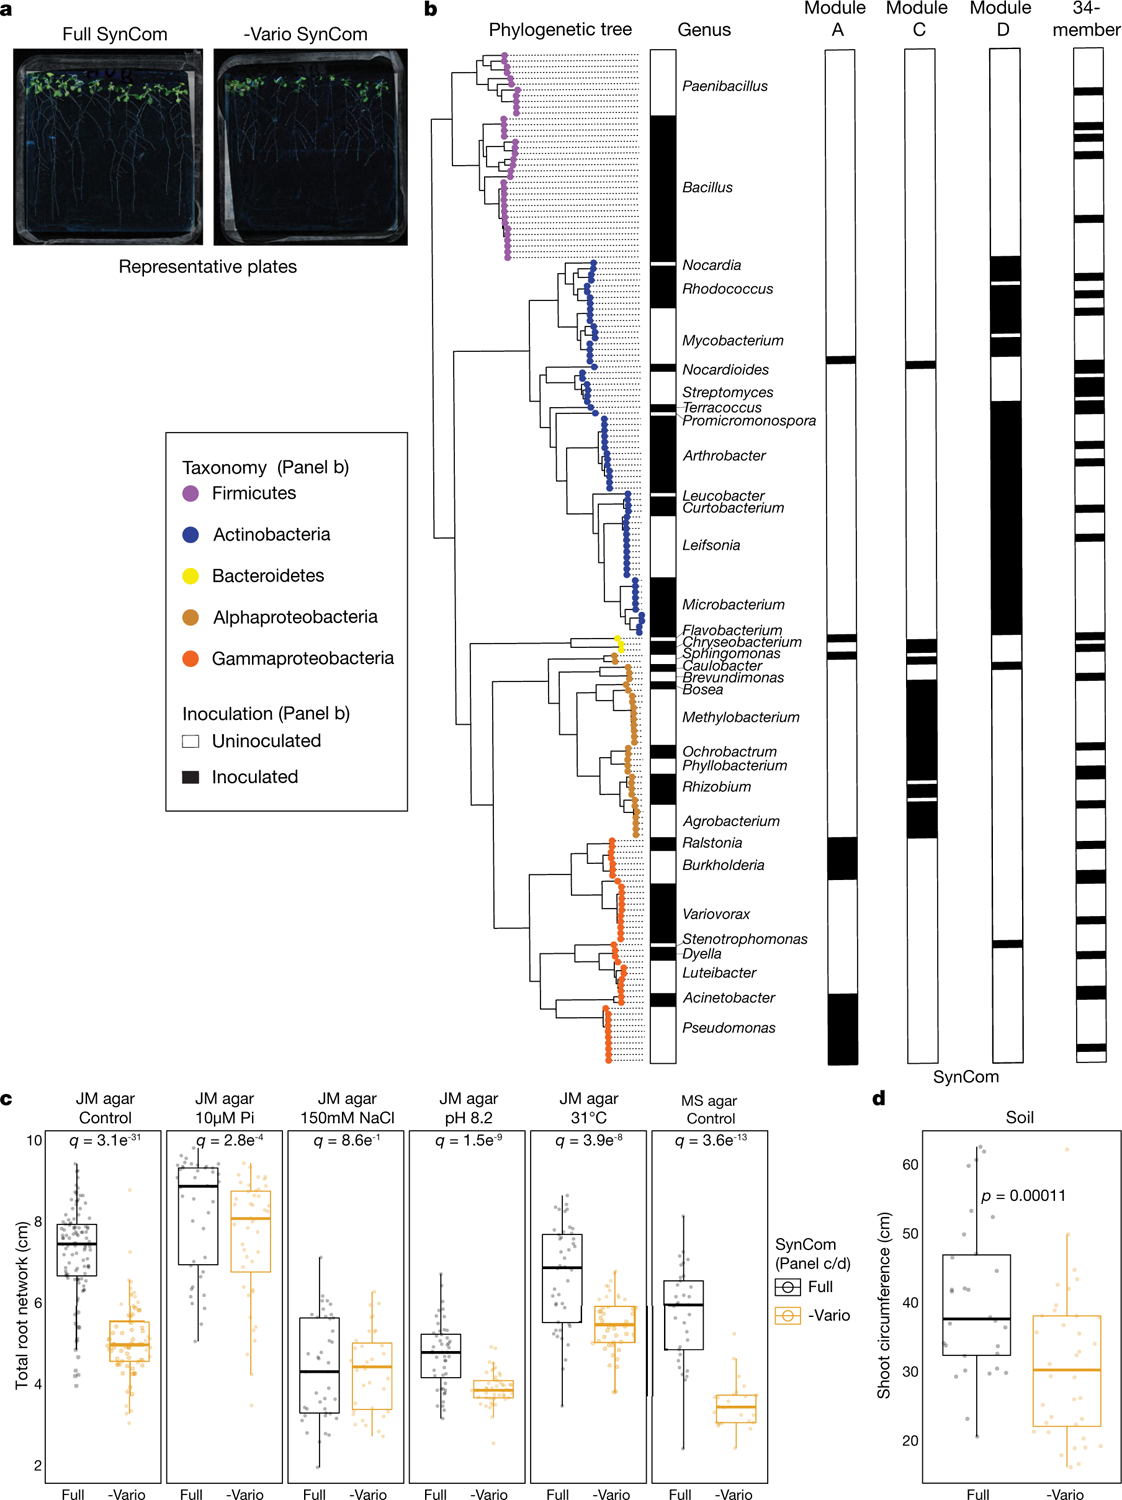
*Variovorax* maintain stereotypic plant growth. **a**, Representative plate images of plants grown with the full 185-member synthetic community (full SynCom) or the *Variovorax* drop-out community (−Vario SynCom) for 12 d. **b**, Bar graphs showing the isolate composition of synthetic communities composed by module A, module C, module D and a previously described^1^ 34-member synthetic community (34-member). Isolates are ordered according to the phylogenetic tree on the left. The tips of the phylogenetic tree are coloured on the basis of the genome-based taxonomy of each isolate. Presence of an isolate across the different synthetic communities is denoted by a black filled rectangle (labelled ‘inoculated’). **c**, Total root network quantification of *Arabidopsis* seedlings grown with the full synthetic community (full), or with the full synthetic community excluding *Variovorax* (−Vario), across different abiotic conditions: JM agar control, low phosphate (JM agar 10 μM Pi), high salt (JM agar 150 mM NaCl), high pH (JM agar pH 8.2) and high temperature (JM agar 31 °C), as well as half Murashige and Skoog medium (MS agar control). Significance was determined within each condition via ANOVA while controlling for experiment. *n* = 110, 77, 42, 44, 41, 35, 48, 49, 44, 45, 33 and 26 biological replicates across 2 independent experiments. **d**, Shoot circumference of plants grown in pots with potting soil with the full synthetic community or with the full synthetic community excluding *Variovorax*. Significance was determined within each condition via ANOVA while controlling for experiment. *n* = 30 and 36 biological replicates across 2 independent experiments.

**Extended Data Fig. 5 |:**
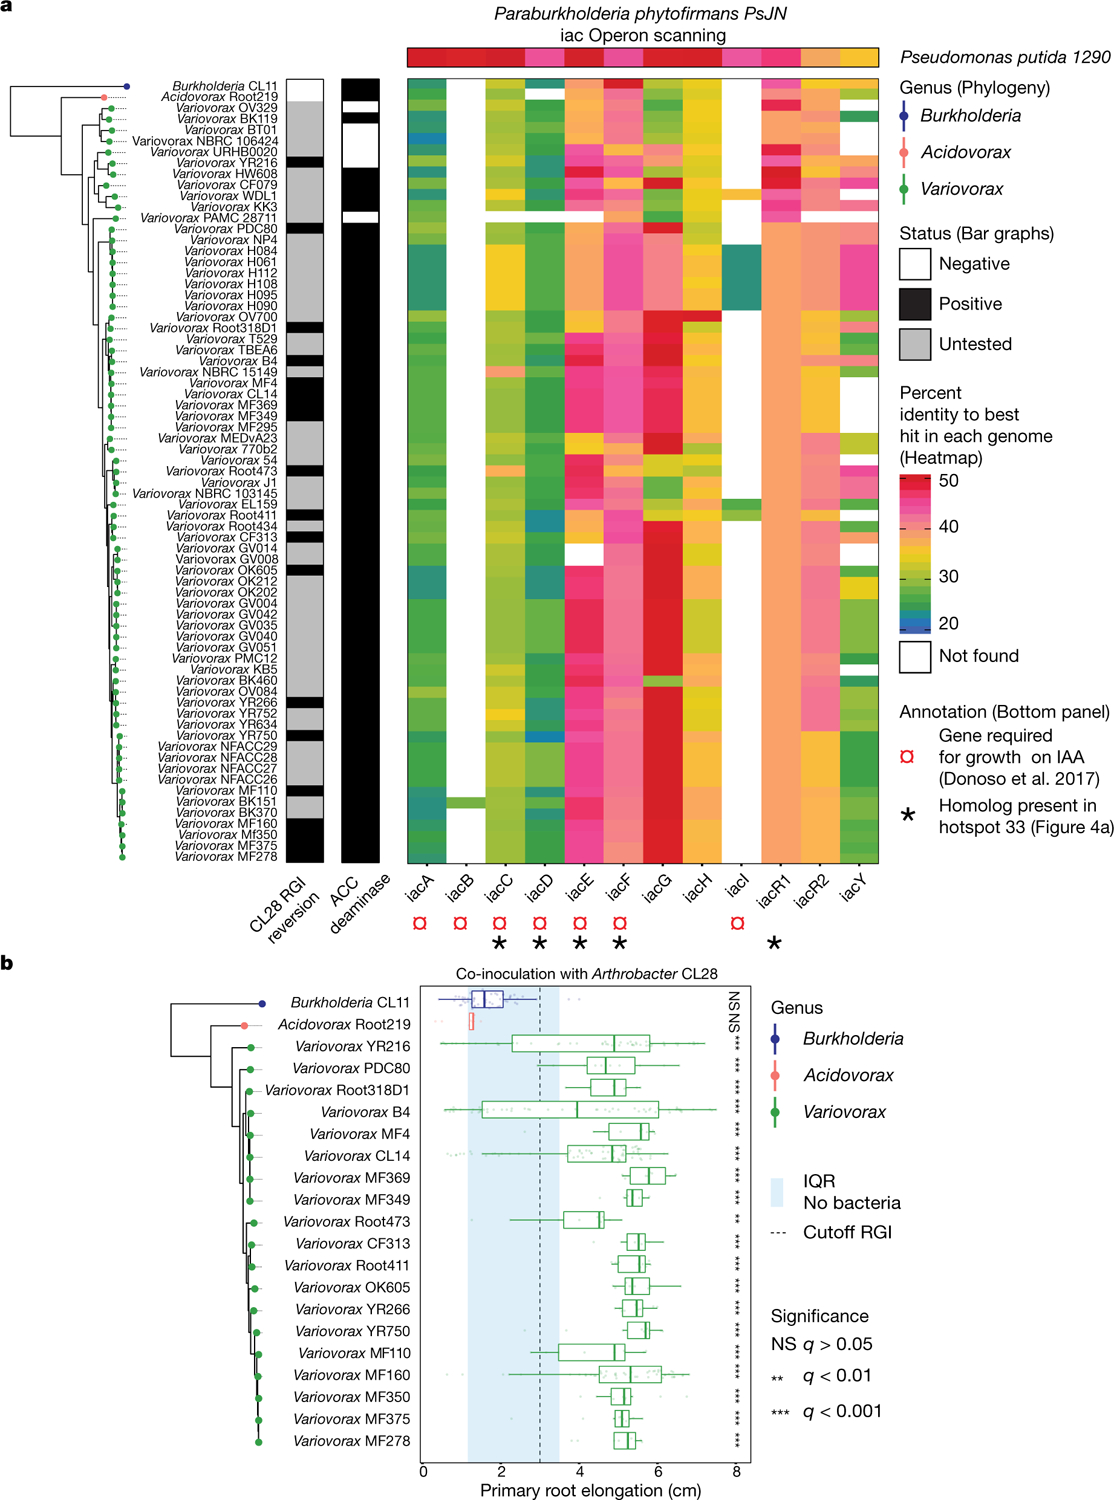
Reversion of RGI is prevalent across the *Variovorax* phylogeny. **a**, Phylogenetic tree of 69 publically available *Variovorax* genomes and 2 outgroup isolates, *Acidovorax* root 219 and *Burkholderia* CL11. The CL28 RGI reversion bar categorizes (positive, negative or untested) the ability of each isolate in the phylogeny to revert the RGI caused by *Arthrobacter* CL28. The ACC deaminase bar denotes the presence of the KEGG Orthology (KO) term KO1505 (1-aminocyclopropane-1-carboxylate deaminase) in each of the genomes. The heat map denotes the per cent identity of BLASTp hits in the genomes to the genes from the auxin-degrading *iac* operon in *Paraburkholderia phytophirmans*, described by ref.^17^. Synteny is not necessarily conserved, as these BLAST hits may be spread throughout the genomes. **b**,All tested *Variovorax* isolates reverted RGI. Phylogenetic tree of 19 *Variovorax* genomes and 2 outgroup isolates (*Acidovorax* root 219 and *Burkholderia* CL11) that were tested for their ability to revert the RGI imposed by *Arthrobacter* CL28. The blue vertical stripe denotes the IQR of plants treated solely with *Arthrobacter* CL28. The dotted vertical line denotes the 3-cm cut-off used to classify a treatment as an RGI. Each box plot is coloured according to the genus classification of each isolate. Significance was determined via ANOVA while controlling for experiment, letters correspond to a Tukey post hoc test. *n* = 59, 9, 55, 71, 10, 10, 10, 9, 10, 10, 57, 10, 10, 48, 10, 10, 10, 9, 10, 10 and 9 biological replicates across 2 independent experiments.

**Extended Data Fig. 6 |:**
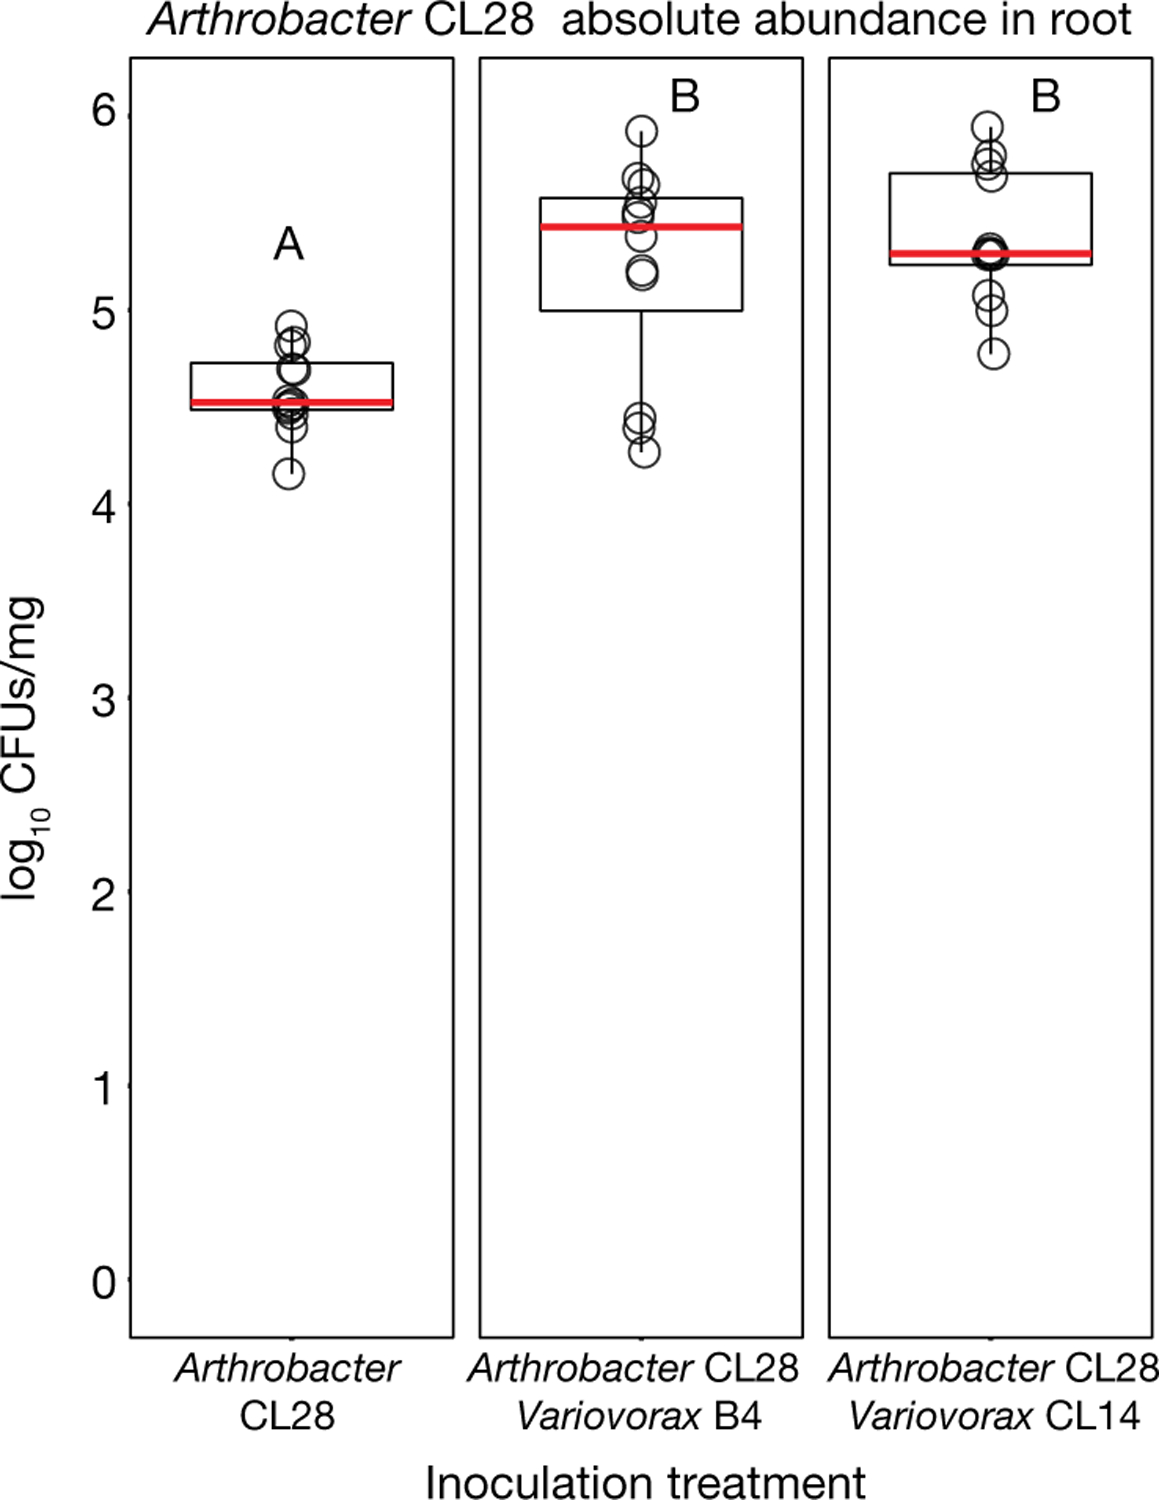
*Variovorax* does not compete with or antagonize RGI strains. To test whether *Variovorax* attenuates RGI by inhibiting the growth of RGI-inducing strains, we compared the bacterial relative abundance profiles in seedlings colonized with the full synthetic community to that of seedlings colonized with the *Variovorax* drop-out community. We found no changes in the abundances of RGI-inducing strains in response to the *Variovorax* drop-out (Fig. 2g). In addition, we measured in planta absolute abundance of *Arthrobacter* CL28 when inoculated alone or with two *Variovorax* representatives: *Variovorax* B4 and *Variovorax* CL14. Here we show log-transformed CFUs of *Arthrobacter* CL28 normalized to root weight. To selectively count *Arthrobacter* CL28, CFUs were counted on Luria Bertani (LB) agar plates containing 50 μg ml^−1^ of apramycin, on which neither *Variovorax* B4 nor *Variovorax* CL14 grow. *Arthrobacter* CL28 CFUs are not reduced in the presence of *Variovorax*. Notably, *Variovorax* account for only about 1.5% of the root community (Fig. 2h). These results rule out the possibility that *Variovorax* enforces stereotypic root growth by antagonizing or outcompeting RGI inducers. Significance was determined via ANOVA, letters correspond to a Tukey post hoc test. *n* = 12 biologically independent samples.

**Extended Data Fig. 7 |:**
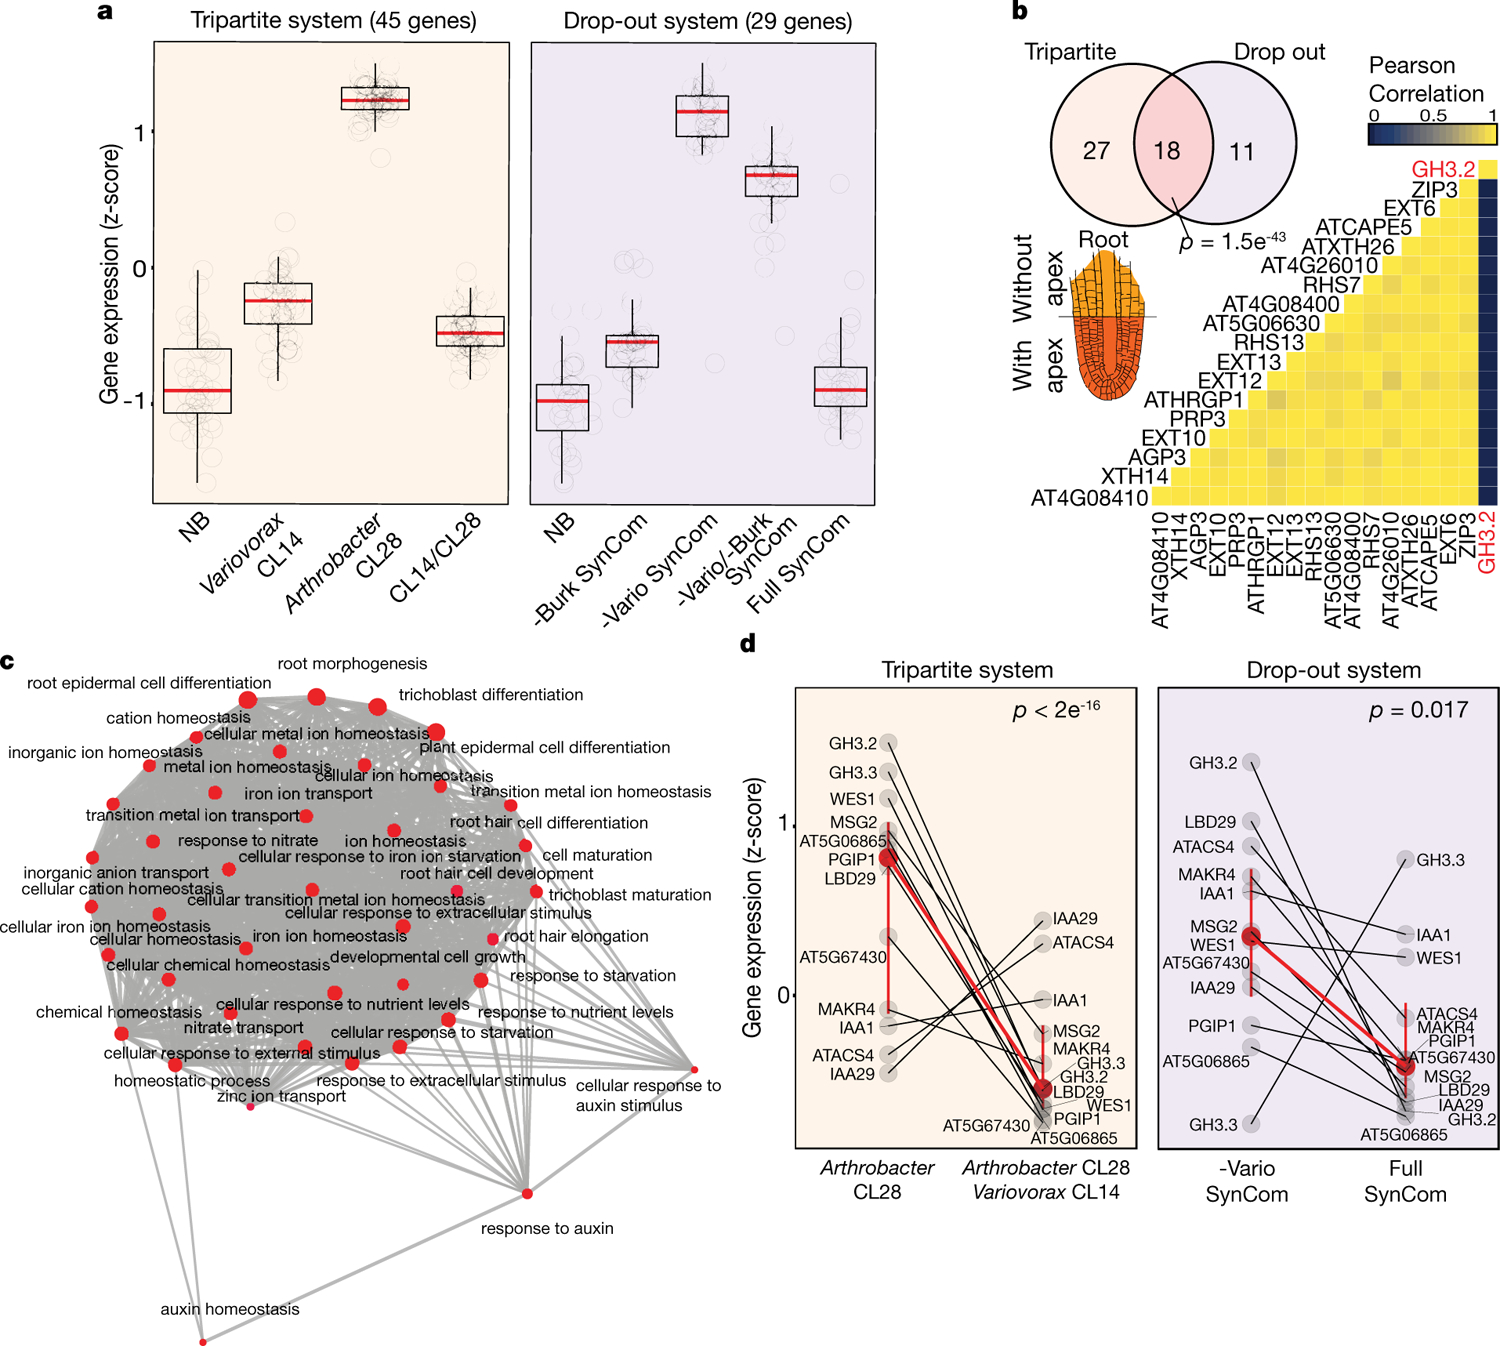
Auxin-responsive genes are induced in response to RGI strains. **a**, Box plots showing the average standardized expression of genes significantly induced only under RGI conditions (RGI-induced), across the following treatments. Left (tripartite system), uninoculated seedlings (NB) or seedlings inoculated with *Variovorax* CL14, *Arthrobacter* CL28 or both *Arthrobacter* CL28 and *Variovorax* CL14 (CL14/CL28). Right (drop-out system), uninoculated seedlings (NB), *Burkholderia* drop-out synthetic community (−Burk SynCom), *Variovorax* drop-out synthetic community (−Vario SynCom), *Variovorax* and *Burkholdria* drop-out synthetic community (−Vario −Burk SynCom) or the full synthetic community (full SynCom). RGI-induced genes are defined as genes that are significantly overexpressed in RGI treatments. Left, genes overexpressed in *Arthrobacter* CL28-inoculated seedling versus NB and in *Arthrobacter* CL28-inoculated seedlings versus CL14/CL28. Right, genes overexpressed in −Vario versus NB and in −Vario versus full. *n* = 3 (left); 5 (right). **b**, Venn diagram showing the overlap of enriched genes between the tripartite and drop-out systems. The heat map shows the pairwise correlation in expression of these 18 genes across tissues on the basis of the Klepikova Atlas^25^. Seventeen of the 18 genes show high correlation across the atlas, with the exception of the auxin-conjugating gene *GH3.2*. A root apex diagram from the *Arabidopsis* eFP Browser (http://bar.utoronto.ca/efp/cgi-bin/efpWeb.cgi)^68^ is shown, illustrating the spatial distribution of transcripts from the 17 highly correlated root apex-associated genes in the Klepikova Atlas^25^. Significance of the overlap of enriched genes was determined via hypergeometric test. **c**, RGI-related genes share gene ontologies. Network of statistically significant gene ontology terms contained within the 18 overlapping RGI-induced genes (**a**, **b**). The network was computed using the emapplot function from the package clusterProfiler in R. A *P* value for terms across the gene ontology was computed using a hypergeometric test (only significant ontologies are shown). Point size (gene ontology term) denotes the number of genes mapped to that particular term. **d**, Standardized expression of 12 late-responsive auxin genes^26^ across the tripartite and drop-out systems. Each dot represents a gene. Identical genes are connected between bacterial treatments with a black line. Mean expression (95% confidence intervals) of the aggregated 12 genes in each treatment is highlighted in red and connected between bacterial treatments with a red line. Significance was calculated using a resampling approach, in which we compared the calculated difference between means across groups. After 10,000 resamplings, we calculated the *P* value by comparing the distribution of means calculated against the real observed differences between means.

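The z-scores of the 31 RGI-induced genes of the drop-out system were averaged over the genes in each library. The mean per treatment was 1.26 ± 0.16 (SD, n = 3) in −Vario, 0.68 ± 0.50 (SD, n = 3) in −Vario −Burk, −0.42 ± 0.33 (SD, n = 3) in −Burk, −0.74 ± 0.21 (SD, n = 3) in full and −0.78 ± 0.44 (SD, n = 3) in NB. With each gene first averaged over the libraries of a treatment, the medians of the 31 genes were 1.258, 0.804, −0.404, −0.811 and −0.802 in that order. The genes were chosen on −Vario, full and NB, so only −Vario −Burk and −Burk are free of that choice. In −Vario −Burk, 11 of the 31 genes were higher than in full and 25 higher than in NB by edgeR's quasi-likelihood test, and 30 had a log2 fold change above 0 relative to full, with a median of 1.18. In −Burk, none of the 31 genes was higher than in full by edgeR or by DESeq2, 4 had an unadjusted p below 0.05 in that direction, and 4 were higher than in NB by edgeR. The log2 fold change of −Burk relative to full was above 0 in 27 genes, with a median of 0.27. Because these contrasts share the NB and full libraries with the choice of genes, counts of all 15 libraries were simulated 50 times. Full, −Burk and −Vario −Burk were given the same level, pooled over their libraries, and NB and −Vario their own observed levels. The simulated level of full thus holds part of any rise in −Vario −Burk. Between 129 and 208 genes were chosen in a simulation, against 31 in the data. The simulation does not reproduce that number, and the shares are taken over sets of different size. Relative to full, at most 1.33% of the genes chosen in a simulation were called in −Vario −Burk, against 35.5% observed, and the median log2 fold change was at most 0.182. Relative to NB, between 19.1% and 31.7% were called in −Vario −Burk, against 80.6% observed. In −Burk, between 20.7% and 35.3% were called relative to NB, against 12.9% observed, and the simulated median log2 fold change relative to full was at most 0.176. With RGI-induced genes defined again without a library, the number called in −Vario −Burk relative to full rested on single libraries. None were called without −Vario −Burk replicate 2, without −Vario −Burk replicate 3 or without full replicate 3, 2 without full replicate 2, 7 without −Vario replicate 3, 17 without −Burk replicate 3, 18 without NB replicate 3, and 20 without −Vario −Burk replicate 1 or without −Burk replicate 1.

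**Figure D3:**
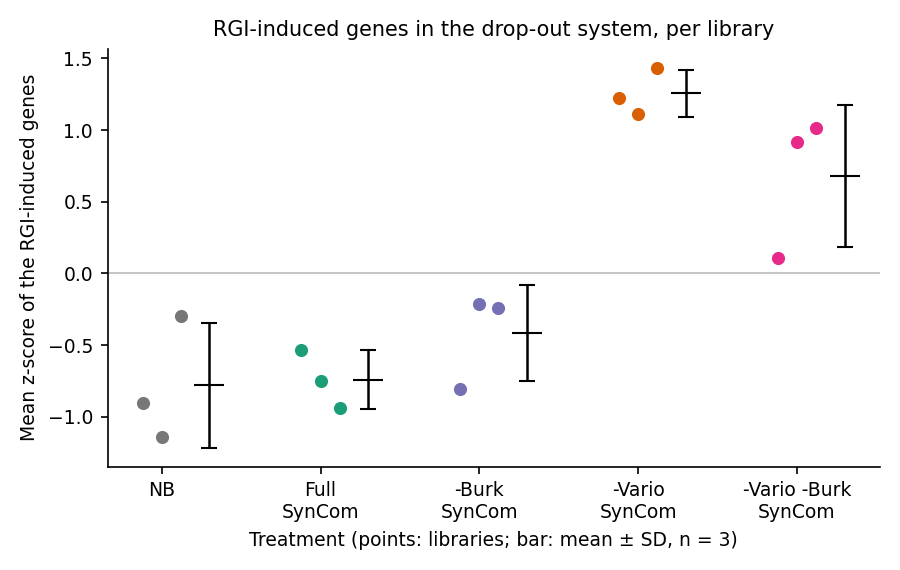
Mean z-score of the 31 RGI-induced genes (vertical axis, no unit) in each library of the 5 treatments, with the mean and SD of the 3 libraries beside the points. The −Vario libraries lie between 1.11 and 1.44, above all libraries of NB, full and −Burk.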

**Extended Data Fig. 8 |:**
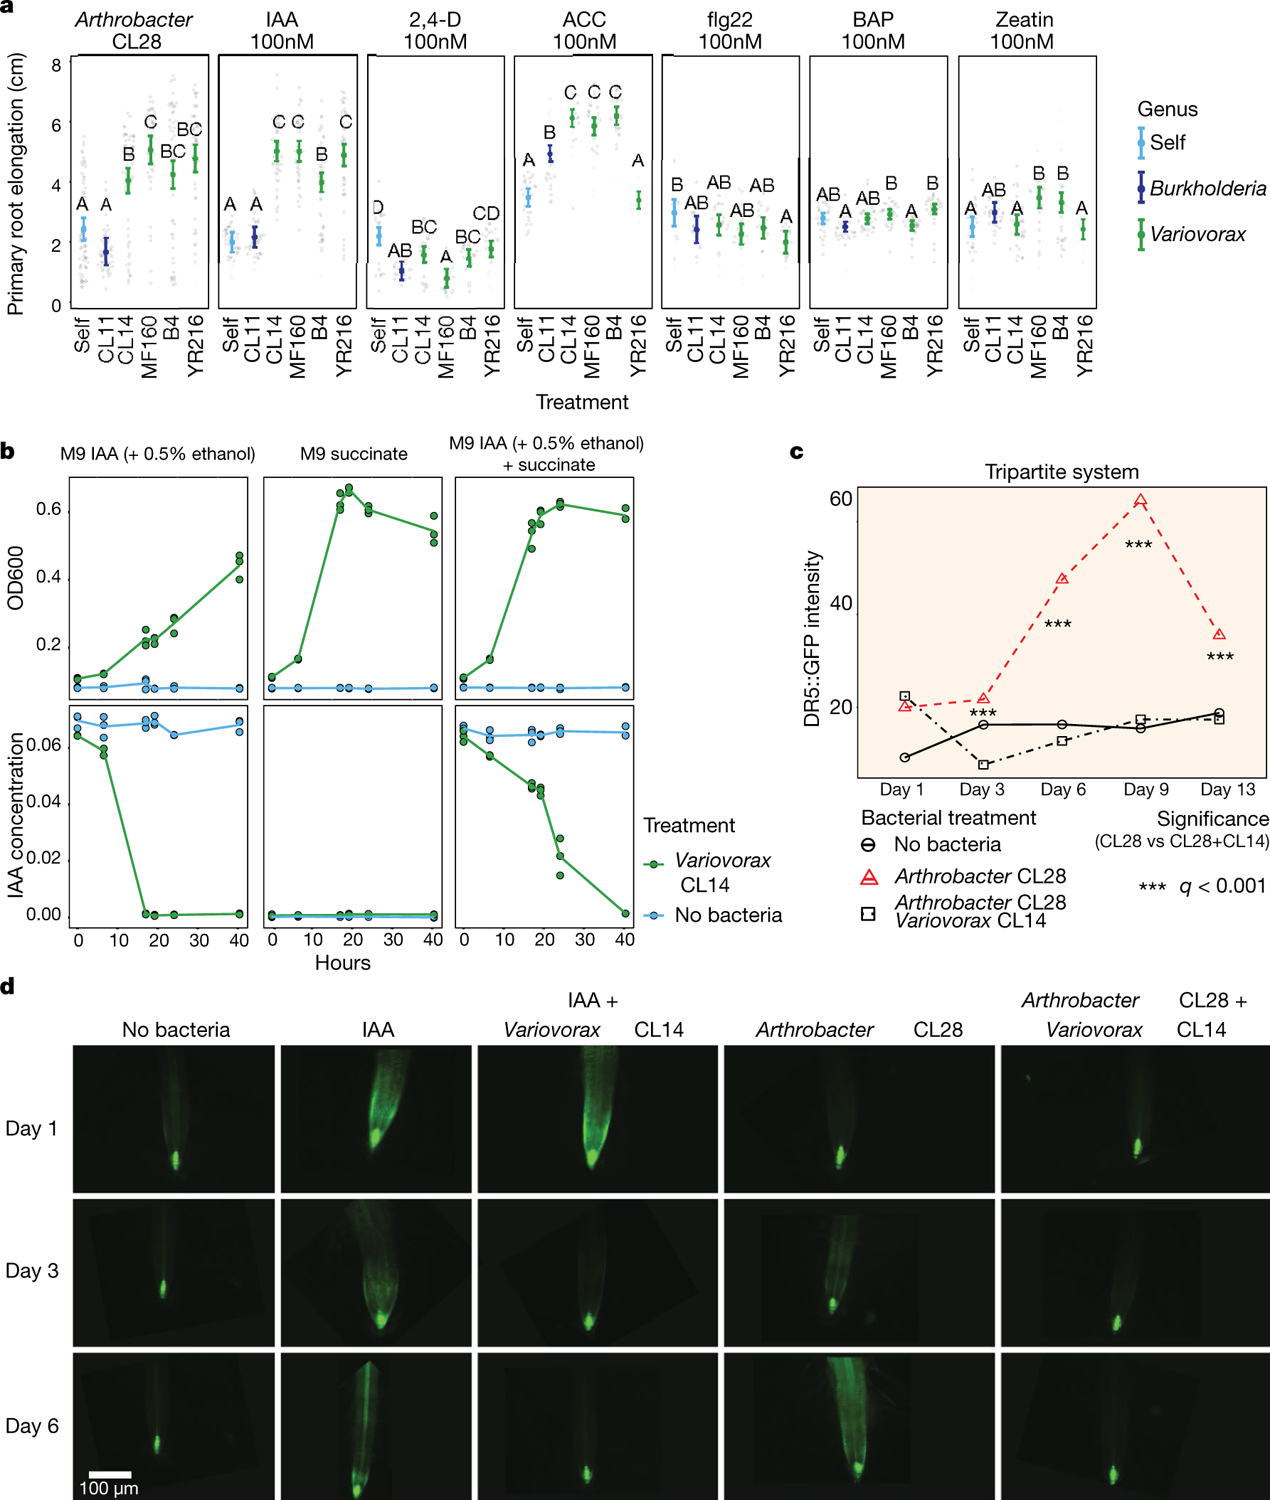
*Variovorax* degrades auxin and quenches auxin perception by the plant. **a**, Primary root elongation of seedlings grown with six hormonal or microbial-associated molecular pattern RGI treatments (panels) individually (self) or with either *Burkholderia* CL11 or each of four *Variovorax* isolates (CL14, MF160, B4 and YR216). Significance was determined via ANOVA within each panel; letters correspond to a Tukey post hoc test. *n* = 74, 46, 61, 48, 49, 49, 45, 44, 46, 43, 49, 40, 22, 19, 22, 19, 20, 25, 28, 30, 29, 29, 29, 29, 12, 12, 21, 20, 19, 18, 26, 30, 30, 29, 30, 30, 29, 30, 30, 26, 29 and 28 biological replicates across 2 independent experiments. **b**, *Variovorax* degrades auxin. Growth curves showing optical density at OD_600_ (top) and IAA concentrations (mg ml^−1^) (bottom) in *Variovorax* CL14 cultures grown in M9 medium with different carbon sources. Left, IAA (+ 0.5% ethanol as solvent); middle, succinate; right, succinate and IAA (+ 0.5% ethanol as solvent). **c**, *Variovorax* quenches induction of the auxin bioreporter *DR5::GFP*. Quantification of GFP intensity in *DR5::GFP Arabidopsis* seedlings grown with no bacteria, *Arthrobacter* CL28 and *Arthrobacter* CL28 + *Variovorax* CL14. GFP fluorescence was imaged 1, 3, 6, 9 and 13 d after inoculation, and quantified in the root elongation zone. Significance was determined via ANOVA within each time point, while controlling for experiment, and denoted with asterisks. *n* = 20 biological replicates across 2 independent experiments. **d**, Representative primary root images of *DR5::GFP* plants quantified in **c**, showing roots from 1, 3 and 6 d after inoculation. In addition to the bacterial treatments shown in **c**, an exogenous IAA control is shown (IAA, second column), as well as IAA-treated plants inoculated with *Variovorax* CL14, illustrating that IAA-induced fluorescence is quenched in the presence of *Variovorax* CL14 within 3 d.

**Extended Data Fig. 9 |:**
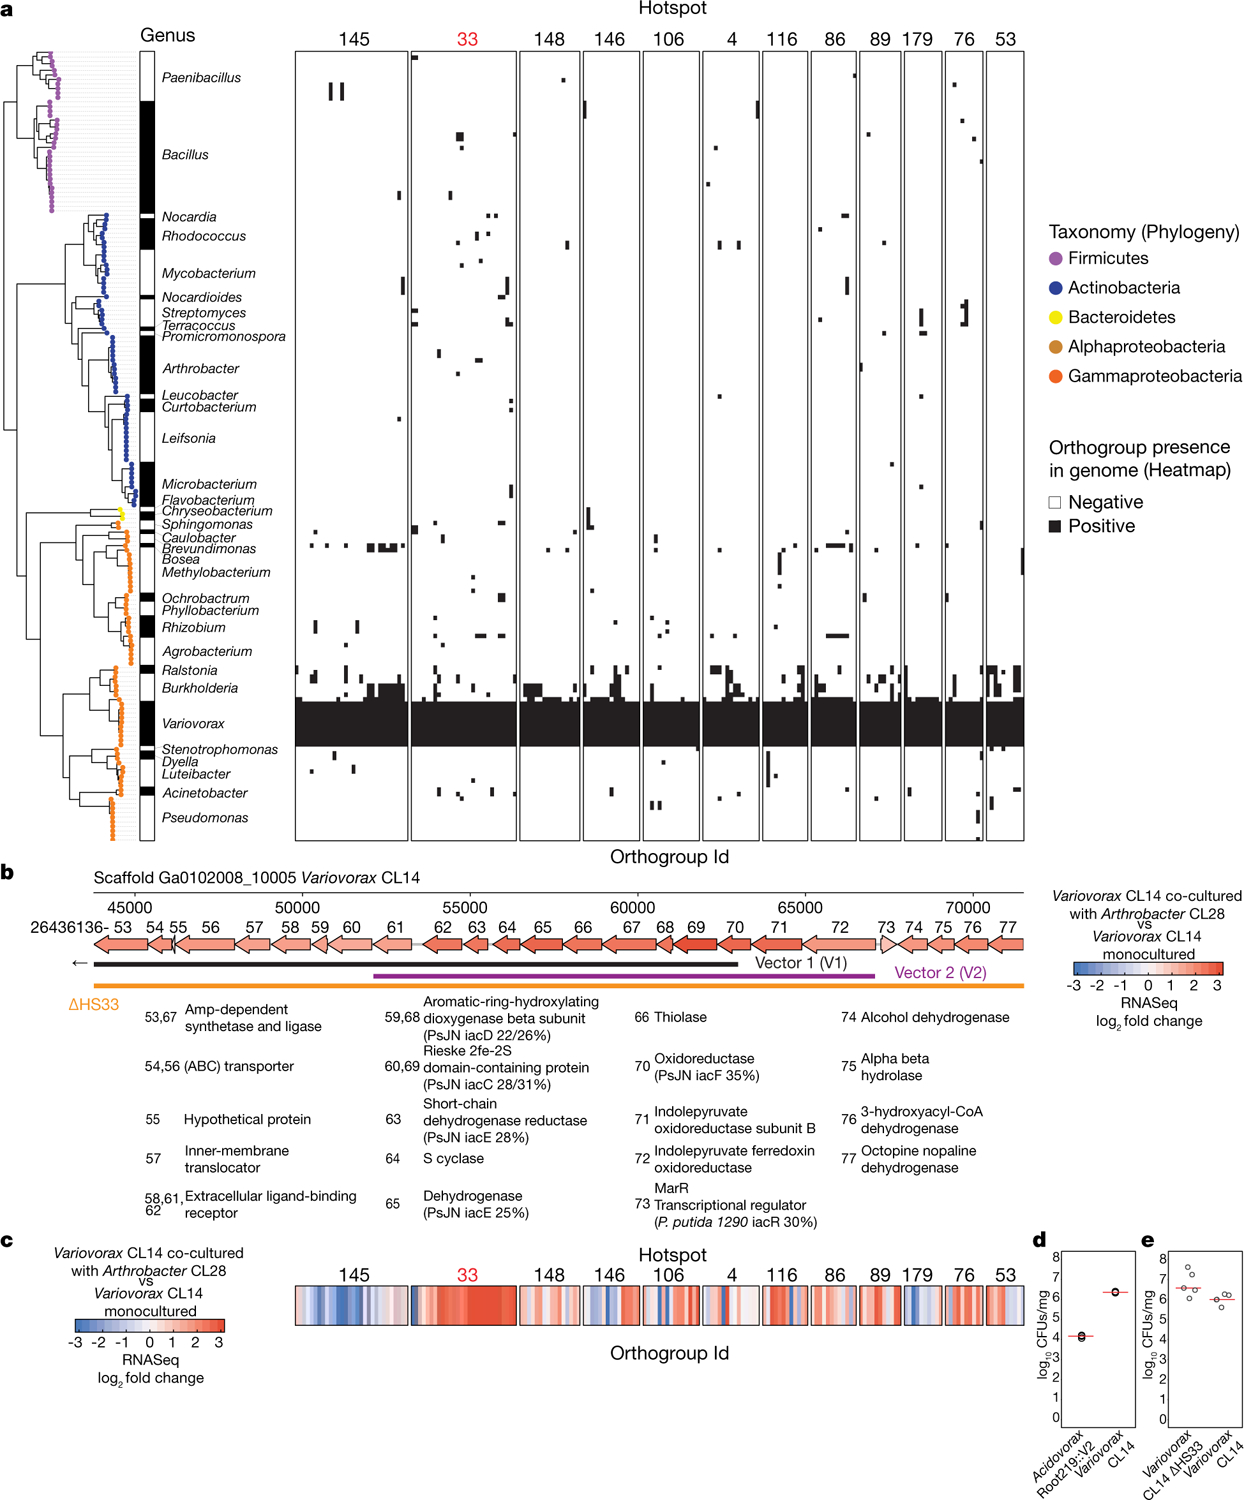
Detection of CL28-responsive *Variovorax*-unique operons. **a**, Presence–absence matrix denoting the distribution of 12 *Variovorax*-unique hotspots containing at least 10 genes across the 185 members of the synthetic community. Hotspots are defined using the *Variovorax* CL14 genome as a reference. Phylogeny of the 185 members of the synthetic community is shown to the left of the matrix. We determined the presence of an orthogroup based on a hidden Markov model profile scanning of each core *Variovorax* (genus) orthogroup across the 185 genomes in the synthetic community. **b**, A map of the auxin-degrading hotspot 33. Genes are annotated with the last two digits of their IMG gene identifier (26436136XX) and their functional assignments are shown below the map, including per cent identity of any to genes from a known auxin degradation locus. Genes are coloured by the log_2_-transformed fold change in their transcript abundance in *Variovorax* CL14 cocultured with *Arthrobacter* CL28 versus *Variovorax* CL14 monoculture, as measured by RNA-seq (shown in **c**). The overlap of this region with vectors 1 and 2 and the region knocked out in *Variovorax* CL14 ΔHS33 are shown below the map. Vector 1 extends beyond this region. **c**, Results of RNA-seq on *Variovorax* CL14 transcripts. *Variovorax* CL14 was cocultured with *Arthrobacter* CL28 versus *Variovorax* CL14 monoculture. Only *Variovorax-* unique genomic hotspots are presented, aligned with the genes in **a**. Genes are coloured by the log_2_-transformed fold change in their transcript abundance in *Variovorax* CL14 cocultured with *Arthrobacter* CL28 vs *Variovorax* CL14 monoculture. Note uniform upregulation of genes in cluster 33. **d**, log-transformed CFUs of *Variovorax* CL14 or with the *Acidovorax* gain-of-function strain *Acidovorax* root219::V2 normalized to root weight. Each of these two strains was co-inoculated with *Arthrobacter* CL28 onto 7-d-old seedlings and collected after 12 d of growth. CFU counts were determined on LB plates containing 100 μg ml^−1^ ampicillin, for which *Arthrobacter* CL28 is susceptible and *Variovorax* CL14 and *Acidovorax* root219::V2 are naturally resistant. *n* = 3 biologically independent samples. Significance was determined using a two-sided Student’s *t*-test. *P* = 2.57 × 10^−5^. Line represents median. **e**, log-transformed CFUs of *Variovorax* CL14 or of the loss-of-function strain *Variovorax* CL14 ΔHS33 normalized to root weight. Each of these two strains was inoculated individually onto 7-d-old seedlings and collected after 12 d of growth. CFU counts were determined on LB plates. *n* = 5 biologically independent samples. Significance was determined using a two-sided Student’s *t*-test. *P* = 0.049 (mutant is slightly higher). Red lines represent median.

**Extended Data Fig. 10 |:**
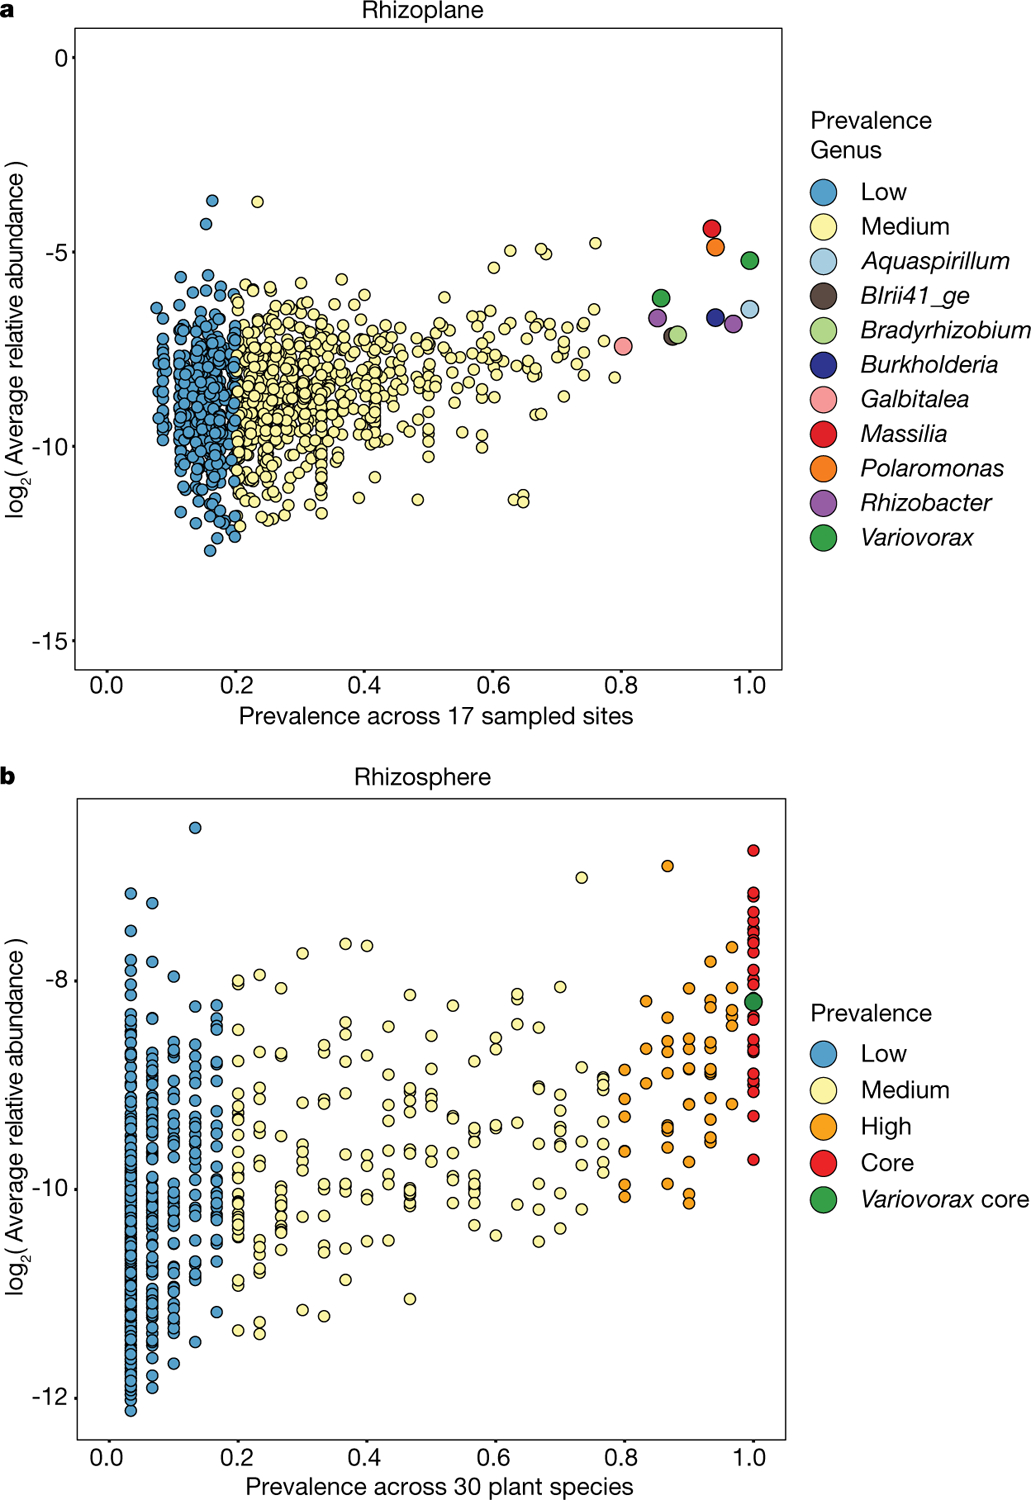
*Variovorax* are highly prevalent across naturally occurring *Arabidopsis* microbiomes and across 30 plant species. **a**, Correlation plot of data reanalysed from ref.^6^, comparing bacterial ASV prevalence to log-transformed relative abundance in *A. thaliana* rhizoplane samples taken across 3 years in 17 sites in Europe. **b**, Correlation plot of data reanalysed from ref.^4^, comparing bacterial ASV prevalence to log-transformed relative abundance across 30 phylogenetically diverse plant species grown in a common garden experiment.

## Supplementary Material

Supplementary Tables

## Figures and Tables

**Fig. 1 |:**
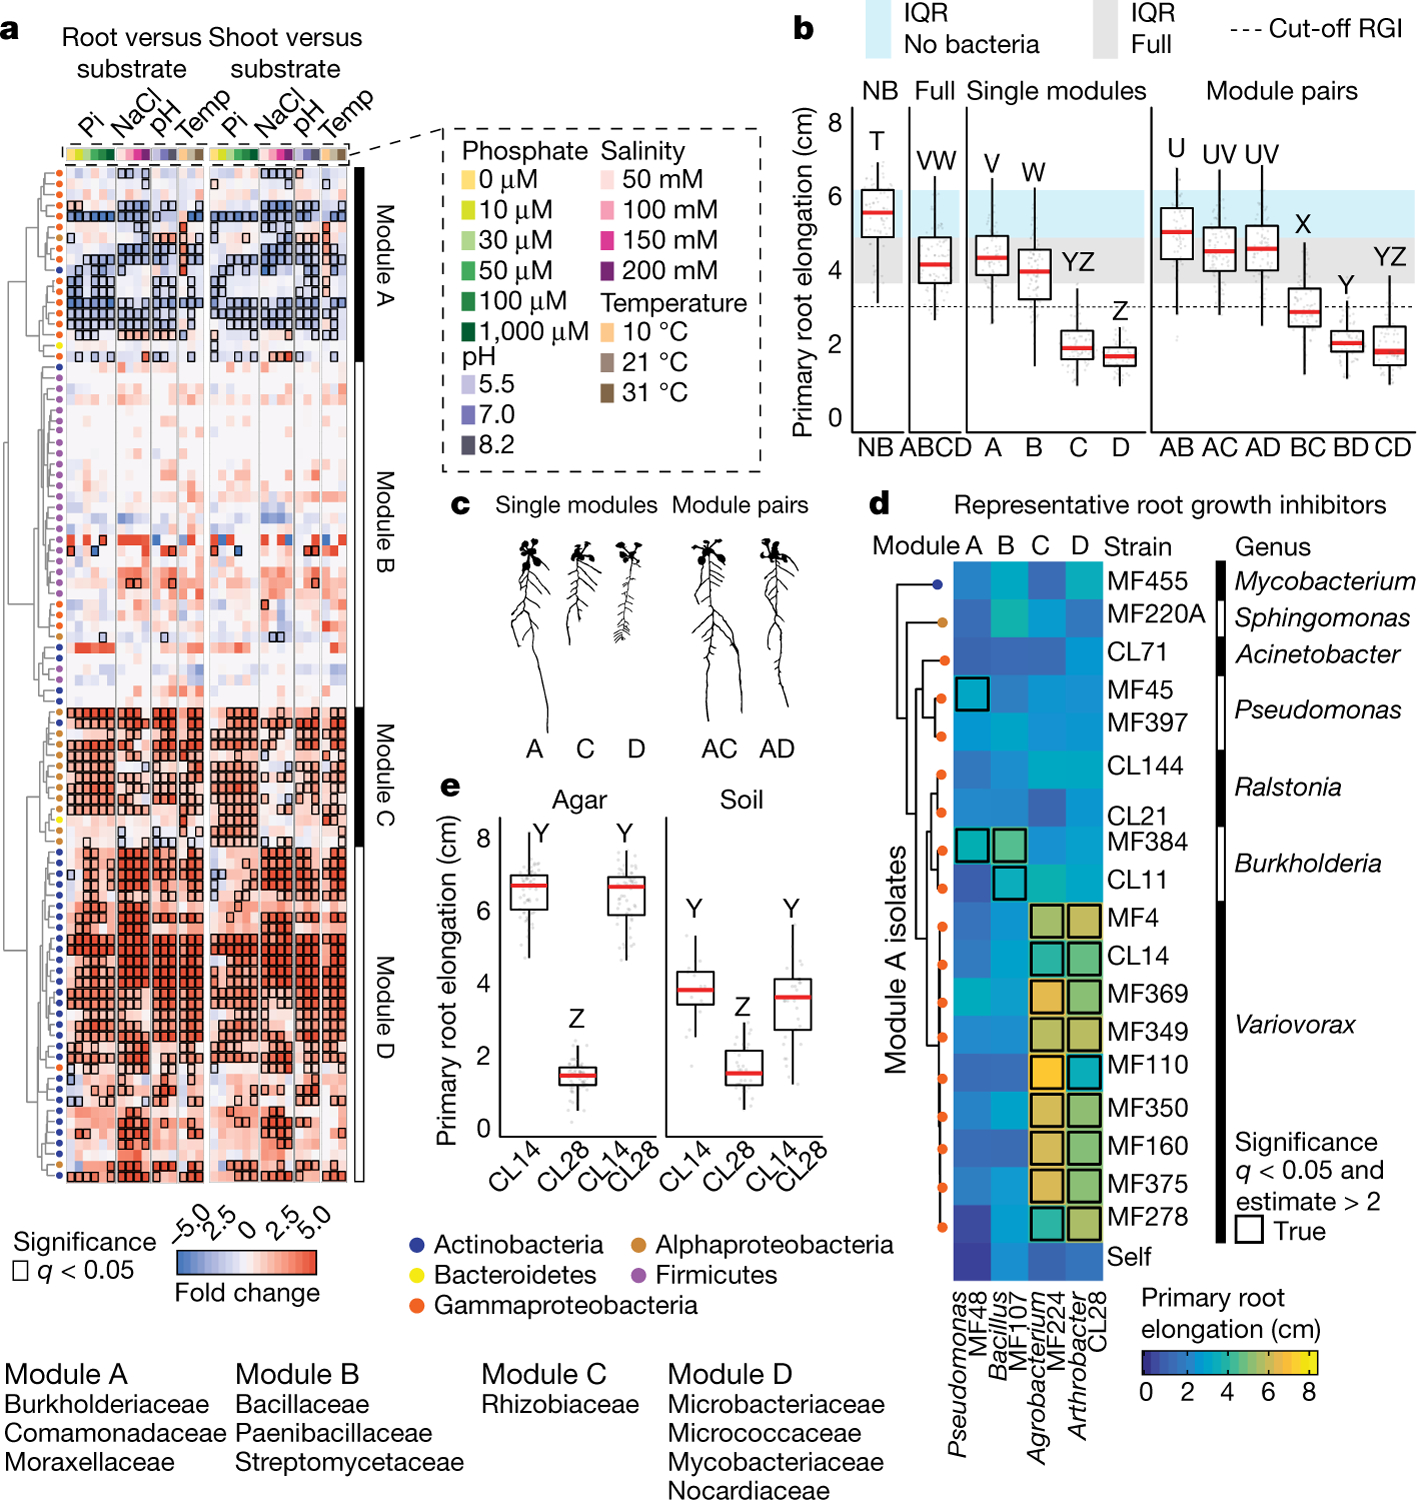
*Arabidopsis* root length is governed by bacteria–bacteria interactions within a community. **a**, Fraction enrichment patterns of the synthetic community across abiotic gradients. Each row represents a unique sequence. The four modules of co-occurring strains (A, B, C and D) are represented. Dendrogram tips are coloured by taxonomy. Heat maps are coloured by log_2_-transformed fold changes derived from a fitted generalized linear model and represent enrichments in plant tissue (root or shoot) compared with substrate. Comparisons with false-discovery-rate (FDR)-corrected *q*-value < 0.05 are contoured in black. Enriched families within each module are listed below the heat map. *n* = 6 biological replicates across 2 independent experiments. Pi, inorganic phosphate; temp, temperature. **b**, Primary root elongation of seedlings grown axenically (no bacteria, NB), with the full synthetic community (ABCD) or its subsets: modules A, B, C and D alone (single modules), and all pairwise combination of modules (module pairs). Significance was determined via analysis of variance (ANOVA); letters correspond to a Tukey post hoc test. *n* = 75, 89, 68, 94, 87, 77, 76, 96, 82, 84, 89 and 77 (from left to right) biological replicates across 2 independent experiments. **c**, Binarized image of representative seedlings inoculated with modules A, C and D, and with module combinations A–C and A–D. **d**, Heat map coloured by average primary root elongation of seedlings inoculated with four representative RGI-inducing strains from each module (columns A–D) in combination with isolates from module A (rows) or alone (self). Significance was determined via ANOVA. **e**, Primary root elongation of seedlings inoculated with *Arthrobacter* CL28 and *Variovorax* CL14 individually or jointly across two substrates. Significance was determined via ANOVA, letters are the results of a Tukey post hoc test. *n* = 64, 64, 63, 17, 36 and 33 (from left to right) biological replicates across 2 independent experiments. In all box plots, the centre line represents the median, box edges show the 25th and 75th percentiles, and whiskers extend to 1.5× the interquartile range (IQR).

**Fig. 2 |:**
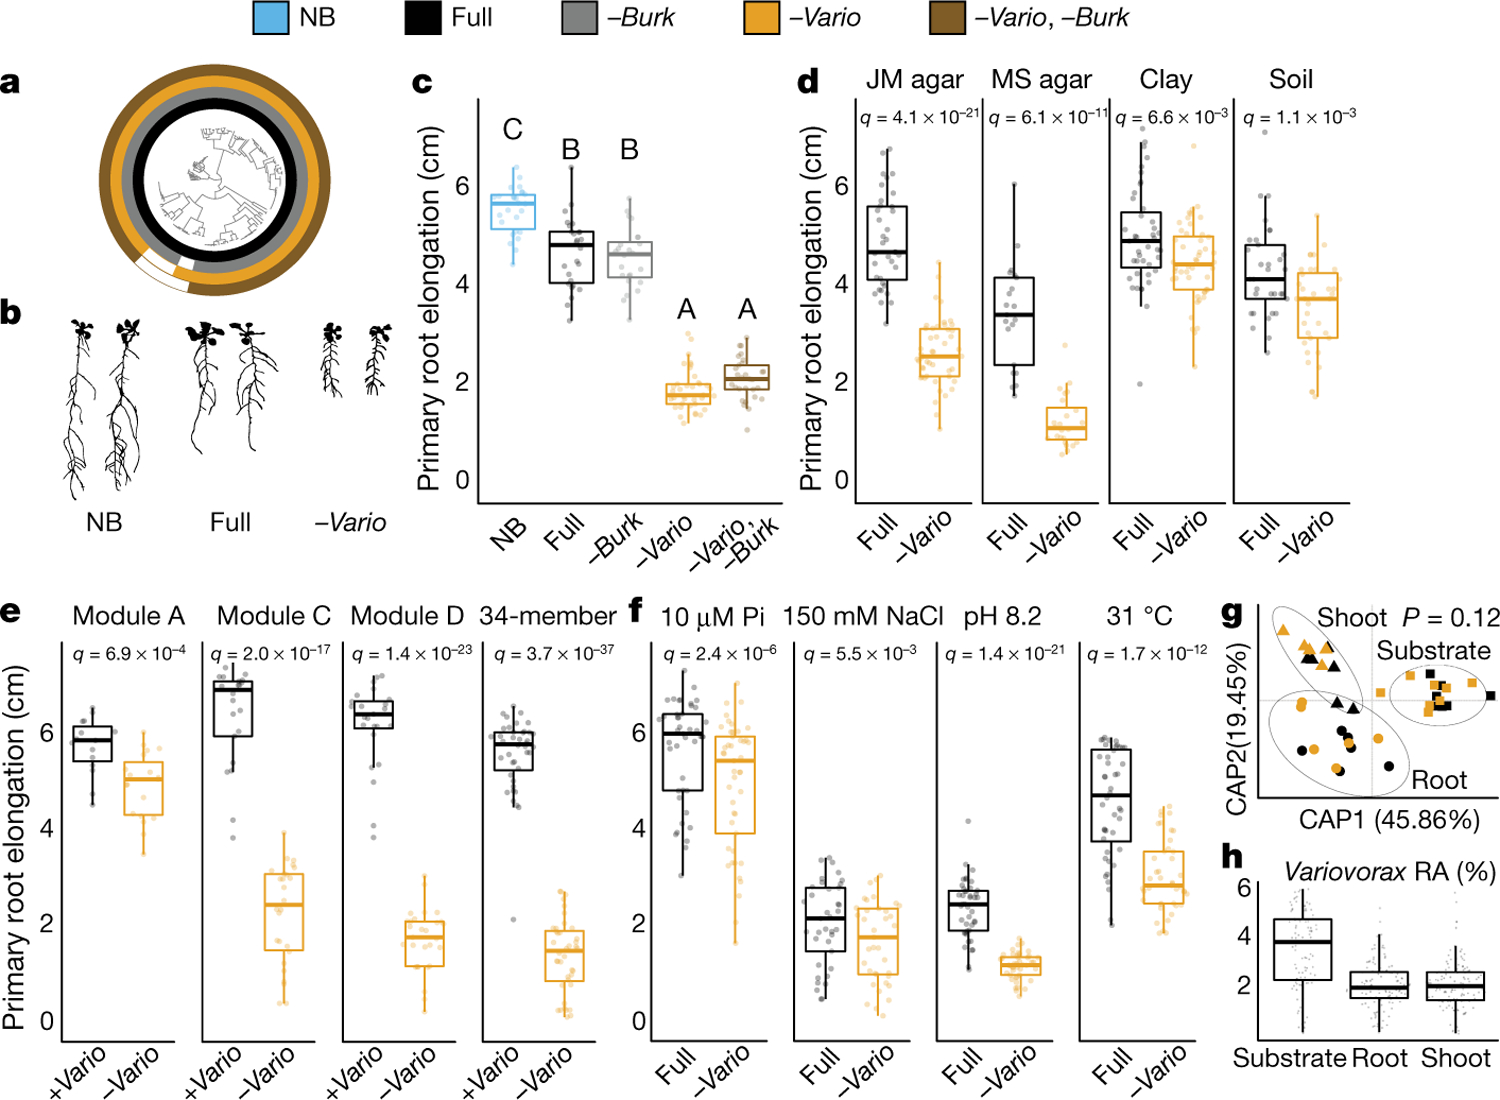
*Variovorax* maintains stereotypic root development. **a**, Phylogenetic tree of 185 bacterial isolates. Concentric rings represent isolate composition of each synthetic community treatment. NB, uninoculated (no bacteria); full, full synthetic community; −*Burk*, *Burkholderia* drop-out; −*Vario*, *Variovorax* drop-out; −*Vario*, −*Burk*, *Burkholderia* and *Variovorax* drop-out. **b**, Binarized image of representative seedlings inoculated or not with the full synthetic community or the *Variovorax* drop-out synthetic community. **c**, Primary root elongation of seedlings grown axenically (NB) or inoculated with the different synthetic community treatments outlined in **a**. Significance was determined via ANOVA, letters correspond to a Tukey post hoc test. *n* = 26, 26, 24, 37 and 29 (from left to right) biological replicates. **d**, Primary root elongation of seedlings inoculated with the full synthetic community or with the *Variovorax* drop-out synthetic community across different substrates: Johnson medium (JM) agar, Murashige and Skoog (MS) agar, sterilized clay or potting soil. *n* = 36, 47, 21, 24, 43, 48, 33 and 36 (from left to right) biological replicates across 2 independent experiments. **e**, Primary root elongation of seedlings inoculated with four subsets of the full synthetic community (module A, C, D or a previously described 35-member synthetic community with its single *Variovorax* strain removed (34-member)^1^), with (+*Vario*) or without (−*Vario*) *Variovorax* isolates. *n* = 40, 40, 15, 19, 22, 26, 25 and 29 (from left to right) biological replicates across 2 independent experiments. **f**, Primary root elongation of seedlings inoculated with the full synthetic community or with the *Variovorax* drop-out synthetic community across different abiotic stresses: low phosphate, high salt, high pH and high temperature. *n* = 43, 45, 37, 37, 43, 44, 44 and 43 (from left to right) biological replicates across 2 independent experiments. Significance was determined within each condition via ANOVA in **d**, **f**, and with a two-sided *t*-test in **e**. FDR-adjusted *P* values are displayed. **g**, Canonical analysis of principal coordinates (CAP) scatter plots comparing the compositions of the full synthetic community and *Variovorax* drop-out synthetic community (colour code as in **a**) across fractions (substrate (squares), root (circles) and shoot (triangles)). Permutational multivariate ANOVA (PERMANOVA) *P* value is shown. *n* = 7 (substrate + full), 8 (substrate + −*Vario*), 6 (root + full), 6 (root + −*Vario*), 5 (shoot + full) or 5 (shoot + −*Vario*). **h**, Relative abundance (RA) of the *Variovorax* genus within the full synthetic community across the agar, root and shoot fractions. *n* = 127, 119 and 127 biological replicates for agar, root and shoot, respectively, across 16 independent experiments.

**Fig. 3 |:**
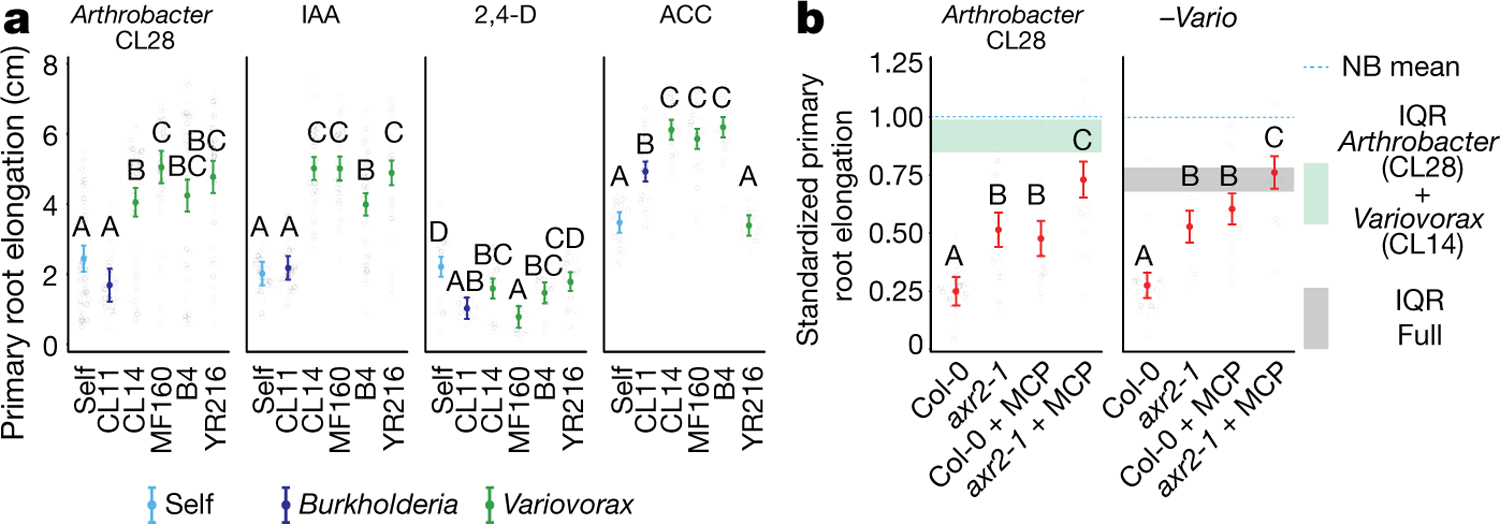
*Variovorax* suppression of RGI is related to auxin and ethylene signalling. **a**, Primary root elongation of seedlings grown with RGI-inducing *Arthrobacter* CL28 or three hormonal treatments (100 nM IAA, 2,4-dichlorophenoxyacetic acid (2,4-D) or ACC), individually (self) or with *Burkholderia* CL11 or one of four *Variovorax* isolates (CL14, MF160, B4 or YR216). Significance was determined within each treatment via ANOVA; letters correspond to a Tukey post hoc test. *n* = 74, 46, 61, 48, 49, 49, 45, 44, 46, 43, 49, 40, 22, 19, 22, 19, 20, 25, 28, 30, 29, 29, 29 and 29 (from left to right) biological replicates across 2 independent experiments. **b**, Primary root elongation, standardized to axenic conditions, of wild-type (Col-0), auxin-unresponsive (*axr2-1*), ethylene-unresponsive (Col-0 + MCP) or auxin- and ethylene-unresponsive (*axr2-1* + MCP) seedlings inoculated with RGI-inducing *Arthrobacter* CL28 or the *Variovorax* drop-out synthetic community (−*Vario*). The blue dotted line marks the relative mean length of uninoculated seedlings. Horizontal shading is the IQR of seedlings grown with *Arthrobacter* CL28 +*Variovorax* CL14 (aqua) or the full synthetic community (grey). Significance was determined via ANOVA; letters correspond to a Tukey post hoc test. *n* = 37, 25, 24, 23, 35, 21, 22 and 20 (from left to right) biological replicates across 2 independent experiments. In **a**, **b**, data represent the mean ± 95% confidence interval.

**Fig. 4 |:**
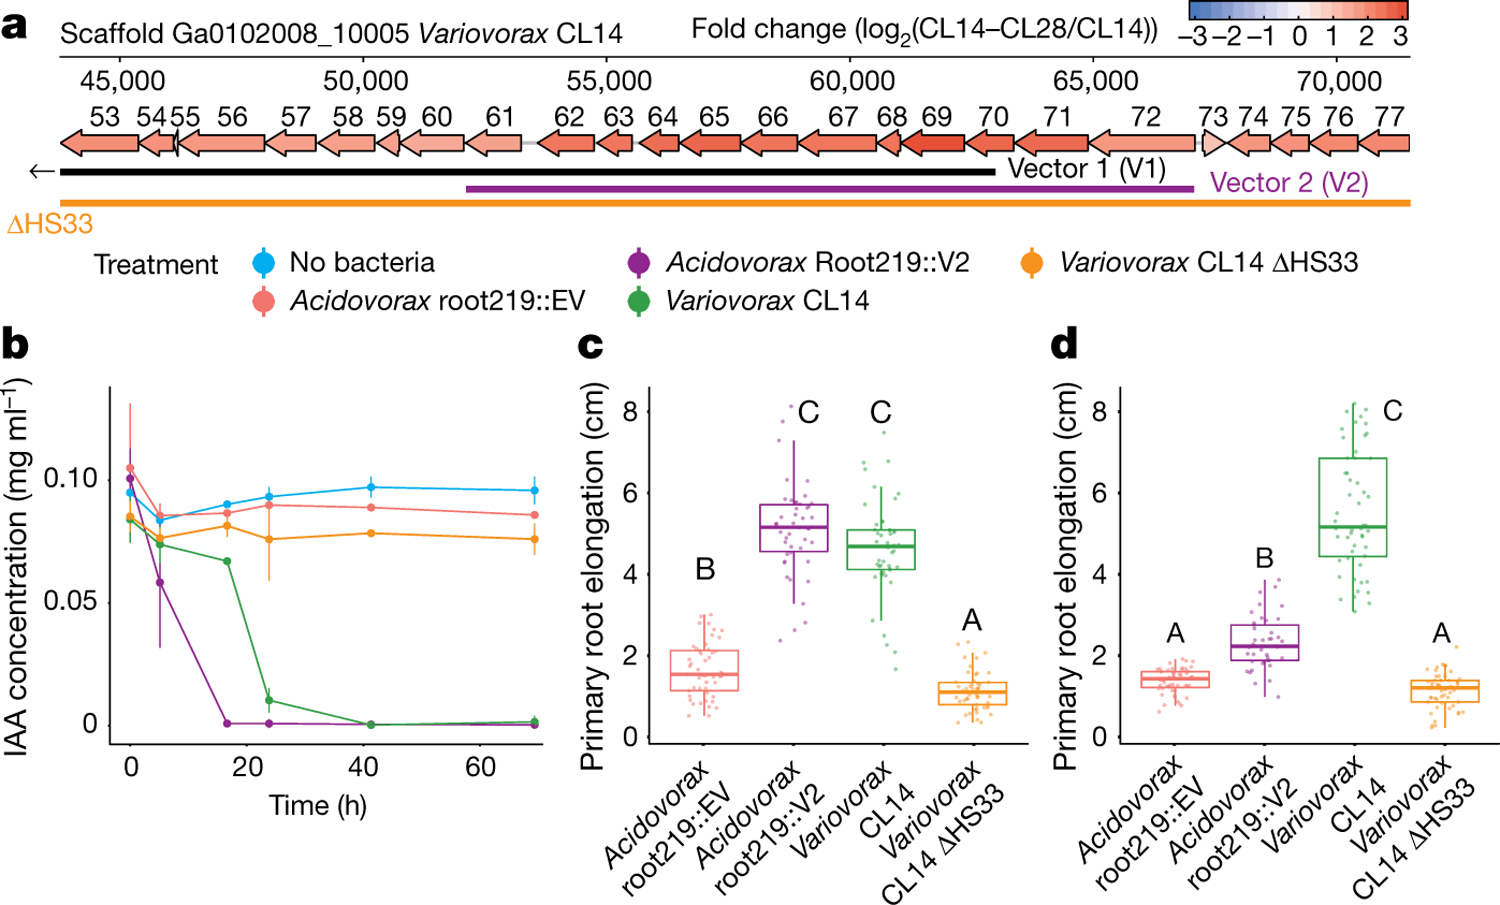
An auxin-degrading operon in *Variovorax* is required for root development. **a**, A map of the auxin-degrading hotspot 33. Genes are annotated with the last two digits of their IMG gene identifier (26436136XX) (Extended Data Fig. 9b), and are coloured by the log_2_-transformed fold change in their transcript abundance in *Variovorax* CL14 cocultured with *Arthrobacter* CL28 (CL14–CL28) relative to *Variovorax* CL14 (CL14) in monoculture (measured by RNA-seq). Genes contained in vector 1 (V1) and vector 2 (V2), and the region knocked-out in *Variovorax* CL14 ΔHS33, are shown below the map. **b**, In vitro degradation of IAA by *Acidovorax* root219::EV, *Acidovorax* Root219::V2, *Variovorax* CL14 and *Variovorax* CL14 ΔHS33. *n* = 3 biological replicates. **c**, **d**, Primary root elongation of seedlings treated with IAA (**c**) or co-inoculated with *Arthrobacter* CL28 combined with *Acidovorax* root219::EV, *Acidovorax* root219::V2, *Variovorax* CL14 and *Variovorax* CL14 ΔHS33 (**d**). Significance was determined via ANOVA; letters correspond to a Tukey post hoc test. **c**, *n* = 49, 46, 46 and 49 (from left to right); **d**, *n* = 51, 41, 52 and 53 (from left to right) biological replicates across 2 independent experiments.

## Data Availability

The 16S rRNA amplicon sequencing data associated with this study have been deposited in the NCBI Sequence Read Archive under the project accession PRJNA543313. The raw transcriptomic data have been deposited in the Gene Expression Omnibus under the accession GSE131158. We deposited all scripts and additional data structures required to reproduce the results of this study in the following GitHub repository: https://github.com/isaisg/variovoraxRGI. Source data are provided with this paper.

## References

[1] CastrilloG Root microbiota drive direct integration of phosphate stress and immunity. Nature 543, 513–518 (2017).2829771410.1038/nature21417PMC5364063

[2] DuránP Microbial interkingdom interactions in roots promote *Arabidopsis* survival. Cell 175, 973–983.e14 (2018).3038845410.1016/j.cell.2018.10.020PMC6218654

[3] Herrera ParedesS Design of synthetic bacterial communities for predictable plant phenotypes. PLoS Biol. 16, e2003962 (2018).2946215310.1371/journal.pbio.2003962PMC5819758

[4] FitzpatrickCR Assembly and ecological function of the root microbiome across angiosperm plant species. Proc. Natl Acad. Sci. USA 115, E1157–E1165 (2018).2935840510.1073/pnas.1717617115PMC5819437

[5] FinkelOM The effects of soil phosphorus content on plant microbiota are driven by the plant phosphate starvation response. PLoS Biol. 17, e3000534 (2019).3172175910.1371/journal.pbio.3000534PMC6876890

[6] ThiergartT Root microbiota assembly and adaptive differentiation among European *Arabidopsis* populations. Nat. Ecol. Evol 4, 122–131 (2020).3190045210.1038/s41559-019-1063-3

[7] HogenhoutSA, Van der HoornRAL, TerauchiR & KamounS Emerging concepts in effector biology of plant-associated organisms. Mol. Plant Microbe Interact 22, 115–122 (2009).1913286410.1094/MPMI-22-2-0115

[8] MylonaP, PawlowskiK & BisselingT Symbiotic nitrogen fixation. Plant Cell 7, 869–885 (1995).1224239110.1105/tpc.7.7.869PMC160880

[9] Ludwig-MüllerJ Bacteria and fungi controlling plant growth by manipulating auxin: balance between development and defense. J. Plant Physiol 172, 4–12 (2015).2545660610.1016/j.jplph.2014.01.002

[10] CarlströmCI Synthetic microbiota reveal priority effects and keystone strains in the *Arabidopsis* phyllosphere. Nat. Ecol. Evol 3, 1445–1454 (2019).3155883210.1038/s41559-019-0994-zPMC6774761

[11] FaureD, VereeckeD & LeveauJHJ Molecular communication in the rhizosphere. Plant Soil 321, 279–303 (2009).

[12] LeadbetterJR & GreenbergEP Metabolism of acyl-homoserine lactone quorum-sensing signals by *Variovorax paradoxus*. J. Bacteriol 182, 6921–6926 (2000).1109285110.1128/jb.182.24.6921-6926.2000PMC94816

[13] LeveauJHJ & LindowSE Utilization of the plant hormone indole-3-acetic acid for growth by *Pseudomonas putida* strain 1290. Appl. Environ. Microbiol 71, 2365–2371 (2005).1587032310.1128/AEM.71.5.2365-2371.2005PMC1087548

[14] ZúñigaA Quorum sensing and indole-3-acetic acid degradation play a role in colonization and plant growth promotion of *Arabidopsis thaliana* by *Burkholderia phytofirmans* PsJN. Mol. Plant Microbe Interact 26, 546–553 (2013).2330161510.1094/MPMI-10-12-0241-R

[15] SunS-L The plant growth-promoting rhizobacterium *Variovorax boronicumulans* CGMCC 4969 regulates the level of indole-3-acetic acid synthesized from indole-3-acetonitrile. Appl. Environ. Microbiol 84, e00298–18 (2018).2988475510.1128/AEM.00298-18PMC6070764

[16] GilbertS Bacterial production of indole related compounds reveals their role in association between duckweeds and endophytes. Front. Chem 6, 265 (2018).3005089610.3389/fchem.2018.00265PMC6052042

[17] DonosoR Biochemical and genetic bases of indole-3-acetic acid (auxin phytohormone) degradation by the plant-growth-promoting rhizobacterium *Paraburkholderia phytofirmans* PsJN. Appl. Environ. Microbiol 83, e01991–16 (2016).2779530710.1128/AEM.01991-16PMC5165117

[18] LeveauJHJ & GerardsS Discovery of a bacterial gene cluster for catabolism of the plant hormone indole 3-acetic acid. FEMS Microbiol. Ecol 65, 238–250 (2008).1820581210.1111/j.1574-6941.2008.00436.x

[19] BrumosJ Local auxin biosynthesis is a key regulator of plant development. Dev. Cell 47, 306–318.e5 (2018).3041565710.1016/j.devcel.2018.09.022

[20] LevyA Genomic features of bacterial adaptation to plants. Nat. Genet 50, 138–150 (2018).10.1038/s41588-017-0012-9PMC595707929255260

[21] KremerJM FlowPot axenic plant growth system for microbiota research. Preprint at https://www.biorxiv.org/content/10.1101/254953v1 (2018).

[22] ClaussMJ & AarssenLW Phenotypic plasticity of size–fecundity relationships in *Arabidopsis thaliana*. J. Ecol 82, 447 (1994).

[23] AbreuME & Munné-BoschS Salicylic acid deficiency in *NahG* transgenic lines and *sid2* mutants increases seed yield in the annual plant *Arabidopsis* thaliana. J. Exp. Bot 60, 1261–1271 (2009).1918827710.1093/jxb/ern363PMC2657544

[24] BaiY Functional overlap of the *Arabidopsis* leaf and root microbiota. Nature 528, 364–369 (2015).2663363110.1038/nature16192

[25] KlepikovaAV, KasianovAS, GerasimovES, LogachevaMD & PeninAA A high resolution map of the *Arabidopsis thaliana* developmental transcriptome based on RNA-seq profiling. Plant J. 88, 1058–1070 (2016).2754938610.1111/tpj.13312

[26] UchidaN Chemical hijacking of auxin signaling with an engineered auxin–TIR1 pair. Nat. Chem. Biol 14, 299–305 (2018).2935585010.1038/nchembio.2555PMC5812785

[27] TakaseT *ydk1-D*, an auxin-responsive *GH3* mutant that is involved in hypocotyl and root elongation. Plant J. 37, 471–483 (2004).1475675710.1046/j.1365-313x.2003.01973.x

[28] ChenL, DoddIC, TheobaldJC, BelimovAA & DaviesWJ The rhizobacterium *Variovorax paradoxus* 5C-2, containing ACC deaminase, promotes growth and development of *Arabidopsis thaliana* via an ethylene-dependent pathway. J. Exp. Bot 64, 1565–1573 (2013).2340489710.1093/jxb/ert031PMC3617834

[29] CaryAJ, LiuW & HowellSH Cytokinin action is coupled to ethylene in its effects on the inhibition of root and hypocotyl elongation in *Arabidopsis thaliana* seedlings. Plant Physiol. 107, 1075–1082 (1995).777051910.1104/pp.107.4.1075PMC157239

[30] Gómez-GómezL, FelixG & BollerT A single locus determines sensitivity to bacterial flagellin in *Arabidopsis thaliana*. Plant J. 18, 277–284 (1999).1037799310.1046/j.1365-313x.1999.00451.x

[31] RoblesL, StepanovaA & AlonsoJ Molecular mechanisms of ethylene–auxin interaction. Mol. Plant 6, 1734–1737 (2013).2393500910.1093/mp/sst113

[32] NagpalP *AXR2* encodes a member of the Aux/IAA protein family. Plant Physiol. 123, 563–574 (2000).1085918610.1104/pp.123.2.563PMC59024

[33] HallAE, FindellJL, SchallerGE, SislerEC & BleeckerAB Ethylene perception by the ERS1 protein in *Arabidopsis*. Plant Physiol. 123, 1449–1458 (2000).1093836110.1104/pp.123.4.1449PMC59101

[34] GouldSJ & VrbaES Exaptation—a missing term in the science of form. Paleobiology 8, 4–15 (1982).

[35] BardoelBW Pseudomonas evades immune recognition of flagellin in both mammals and plants. PLoS Pathog. 7, e1002206 (2011).2190109910.1371/journal.ppat.1002206PMC3161968

[36] LundbergDS, YourstoneS, MieczkowskiP, JonesCD & DanglJL Practical innovations for high-throughput amplicon sequencing. Nat. Methods 10, 999–1002 (2013).2399538810.1038/nmeth.2634

[37] YourstoneSM, LundbergDS, DanglJL & JonesCD MT-Toolbox: improved amplicon sequencing using molecule tags. BMC Bioinformatics 15, 284 (2014).2514906910.1186/1471-2105-15-284PMC4153912

[38] JoshiN & FassJ Sickle: a sliding-window, adaptive, quality-based trimming tool for FastQ files (version 1.33), https://github.com/najoshi/sickle (2011).

[39] EdgarRC Search and clustering orders of magnitude faster than BLAST. Bioinformatics 26, 2460–2461 (2010).2070969110.1093/bioinformatics/btq461

[40] EdgarRC UPARSE: highly accurate OTU sequences from microbial amplicon reads. Nat. Methods 10, 996–998 (2013).2395577210.1038/nmeth.2604

[41] WangQ, GarrityGM, TiedjeJM & ColeJR Naive Bayesian classifier for rapid assignment of rRNA sequences into the new bacterial taxonomy. Appl. Environ. Microbiol 73, 5261–5267 (2007).1758666410.1128/AEM.00062-07PMC1950982

[42] DeSantisTZ Greengenes, a chimera-checked 16S rRNA gene database and workbench compatible with ARB. Appl. Environ. Microbiol 72, 5069–5072 (2006).1682050710.1128/AEM.03006-05PMC1489311

[43] OksanenJ Vegan: Community Ecology Package, R package version 2.5–6, https://CRAN.R-project.org/package=vegan (2019).

[44] LoveMI, HuberW & AndersS Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550 (2014).2551628110.1186/s13059-014-0550-8PMC4302049

[45] SchindelinJ Fiji: an open-source platform for biological-image analysis. Nat. Methods 9, 676–682 (2012).2274377210.1038/nmeth.2019PMC3855844

[46] LenthR emmeans: Estimated Marginal Means, aka Least-Squares Means, R package version 1.4.7, https://CRAN.R-project.org/package=emmeans (2020).

[47] LogemannJ, SchellJ & WillmitzerL Improved method for the isolation of RNA from plant tissues. Anal. Biochem 163, 16–20 (1987).244162310.1016/0003-2697(87)90086-8

[48] BolgerAM, LohseM & UsadelB Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics 30, 2114–2120 (2014).2469540410.1093/bioinformatics/btu170PMC4103590

[49] KimD, LangmeadB & SalzbergSL HISAT: a fast spliced aligner with low memory requirements. Nat. Methods 12, 357–360 (2015).2575114210.1038/nmeth.3317PMC4655817

[50] LiaoY, SmythGK & ShiW The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res. 41, e108 (2013).2355874210.1093/nar/gkt214PMC3664803

[51] EwelsP, MagnussonM, LundinS & KällerM MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics 32, 3047–3048 (2016).2731241110.1093/bioinformatics/btw354PMC5039924

[52] WheelerTJ & EddySR nhmmer: DNA homology search with profile HMMs. Bioinformatics 29, 2487–2489 (2013).2384280910.1093/bioinformatics/btt403PMC3777106

[53] KatohK & StandleyDM MAFFT multiple sequence alignment software version 7: improvements in performance and usability. Mol. Biol. Evol 30, 772–780 (2013).2332969010.1093/molbev/mst010PMC3603318

[54] Capella-GutiérrezS, Silla-MartínezJM & GabaldónT trimAl: a tool for automated alignment trimming in large-scale phylogenetic analyses. Bioinformatics 25, 1972–1973 (2009).1950594510.1093/bioinformatics/btp348PMC2712344

[55] PriceMN, DehalPS & ArkinAP FastTree 2—approximately maximum-likelihood trees for large alignments. PLoS ONE 5, e9490 (2010).2022482310.1371/journal.pone.0009490PMC2835736

[56] GordonSA & WeberRP Colorimetric estimation of indoleacetic acid. Plant Physiol. 26, 192–195 (1951).1665435110.1104/pp.26.1.192PMC437633

[57] FrimlJ Efflux-dependent auxin gradients establish the apical–basal axis of *Arabidopsis*. Nature 426, 147–153 (2003).1461449710.1038/nature02085

[58] AltschulSF, GishW, MillerW, MyersEW & LipmanDJ Basic local alignment search tool. J. Mol. Biol 215, 403–410 (1990).223171210.1016/S0022-2836(05)80360-2

[59] Ebenau-JehleC Anaerobic metabolism of indoleacetate. J. Bacteriol 194, 2894–2903 (2012).2244790310.1128/JB.00250-12PMC3370604

[60] EmmsDM & KellyS OrthoFinder: phylogenetic orthology inference for comparative genomics. Genome Biol. 20, 238 (2019).3172712810.1186/s13059-019-1832-yPMC6857279

[61] LangmeadB & SalzbergSL Fast gapped-read alignment with Bowtie 2. Nat. Methods 9, 357–359 (2012).2238828610.1038/nmeth.1923PMC3322381

[62] KovachME Four new derivatives of the broad-host-range cloning vector pBBR1MCS, carrying different antibiotic-resistance cassettes. Gene 166, 175–176 (1995).852988510.1016/0378-1119(95)00584-1

[63] FigurskiDH & HelinskiDR Replication of an origin-containing derivative of plasmid RK2 dependent on a plasmid function provided in trans. Proc. Natl Acad. Sci. USA 76, 1648–1652 (1979).37728010.1073/pnas.76.4.1648PMC383447

[64] HamadMA, ZajdowiczSL, HolmesRK & VoskuilMI An allelic exchange system for compliant genetic manipulation of the select agents *Burkholderia pseudomallei* and *Burkholderia mallei*. Gene 430, 123–131 (2009).1901040210.1016/j.gene.2008.10.011PMC2646673

[65] CallahanBJ DADA2: high-resolution sample inference from Illumina amplicon data. Nat. Methods 13, 581–583 (2016).2721404710.1038/nmeth.3869PMC4927377

[66] SchlossPD Introducing mothur: open-source, platform-independent, community-supported software for describing and comparing microbial communities. Appl. Environ. Microbiol 75, 7537–7541 (2009).1980146410.1128/AEM.01541-09PMC2786419

[67] QuastC The SILVA ribosomal RNA gene database project: improved data processing and web-based tools. Nucleic Acids Res. 41, D590–D596 (2013).2319328310.1093/nar/gks1219PMC3531112

[68] WinterD An “Electronic Fluorescent Pictograph” browser for exploring and analyzing large-scale biological data sets. PLoS ONE 2, e718 (2007).1768456410.1371/journal.pone.0000718PMC1934936

How the deposited data were processed for this re-analysis (not part of the article)

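The authors deposited counts for the drop-out system: the number of reads on each of 27206 nuclear protein-coding genes in 15 libraries, 3 for each of 5 treatments. The values are whole numbers without normalization, and all 15 columns were used. The methods give adaptor removal by Trimmomatic, mapping by HISAT2 to TAIR10 and counting by featureCounts for the tripartite experiment, and these steps cannot be repeated from the counts. Gene identifiers were matched to the RefSeq gene table of TAIR10.1, which held 26719 of them.

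Counts were tested in R 4.3.3 with edgeR 4.0.16. Libraries were scaled by TMM, with factors from 0.935 to 1.05. Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 16179 genes. A quasi-likelihood model with the treatment as its only term was fitted to all 15 libraries, so that all treatments shared an estimate of the spread, as in the paper's model. Each standard error was derived from the test, as the size of the log2 fold change divided by the square root of the quasi-F statistic. It is therefore not a separate estimate of the error, least of all for genes with few reads. The *Variovorax* main effect was fitted to the 12 inoculated libraries with *Burkholderia* as a further term and covered 15921 genes. The interaction was the effect of leaving out *Variovorax* without *Burkholderia* minus that with *Burkholderia*. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method at a false discovery rate of 0.1, the threshold of the paper's methods. RGI-induced genes were those higher in −Vario than in both NB and full at that threshold, as the paper defines them.

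The z-scores were taken over the 15 libraries after DESeq2's variance stabilizing transformation. Lists of auxin, ethylene, cytokinin, MAMP, root hair, other root, photosynthesis, zinc, iron, nitrate and phosphate genes were written from general knowledge and tested by camera in limma 3.58.1 with a preset correlation of 0.01, over 55 tests of 11 lists in 5 contrasts. These tests and lists, the alternatives and the rule for named genes were chosen before the data were examined, and later tests, with the clock and sugar starvation lists, are named as such where they are reported. By that rule the text names *GH3.2*, the genes printed in Extended Data Fig. 7b and 7d, whose values in the figure had been seen, and the 5 RGI-induced genes with the largest change relative to full whose −Vario libraries all lay above the NB and full libraries. For each other comparison it names up to 3 genes in each direction with the largest log2 fold change among those past the threshold whose groups do not overlap, and the list members past the threshold where the list is.

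Simulated counts with known changes were run through the same steps. Of 200 changed genes, 84.5% were recovered in −Vario relative to full, with 7.14% of the calls among unchanged genes, and 83.5% relative to NB, with 7.22%. For RGI-induced genes 89% of 100 were recovered, for the interaction 68.5% of 200, for the main effect 94%, and for DESeq2 79.5%. A changed list was called by camera, by fry, by camera with an estimated correlation and by resampling, and of 9 unchanged lists fry called 2 and the others 0.

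Replicates of a treatment differed by more than counting noise, with a chi-square per degree of freedom between 1.69 and 4.78 for pairs of libraries. Reads carry no molecular identifiers, so counting intervals and floors cover counting error only. A group with no read is given a floor of 3 counts over its 3 libraries. DESeq2 was version 1.42.0, where the paper used 1.22.1.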

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

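The tests of library depth, of GC content and gene length, of the time of collection, of sugar starvation genes and of a state shared by many genes, the comparison of groupings by replicate number and the groupings of NB against all inoculated libraries were chosen only after the results were seen.

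The effect of leaving out *Variovorax* differed with the presence of *Burkholderia* in 232 genes by edgeR's interaction test, a comparison that the paper does not report. The interaction was above 0 in 114 genes, which were higher with both genera or neither, and below 0 in 118. DESeq2 called 218 genes. The number rested on single libraries. It was 3 without −Vario replicate 3, 9 without −Vario −Burk replicate 1, 13 without full replicate 1, 24 without full replicate 2, 61 without −Burk replicate 2, 68 without −Vario −Burk replicate 2, 77 without −Burk replicate 3 and 142 without −Vario replicate 1. It was 514 without −Vario −Burk replicate 3, 577 without −Vario replicate 2 and 717 without −Burk replicate 1, and only without full replicate 3 did it stay within 1.5 times. Among genes whose groups do not overlap, the interaction of AT1G68670 was 1.24 on the log2 scale (standard error 0.21, edgeR adjusted p = 0.0135), and its call was lost without −Vario replicate 3 (0.109). AT5G21100, with −1.62 (standard error 0.34, edgeR adjusted p = 0.0373), was lost without −Vario −Burk replicate 1 (0.119), −Vario replicate 3 (0.204), full replicate 1 (0.110) or full replicate 2 (0.114). The calls of AT1G06730 (1.34, edgeR adjusted p = 0.0808), *ERS2* (1.23, 0.0808), *GT72B1* (−1.16, 0.0555) and AT3G50840 (−1.14, 0.0667) were each lost without −Vario −Burk replicate 1 (0.171, 0.230, 0.187 and 0.170), −Vario replicate 3 (0.198, 0.284, 0.120 and 0.195), −Burk replicate 2 (0.149, 0.121, 0.115 and 0.121), full replicate 1 (0.141, 0.141, 0.141 and 0.147) or full replicate 2 (0.164, 0.206, 0.146 and 0.149). Except for *GT72B1*, they were also lost without −Vario −Burk replicate 2 (0.165, 0.145 and 0.145), −Vario replicate 1 (0.162, 0.120 and 0.130) or −Burk replicate 3 (0.142, 0.157 and 0.134), and AT1G06730 was lost without full replicate 3 (0.132). DESeq2 gave no adjusted p to these genes except AT1G68670.

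Of 100 groupings of the same libraries, the real one included, 4 gave at least as many interaction genes, so that chance is excluded at a share of 0.05, but narrowly, since 3 other groupings gave 239, 480 and 975 genes. These groupings were drawn without regard to the replicate number, although libraries of −Burk and −Vario −Burk with the same number were correlated. The real grouping separates all 3 such pairs, and of the 23 groupings that do so, 1 gave as many genes, which was the real one, while those with 239, 480 and 975 genes separate 2, 0 and 1 of the pairs. With every library thinned to the smallest total, the number called was 122, from 96 to 126 over 5 thinnings, against 232 before. Differences in depth are argued against as the whole cause of the calls, since genes were still called at equal totals. The median size of the log2 fold change of the interaction genes was 0.912, against 0.955 before. That decides nothing, since thinning leaves the expected change as it was. Trends on GC content and exon length are argued against as the whole cause, since 254 genes were called after each library's trends had been removed, 216 of them called before. The largest range of such a trend in a library was 1.11 on the log2 scale. Collection at another time of day cannot be told apart from other explanations. The median size of the interaction over 23 clock genes was 0.264, above 48.2% of random lists matched on expression. As a list, however, these genes moved up, with a median of 0.25 and 17 of 23 above 0. The adjusted p was 0.00224 by camera and 0.00733 by fry in limma, over both lists tested on the interaction. With the correlation estimated, at 0.00835, camera in limma gave the clock list an adjusted p of 0.0224. The design does not give the time of collection. Genes induced by sugar starvation were higher with both genera or neither (adjusted p = 1.02e-09 by camera in limma), with a median of 0.48 and 24 of 30 above 0, of which 4 were past the threshold as single genes. Under fry in limma the adjusted p was 0.0361. With the correlation estimated, at 0.373, the list was past 0.1 but not 0.05 in limma (adjusted p = 0.0668). These genes varied together among plates of the same treatment, with a mean correlation of 0.373 against 0.0136 in random lists. That was above 100% of 10000 lists. They were listed for a shared response, so they could exceed random lists without bearing on the interaction, which this correlation cannot decide. Their mean z-score was 0.42 ± 0.17 (SD, n = 3) in full, 0.59 ± 0.28 (SD, n = 3) in −Vario −Burk, 0.28 ± 0.47 (SD, n = 3) in −Burk, −0.25 ± 0.54 (SD, n = 3) in −Vario and −1.04 ± 0.38 (SD, n = 3) in NB. The mean of NB lay below that of each inoculated treatment by more than either SD. All libraries of full, −Burk and −Vario −Burk lay above those of NB, while −Vario replicate 2 (−0.68) lay below NB replicate 1 (−0.61). No test was made of these means. They point to a difference of NB from full, −Burk and −Vario −Burk, and not only between plates of the same treatment. A candidate explanation of the interaction is a state that differs between plates of the same treatment, such as the supply of sugar. If that state varied at random over the plates, it would give an interaction only through the chance by which plates fell to treatments. The 4 of 100 groupings argue against that at a share of 0.05, as narrowly as stated above. The groupings do not bear on a state that differed between treatments for another reason, which stays open. A dependence of the *Variovorax* effect on *Burkholderia* stays open as well.

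Full seedlings differed from NB seedlings in 1147 genes by edgeR, 646 higher and 501 lower, a contrast whose genes the paper does not report. In 625 of the higher and 476 of the lower genes the 3 libraries of each treatment did not overlap, where chance gives 10% if genes are not chosen on the same libraries, as these were. The number was 646 without full replicate 1 and 702 without full replicate 2. AT3G03670, a peroxidase, had a log2 fold change of 4.23 (standard error 0.41, edgeR adjusted p = 2.58e-07). *WRKY30* and AT2G34315 had no read in NB and were at least 11.4-fold and 17-fold higher in full, against a floor of 3 counts over the NB libraries. *CYP82C4*, with 5 reads in full and 186 in NB, had a log2 fold change of −5.17 (standard error 0.56, edgeR adjusted p = 1.95e-06), *CYP81D11* of −4.29 (standard error 0.32, edgeR adjusted p = 3.53e-09) and *GSTU24* of −3.41 (standard error 0.33, edgeR adjusted p = 2.58e-07). Depth is argued against as the whole cause, since 837 genes (from 803 to 845) were still called after thinning to equal totals. The median size of the log2 fold change was 0.668 after thinning and 0.676 before. That decides nothing, since thinning leaves the expected change as it was. Trends on GC content and exon length are argued against as well, with 1171 genes called after their removal, 1110 of them called before. Of the 10 groupings of these 6 libraries, 1 gave as many genes, which was the real one, and for these libraries alone chance cannot be told apart because 10 groupings are too few to exclude it. With NB set against all 12 inoculated libraries, 1 of 100 groupings into 3 and 12 gave as many genes, the real one, so chance is excluded for the difference between NB and the inoculated libraries, full among them. The presence of the bacteria, which the design names, stays open as the explanation. Reads of bacterial origin counted on plant genes were not tested.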

How the results depend on the processing

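No alternative in this part was chosen after the results were seen. The alternatives were DESeq2, RLE and upper-quartile normalization, no filter on low counts, a stricter filter and a false discovery rate of 0.05. Others were a fit to only the treatments compared, a replicate block and leaving out each library. Leaving out a library leaves 2 in its treatment and lowers power, so a call lost this way need not rest on that library. No named gene that was called reversed its direction under them. Log2 fold changes near 0 that were not past the threshold changed sign with a library left out, for *WES1*, *PGIP1* and *IAA1* relative to full and *IAA19* relative to NB, and auxin genes relative to full and nitrate genes in full relative to NB did so under resampling. RLE, upper-quartile normalization and the stricter filter kept every count of genes within 1.5 times. Log2 CPM in place of the variance stabilizing transformation moved the z-scores by less than their SD. For *GH3.2* all alternatives and libraries left out kept both calls, with log2 fold changes relative to NB from 1.96 to 2.01 under the alternatives and from 1.66 to 2.21 with a library left out.

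DESeq2 called 23 genes in −Vario −Burk relative to full, 575 in −Burk relative to NB and 718 in full relative to NB. Without a filter, 22462 genes were tested, and there were 100 RGI-induced genes, 31 of them among those with the filter. The counts were then 274 in −Vario relative to full, 54 in −Vario −Burk relative to full, 23 in −Burk relative to full, 638 for the interaction and 74 for the main effect. Of the 100 RGI-induced genes, 26 were higher in −Vario −Burk than in full, 53 in −Vario −Burk than in NB, 6 in −Burk than in full and 34 in −Burk than in NB. At a false discovery rate of 0.05, 447 genes were called in −Vario relative to NB, 5 in −Vario −Burk relative to full, 590 in −Burk relative to NB, 756 in full relative to NB and 43 for the interaction. Of the 25 RGI-induced genes at that rate, 4 were higher in −Vario −Burk than in full and 2 in −Burk than in NB. That fewer genes are called follows from the threshold. With only the treatments compared in the fit there were 319 genes in −Vario relative to full, 41 in −Vario −Burk relative to full and 60 RGI-induced genes, 30 of them among the 31. In the fit that also held −Vario −Burk, 22 of 58 RGI-induced genes were higher in −Vario −Burk than in full. For the main effect this fit equals the design used. Except for the threshold, the cause was not tested. Of the 29 list tests past the threshold by camera, 13 were past it under fry and 7 with the correlation estimated.

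Of 30 pairs of libraries with the same replicate number, 7 had a correlation over 0.1 (median 0.0268, from −0.124 to 0.143). All 3 pairs of −Burk and −Vario −Burk were among these (0.135, 0.101 and 0.126), and in no other combination of treatments were all 3 over 0.1, so a pairing of these treatments stays open. With the replicate number as a block, 114 genes were called in −Vario relative to full, 23 in −Vario −Burk relative to full and 376 for the interaction, and 37 were RGI-induced, of which 7 were higher in −Burk than in NB. The block moved no other count of genes by over 1.5 times, and the cause was not tested.

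With each library left out, the number of RGI-induced genes was 12 to 53, of genes in −Vario relative to NB 259 to 890, in −Vario relative to full 15 to 154, in −Vario −Burk relative to NB 1148 to 1513 and in −Vario −Burk relative to full 0 to 25. It was 435 to 987 in −Burk relative to NB, 0 to 1 in −Burk relative to full, 646 to 1027 in full relative to NB, 3 to 717 for the interaction and 34 to 71 for the main effect. RGI-induced genes higher in −Vario −Burk than in full numbered 0 to 20, than in NB 11 to 43, and those higher in −Burk than in full 0 to 1 and than in NB 1 to 18. Of the list tests, 24 to 29 were past the threshold. Counts changed by over 1.5 times in −Vario −Burk relative to NB without −Vario −Burk replicate 1 (1148), and in −Burk relative to NB without NB replicate 2 (435) and −Burk replicate 2 (571). They did so in −Vario −Burk relative to full without −Vario −Burk replicate 1 (25), replicate 2 (0) and replicate 3 (0), full replicate 2 (3) and full replicate 3 (0), and for the main effect without −Vario −Burk replicate 1 (71). Of the 84 results for named genes, 616 values under other settings kept their side of the threshold and 21 lost it, and with a library left out 460 kept it and 104 lost it. List tests kept it in 230 and lost it in 45 cases under other settings, and with a library left out 354 kept it, 31 lost it and 11 gained it.

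Depth limits what can be seen. The −Vario and −Vario −Burk libraries had the lowest median totals, and genes below the filter, 5 of the 11 genes found for Extended Data Fig. 7d among them, were tested only by DESeq2 or without the filter.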

Differences from the paper's values

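No test in this part was chosen after the values were seen. The paper's number of replicates in the drop-out system, in the legend of Extended Data Fig. 7, is 5, and the counts hold 3 libraries for each treatment. The paper's methods give a range of samples per treatment that includes both numbers. None of the alternatives bears on this number.

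The paper's mean z-score of the auxin-responsive genes in full is about −0.42 in Extended Data Fig. 7d, read by eye, where the legend calls the marked points means. The mean over the 11 genes found was −0.22, with an SD of 0.188 over the 3 libraries. With z-scores from log2 CPM, the alternative set before the data were examined, it was −0.207, which differs from the paper's value as well. The median over the 11 genes was −0.382, and −0.482 with log2 CPM, and both lie within the SD of the paper's value (0.285 and 0.208). In −Vario the mean was 0.415 and the median 0.375, and the paper's value there, about 0.35 in Extended Data Fig. 7d, read by eye, lies within the SD of both.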

Other observations

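The comparison of RGI-induced genes with many repeated windows and that of groupings by replicate number were chosen only after the results were seen.

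Of 100 groupings of the NB, full and −Vario libraries, 1 gave as many as 31 RGI-induced genes, which was the real one. That excludes chance only if none of these treatments differed. The groupings shuffled NB libraries with inoculated ones, which differed in many genes. They therefore cannot decide whether chance gave the difference between −Vario and full. With every library thinned to the smallest total, between 26 and 31 genes were RGI-induced over 5 thinnings, 23 to 27 of them among the 31. That argues against depth as the whole cause. The median log2 fold change of the RGI-induced genes relative to full was 1.45, from 1.42 to 1.47. It decides nothing here, since thinning leaves the expected change as it was. After removal of trends on GC content and exon length 31 genes were RGI-induced, 30 of them called before. Reads shared between paralogs are argued against for the 23 genes with at least 95% of windows found once, whose median log2 fold change was 1.46. For the 8 other genes, with a median of 2.11, a rise of their own and reads of a paralog cannot be told apart because counts per gene do not separate them. The means of both sets differed by 0.221 (permutation test, two-sided p = 0.443 over 100000 permutations). *BARS1* had 45 reads in −Vario and 2 in NB, 36.5-fold higher with an exact 95% interval from 9.53 to 310.

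For single contrasts between 3 libraries and 3, 10 groupings are too few to exclude chance, that of −Vario against full included. Chance is excluded for NB against all inoculated libraries, as given above. Within the single contrasts 1 of 10, the real one, gave as many genes in −Vario relative to NB and to full and in −Vario −Burk and −Burk relative to NB, and also in −Vario −Burk relative to full. In −Vario −Burk relative to NB, 1003 genes were higher and 743 lower by edgeR, of which 928 and 697 did not overlap, where chance gives 10% if genes are not chosen on the same libraries, as these were. *WRKY30* and AT2G34315 were at least 14.1-fold and 11.5-fold higher there, *XTH26*, with 25 reads against 1, was 39.2-fold higher (exact 95% interval from 6.41 to 1610), and *CYP82C4* was 119-fold lower (from 21 to 4710). *CYP81D11* had a log2 fold change of −3.77 (standard error 0.33, edgeR adjusted p = 5.65e-08) and *GSTU24* of −3.40 (standard error 0.36, edgeR adjusted p = 1.12e-06). In −Vario −Burk relative to full, 15 genes were higher and none lower by edgeR, with 894 genes at an unadjusted p below 0.05 in either direction, and DESeq2 called 23 in both directions together. AT3G49960 had a log2 fold change of 3.27 (standard error 0.61, edgeR adjusted p = 0.0454), *EXT6* of 2.12 (standard error 0.35, edgeR adjusted p = 0.0217) and *EXT13* of 2.06 (standard error 0.42, edgeR adjusted p = 0.0638). These calls were lost without −Vario −Burk replicate 2 (0.302, 0.221 and 0.487), −Vario −Burk replicate 3 (0.379, 0.257 and 0.499), full replicate 2 (0.243, 0.189 and 0.342) or full replicate 3 (0.221, 0.135 and 0.221), and that of *EXT13* without full replicate 1 (0.249) and in DESeq2 (0.147). In −Burk relative to NB, 576 genes were higher and 406 lower by edgeR, of which 487 and 380 did not overlap. AT2G34315, *PR1* and *WRKY30* were at least 15-fold, 12.8-fold and 9.34-fold higher there, and *CYP82C4* was 199-fold lower (from 35.2 to 7880). *CYP81D11* had a log2 fold change of −4.16 (standard error 0.31, edgeR adjusted p = 3.48e-09) and *GSTU24* of −3.52 (standard error 0.33, edgeR adjusted p = 1.26e-07). The call of *PR1* was lost without NB replicate 2 (0.194) or −Burk replicate 2 (0.146) and in DESeq2 (0.245), over a range from 0.000208 to 0.245. In −Burk relative to full no gene was called by edgeR, with 992 genes at an unadjusted p below 0.05, and none by DESeq2, and 10 of 10 groupings gave at least as many, which a count of 0 fixes in advance.

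The *Variovorax* main effect was past the threshold in 45 genes by edgeR, 44 higher without *Variovorax* and 1 lower, and in 54 by DESeq2. Of 100 groupings, 6 gave as many genes, so chance is not excluded. The real grouping separates all 3 pairs of −Burk and −Vario −Burk libraries with the same replicate number, and of the 39 groupings that do so 2 gave as many genes, the real one and one with 124, which does not exclude chance either. The 6 libraries without *Variovorax* lay above the others in 31 genes and below them in 1. *XTH26* had a log2 fold change of 2.64 (standard error 0.38, edgeR adjusted p = 0.000763), *BARS1* of 2.57 (standard error 0.38, edgeR adjusted p = 0.000852) and *PRP1* of 2.48 (standard error 0.34, edgeR adjusted p = 0.000527). AT4G22730, at −1.44 (standard error 0.33, edgeR adjusted p = 0.0853), was not called by DESeq2 (0.155). It was lost without −Vario −Burk replicates 1, 2 and 3 (0.106, 0.359 and 0.172), −Vario replicates 1, 2 and 3 (0.154, 0.152 and 0.262), −Burk replicate 3 (0.262) or full replicates 2 and 3 (0.208 and 0.265), and 23.9% of its exon sequence overlaps another gene. Of the 45 genes, 27 were RGI-induced, and of the 31 RGI-induced genes 27 had an interaction below 0, 1 of them past the threshold.

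Of the 55 list tests, 29 were past the threshold by camera in limma, of which 13 held under fry, 7 with the correlation estimated and 27 under resampling. Root hair genes, 31 tested, were higher in −Vario than in full, with a median log2 fold change of 1.39 and 30 of 31 above 0 (camera adjusted p = 2.29e-33 in limma, fry 0.00574, estimated correlation 0.0237). Over all genes tested 17 were past the threshold, with *ADF8*, *ADF11*, *EXPA7*, *EXPA18*, *LRX1* and *RHS19* beside genes named above, and 22 when adjusted over the list alone, which is not independent evidence, since 15 are RGI-induced and 10 are printed in Extended Data Fig. 7b or 7d. The call also held under fry and an estimated correlation relative to NB (median 1.13, 29 of 31 above 0, fry 0.00762, estimated 0.0524 in limma) and in the main effect (median 0.989, 30 of 31 above 0, fry 0.00574, estimated 0.0149 in limma; 14 past the threshold, 26 adjusted over the list alone). In −Burk relative to full their median was 0.327 (camera adjusted p = 0.000601 in limma), which did not hold under fry (0.491). A larger share of root tissue in −Vario seedlings is argued against as the cause, since the 20 other root genes had a median log2 fold change of 0.145 relative to full (camera adjusted p = 0.398 in limma) and the 31 photosynthesis genes were all above 0, with a median of 0.188 (camera adjusted p = 1.34e-06 in limma, fry 0.403). Other root genes were lower than in NB in −Vario (median −0.239, fry 0.0341, estimated 0.163 in limma) and in full (median −0.416, fry 0.014, estimated 0.0956 in limma).

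The 14 auxin genes were higher in −Vario than in NB (median 0.175, 11 of 14 above 0, camera adjusted p = 0.0162 in limma, fry 0.0143, estimated 0.104), where *GH3.2* was past the threshold, and 2 genes when adjusted over the list alone. Relative to full their median was 0.0171 (camera adjusted p = 0.839 in limma), with an opposite sign under resampling. They were higher in full than in NB (camera adjusted p = 0.031 in limma, fry 0.0216, estimated 0.136) and lower in −Burk than in full (camera adjusted p = 0.0121 in limma, fry 0.0858, estimated 0.0956). Ethylene genes were higher in the main effect (median 0.268, 14 of 14 above 0, camera adjusted p = 3.64e-07 in limma, fry 0.0143, estimated 0.037), with *EBF2* past the threshold, and 3 genes when adjusted over the list alone. MAMP genes were higher in −Vario than in NB (median 1.01, 16 of 16 above 0, camera adjusted p = 1.5e-11 in limma, fry 0.0341, estimated 0.12), 7 of them past the threshold (*CYP71A12*, *MYB51*, *WRKY17*, *WRKY22*, *WRKY30*, *WRKY33* and *WRKY53*) and 14 when adjusted over the list alone, and in full than in NB (median 0.621, fry 0.148 in limma). Zinc genes were higher in −Vario than in full (median 0.497, camera adjusted p = 0.00733 in limma, fry 0.0154, estimated 0.0956), with *ZIP3* among the 5 genes tested past the threshold and 2 when adjusted over the list alone. Iron genes were higher in −Vario than in full (median 0.334, camera adjusted p = 0.00064 in limma, fry 0.118), and relative to NB their median was 0.47 and their mean −0.0292, of opposite sign, with camera upward (0.0739 in limma). Cytokinin genes passed in −Burk relative to full only (camera adjusted p = 0.0583 in limma, fry 0.207), phosphate genes in the main effect only (median −0.203, camera adjusted p = 0.0265 in limma, fry 0.148), and nitrate genes in no contrast by camera, fry or resampling. Ethylene and zinc genes in −Vario relative to NB held under fry (0.0915 and 0.0234 in limma) and not with the correlation estimated (0.203 for both). Photosynthesis genes in −Vario relative to NB and in −Burk relative to full, ethylene and MAMP genes in −Vario relative to full, zinc genes in −Burk relative to full, and MAMP, zinc, auxin and iron genes in the main effect were past the threshold by camera and not under fry.

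List members past the threshold were also *PYK10*, *THAS1* and *TIP2;3* among other root genes lower in −Vario than in NB, *PYK10*, *THAS1*, *CYP708A2* and *GLP5* among those lower in full than in NB, *IRT1* among iron genes higher in −Vario than in full and *RBCS1B* among photosynthesis genes higher there. In −Vario relative to NB they were *RAV2*, higher, and *HCHIB*, lower (−0.99, standard error 0.21, edgeR adjusted p = 0.00736) against the direction of the ethylene list, *ZIP3* and *ZIP5* among zinc genes, and *IRT2*, *FRO2* and *OPT3*, higher, among iron genes, with *ABCG37* (−0.59, standard error 0.14, edgeR adjusted p = 0.0203) and *CYP82C4* lower against the direction of that list. Root hair genes past the threshold there were those relative to full except *ADF11* and *EXPA18*, and also *LRX2*, *RHS12*, *RHS17*, *RHS18* and *PIP2;4*. In full relative to NB they were *ATAUX2-11* among auxin genes and *CYP71A12*, *MYB51*, *WRKY22*, *WRKY30*, *WRKY33* and *WRKY53* among MAMP genes, all higher, and in the main effect *GH3.2* among auxin, *ZIP3* among zinc and the root hair genes past the threshold relative to full except *ADF8*, *ADF11* and *EXPA18*. Many of these calls were lost in edgeR with a single library left out. In −Vario relative to NB 19 of 40 members lost their call without at least 1 library, up to 17 of them without NB replicate 2 and 15 without −Vario replicate 1. Relative to full 14 of 20 did so, up to 13 without −Vario replicate 3 and 10 without full replicate 2, in full relative to NB 6 of 11 and in the main effect 4 of 17.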
